# Similar striatal gene expression profiles in the striatum of the YAC128 and HdhQ150 mouse models of Huntington’s disease are not reflected in mutant Huntingtin inclusion prevalence

**DOI:** 10.1186/s12864-015-2251-4

**Published:** 2015-12-21

**Authors:** Zubeyde Bayram-Weston, Timothy C. Stone, Peter Giles, Linda Elliston, Nari Janghra, Gemma V. Higgs, Peter A. Holmans, Stephen B. Dunnett, Simon P. Brooks, Lesley Jones

**Keywords:** Huntington’s disease, Neurodegeneration, Gene expression, Transgenic mouse models, Behaviour

## Abstract

**Background:**

The YAC128 model of Huntington’s disease (HD) shows substantial deficits in motor, learning and memory tasks and alterations in its transcriptional profile. We examined the changes in the transcriptional profile in the YAC128 mouse model of HD at 6, 12 and 18 months and compared these with those seen in other models and human HD caudate.

**Results:**

Differential gene expression by genotype showed that genes related to neuronal function, projection outgrowth and cell adhesion were altered in expression. A Time-course ANOVA revealed that genes downregulated with increased age in wild-type striata were likely to be downregulated in the YAC128 striata. There was a substantial overlap of concordant gene expression changes in the YAC128 striata compared with those in human HD brain. Changes in gene expression over time showed fewer striatal YAC128 RNAs altered in abundance than in the HdhQ150 striata but there was a very marked overlap in transcriptional changes at all time points. Despite the similarities in striatal expression changes at 18 months the HdhQ150 mice showed widespread mHTT and ubiquitin positive inclusion staining in the striatum whereas this was absent in the YAC128 striatum.

**Conclusions:**

The gene expression changes in YAC128 striata show a very closely matched profile to that of HdhQ150 striata and are already significantly different between genotypes by six months of age, implying that the temporal molecular gene expression profiles of these models match very closely, despite differences in the prevalence of brain inclusion formation between the models. The YAC128 gene expression changes appear to correlate well with gene expression differences caused by ageing. A relatively small number of genes showed significant differences in expression between the striata of the two models and these could explain some of the phenotypic differences between the models.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2251-4) contains supplementary material, which is available to authorized users.

## Background

Huntington’s disease (HD) is a fatal progressive neurodegeneration with motor, cognitive and psychiatric manifestations. It is caused by an expansion of a CAG triplet repeat in exon 1 of the *HTT* gene, which is translated to give an expanded glutamine tract at the N-terminus of the protein, huntingtin (HTT) [1]. A series of genetic mouse models of the disease have been generated using various technologies to give transgenic and knock in models of the disease that include both truncated and full-length *Htt* [2–8]. These models have been tested in multiple behavioural paradigms and show deficits in tests of motor ability and in cognitive and behavioural assessments [5, 9–16].

Changes in gene expression have also been seen in the brains and other tissues of the mouse models of HD. These changes show a substantial overlap between the various mouse models tested and also overlap with gene expression changes seen in human HD brain [17]. The profiles of genes with reduced expression appear to overlap to greater extent between models and between models and human brain than those with increased expression [17, 18]. Treatments that alleviate the decreased expression can improve the phenotype in mouse models, whether directed at transcriptional mechanisms or not [19–23].

The YAC128 model of HD carries a full length human *HTT* gene in a GSE70656 artificial chromosome, and extensive behavioural testing has shown that it displays substantial phenotypes that correlate with human HD symptoms from a relatively early age [13, 14, 16, 24, 25] including affective symptoms [26]. Deficits on the rotarod were observed from 4 months of age and persisted throughout life, and deficits on the balance beam occurred from 8 months [27]. In the water maze, reduced ability to find the hidden platform was seen at 8–10 months with reversal learning showing deficits from 4 months [27]. Deficits in reversal learning in a set-shifting task were seen by 6 months and of extra-dimensional set-shifting at 16 months [28], although no implicit learning deficits were observed in these mice [29]. Despite these early changes in the behavioural phenotype of the mice, frank neuronal inclusions were only visible from 15 months of age, although diffuse staining with antibodies that detect inclusions was seen from 12 months of age [30].

As HD affects the caudate and putamen earliest and most profoundly and shows substantial gene expression dysregulation [18] we chose to examine mouse striatum, as the nearest equivalent, in order to investigate whether dysregulated gene expression also occurred in the YAC128 striatum. We examined global gene expression changes in the striata from wild-type (WT) and transgenic mice from the YAC128 mouse line at 6, 12 and 18 months. We observed alterations in gene expression at all time points, which overlapped with changes seen in human HD brain and in other mouse models of the disease. We observed that genes downregulated with age in normal mice tended to be even more decreased in expression in the YAC128 striata.

## Results

### The effects of age on gene expression

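Striatal RNA was measured on Affymetrix mouse gene arrays in YAC128 mice, which carry a human HTT gene with an expanded CAG repeat on a yeast artificial chromosome, and in WT mice. The deposited values come from 14 YAC128 arrays (6 from females and 8 from males) and 12 WT arrays (5 from females and 7 from males). There were 4 WT and 4 YAC128 arrays at 6 months, 5 and 5 at 12 months, and 3 and 5 at 18 months, and these numbers limit the precision. The authors had computed a log2 value for each of 34760 probesets by robust multichip average, and 21640 of the probesets carry 1 gene symbol. Each difference of a gene given beside the results is a log2 fold change with its standard error (SE) from limma. Limma was fitted to the arrays of the compared groups for a single age or interval, and to all 26 arrays for the comparison over all ages. An SE given with the mean of a list is that of the list's means per array. The p-values were adjusted over all probesets by the Benjamini-Hochberg method, and at an unadjusted p under 0.05 chance alone gives 1738 probesets. Gene lists of cell types, receptors and pathways were fixed before the data were examined, though after the paper's Table 2, which comes from these arrays, had been read, and were tested with limma's camera, first with a preset correlation of 0.01 between genes and then with a correlation estimated from the arrays. The RNA of Xist, which silences the inactive X chromosome, had a value of at least 12.1 in the 11 arrays labelled female and of at most 7.82 in the 15 labelled male. The mouse Htt probeset, which was not shown to detect the human gene and so does not check the genotype labels, had a value of 9.86 ± 0.064 (SD, n = 14) in YAC128 and 9.82 ± 0.078 (SD, n = 12) in WT striata. Slc17a7, which encodes a glutamate transporter of synaptic vesicles in cortical neurons, ranged from 7.25 in the YAC128 female F1 to 11.9 in the YAC128 male M2, both of 6 months. Because mice of 1 age were arrayed together, age and array batch cannot be told apart.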

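From 6 to 12 months, genes of the immediate early response, which neurons transcribe shortly after they are active, had lower values in the striata of both genotypes. Fos, a subunit of the AP-1 transcription factor, had a log2 fold change of -0.38 (SE 0.093) between 4 WT arrays of 6 months and 5 of 12 months, and of -0.33 (SE 0.10) between 4 and 5 YAC128 arrays. For Npas4, a transcription factor induced by neuronal activity, the log2 fold changes were -0.76 (SE 0.27) and -0.81 (SE 0.26). Of the 19 genes of this list, 2 were lower in WT and 6 in YAC128 striata when adjusted over the list alone. Camera called the list lower in both genotypes (median log2 fold change -0.24 in WT and -0.23 in YAC128), but with an estimated correlation the adjusted p was 0.22 in WT and 0.31 in YAC128. Some genes of the circadian clock had higher values at 12 months. Among them were Ciart, a repressor within the clock, at 0.59 (SE 0.14) in WT and 0.41 (SE 0.11) in YAC128 striata, and Dbp, a transcription factor driven by the clock, at 0.31 (SE 0.091) and 0.33 (SE 0.084). Of 16 measured clock genes, 4 were higher in each genotype when adjusted over the list alone, and the list's adjusted p was 0.97 in WT and 0.29 in YAC128 with an estimated correlation. Over all probesets, limma gave 0 at an adjusted p under 0.05 in either genotype. At an unadjusted p under 0.05 it gave 1532 probesets (550 genes) in WT striata, 1052 higher and 480 lower, and 1559 (707 genes) in YAC128 striata, 728 higher and 831 lower. After quantile normalization of the deposited values 832 were higher and 908 lower in WT, and 913 higher and 677 lower in YAC128; with each array centred on its median the splits were 810 and 590, and 1251 and 459. Leaving out the WT female F1 of 6 months gave 2384 probesets in WT, leaving out the YAC128 female F1 of 6 months gave 3901 in YAC128, and 1 WT probeset passed the adjusted test without the WT male M2 of 12 months or the WT male M2 of 6 months.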

Between 6 and 12 months, 2469 mRNAs (probesets: 1272 distinct genes) are altered in abundance in the WT animals and 1266 mRNAs (800 genes) in the YAC128 animals (nominal *p* <0.05). Of these, 241 mRNAs (156 genes), more than expected by chance, occur in both sets (9.8 % and 19.0 % of probesets respectively, *p* = 0.045). 

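Genes with values higher at 12 months in both genotypes included Irak3, an inhibitor of Toll-like receptor signalling, with log2 fold changes of 0.32 (SE 0.063) in WT and 0.47 (SE 0.099) in YAC128 striata, and Nr1d1, a nuclear receptor of the circadian clock, with 0.29 (SE 0.080) and 0.25 (SE 0.055). Btg2, an immediate early gene, was lower in both, at -0.30 (SE 0.083) and -0.46 (SE 0.11). The 4 and 5 arrays of each genotype are separate animals, so the overlap shares no array. At an unadjusted p under 0.05 in both genotypes there were 176 probesets (75 genes), 11.5% of the WT and 11.3% of the YAC128 probesets, where independent lists of these sizes would share 68.7, and over all probesets the changes in the 2 genotypes had a correlation of 0.097. Of these, 100 were higher and 39 lower at 12 months in both genotypes, and 37 went opposite ways. None of them passed limma's test at an adjusted p under 0.05 in either genotype.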

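Between 12 and 18 months, markers of reactive glia had higher values in both genotypes. Gfap, the intermediate filament of astrocytes, had a log2 fold change of 0.96 (SE 0.20) between 5 WT arrays of 12 months and 3 of 18 months, and of 1.13 (SE 0.17) between 5 and 5 YAC128 arrays. C4b, a complement component, had 0.70 (SE 0.16) and 0.49 (SE 0.12), and Serpina3n, a protease inhibitor of reactive astrocytes, 0.88 (SE 0.17) and 0.58 (SE 0.11). Of 15 genes of ageing glia and complement, 10 were higher in WT and 10 in YAC128 striata when adjusted over the list alone, and the list's adjusted p with an estimated correlation was 0.24 in WT and 0.14 in YAC128. Of 31 genes of mature oligodendrocytes and myelin, 27 were higher in YAC128 and 0 in WT striata when adjusted over the list alone, while 14 WT genes had an unadjusted limma p under 0.05. With an estimated correlation the myelin list had an adjusted p of 0.49 in WT and 0.18 in YAC128. Mag, a myelin-associated glycoprotein, had a log2 fold change of 0.44 (SE 0.090) in YAC128, and Anln, which is abundant in oligodendrocytes, 0.36 (SE 0.092) in WT and 0.48 (SE 0.087) in YAC128. The difference between the genotypes in this change had a median of 0.10 over the myelin list, with an adjusted p of 0.81 with an estimated correlation. Over the same interval in YAC128 striata the list means were 0.36 (SE 0.14) for thalamus, septum and hypothalamus, 0.44 (SE 0.25) for choroid plexus and ependyma and -0.31 (SE 0.14) for medium spiny neurons, and camera with an estimated correlation called none of these 3 lists, the last 2 of which had medians nearer 0 without the YAC128 male M2 of 18 months. By limma, 2550 probesets (1314 genes) in WT and 3463 (2347 genes) in YAC128 striata had an unadjusted p under 0.05, and 0 passed at an adjusted p under 0.05 in either. Both unadjusted sets held 470 probesets (317 genes), of which 381 were higher and 58 lower in both genotypes, against 254 for independent lists (correlation of the changes over all probesets 0.22). In this overlap too, age and a batch shared by the genotypes cannot be told apart. In the fit over all 6 groups, 40 YAC128 probesets (35 higher and 5 lower) and 2 WT probesets passed the adjusted test. Without the WT male M2 of 18 months the WT count at an unadjusted p was 4792, without the WT female F1 of 18 months the shared count was 295, and the adjusted counts were 2 in WT without the WT male M1 of 18 months, 1 without the WT female F2 of 12 months, and 1 in YAC128 without the YAC128 female F1 or male M2 of 18 months.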

Between 12 and 18 months, more mRNAs are altered: 2579 mRNA 1352 genes) in WT mice and 3019 (2211 genes) in YAC128 mice, of which 522 mRNA (398 genes) are common to both cohorts (20.2 % and 17.3 % of probesets respectively, *p* <10^−4^). The overlapping probesets and corresponding genes are given in Additional file 1: Table S1. 

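From 6 to 12 months Rps29 and Rpl37a, which encode ribosomal proteins, had log2 fold changes of 0.40 (SE 0.15) and 0.26 (SE 0.086) between 4 and 5 WT arrays. None of 63 ribosomal protein genes passed limma's test at an adjusted p under 0.05, and 2 had an unadjusted p under 0.05 (median 0.048, camera adjusted p = 0.083). In YAC128 striata some clustered protocadherins, cell adhesion molecules of neurons, had higher values at 12 months. Pcdhb4 had a log2 fold change of 0.34 (SE 0.092), Pcdhb13 of 0.40 (SE 0.12) and Pcdhb11 of 0.31 (SE 0.082) between 4 and 5 YAC128 arrays. Of 34 protocadherin genes, 6 were higher and none was lower when adjusted over the list alone, and the list (median 0.16) had an adjusted p of 0.36 with an estimated correlation. Of the genes that the study lists for translation in WT striata, 7 symbols could be read and 4 were found here, with 2 higher and 2 lower at an unadjusted limma p under 0.05. For cell adhesion in YAC128 striata all 10 readable genes were found, 7 higher and 2 lower at an unadjusted limma p under 0.05, with Rhob, a small GTPase, among the higher and Ccn1, a matricellular protein, among the lower. The study chose both lists on these arrays, so they are not independent evidence.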

A GO term enrichment analysis (Table 1, Additional file 2: Table S2) shows that few pathways show an over-representation of significantly differentially expressed genes: only translation (GO:0006412) in the WT 6–12 month striata and cell adhesion (GO:0007155) in the YAC128 6–12 month striata are close to significance. Translation does not appear as even nominally significant in the YAC128 data, nor cell adhesion in the WT data (Additional file 2: Table S2). 

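In YAC128 striata, Rpl26 and Rps12, which encode ribosomal proteins, had log2 fold changes of 0.24 (SE 0.071) and 0.19 (SE 0.073) from 6 to 12 months (4 and 5 arrays). Camera called the 63 ribosomal protein genes higher (median 0.029, adjusted p = 0.024), with an adjusted p of 0.58 with an estimated correlation, and none passed limma's test at an adjusted p under 0.05 (6 higher and 1 lower at an unadjusted p under 0.05). In WT striata, Pcdhb7, a clustered protocadherin, had a log2 fold change of 0.28 (SE 0.065) and Pcdhb12 of 0.30 (SE 0.087). Of the 34 protocadherins 1 was higher in WT when adjusted over the list alone (list median 0.12, adjusted p = 0.61 with an estimated correlation). The other 102 genes of cell adhesion had a median of 0.018 in WT and of -0.030 in YAC128 striata, with none past the test when adjusted over the list alone. The difference between the genotypes in this change was tested for each list. For protocadherins its median was 0.031 (camera adjusted p = 0.020, and adjusted p = 0.98 with an estimated correlation), and for ribosomal proteins -0.014 (camera adjusted p = 0.83).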

Between 12 – 18 months several processes are significantly over-represented in both WT and YAC128 striata (Table 1), including neuronal processes in both cohorts. 

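From 12 to 18 months Gabra2, a subunit of the GABA-A receptor, had a log2 fold change of -0.49 (SE 0.075) in WT (5 and 3 arrays) and of -0.57 (SE 0.094) in YAC128 striata (5 and 5 arrays). Egr1, an immediate early transcription factor, had -0.50 (SE 0.077) in YAC128 striata. Of 84 genes of the synapse and synaptic plasticity, 14 were lower and 1 higher in YAC128 striata when adjusted over the list alone, and 1, Gabra2, was lower in WT (median -0.072 in YAC128, adjusted p = 0.20 with an estimated correlation, and -0.037 in WT, camera adjusted p = 0.16). The gene that went the other way was Vamp1, a protein of synaptic vesicle release, at 0.69 (SE 0.17). All 32 genes of medium spiny neuron identity had negative values in YAC128 striata (median -0.30), 24 of them at an unadjusted limma p under 0.05 and 1, Arpp21 at -0.20 (SE 0.048), when adjusted over the list alone, and the list's adjusted p was 0.23 with an estimated correlation. Without the YAC128 male M2 of 18 months the YAC128 median was -0.17. In WT striata 31 of the 32 were negative (median -0.13, adjusted p = 0.59 with an estimated correlation), and the median was 0.014 without the WT male M2 of 18 months. Over the same interval in YAC128 striata, the markers of thalamus, septum and hypothalamus had a median of 0.22 (adjusted p = 0.20 with an estimated correlation), those of choroid plexus and ependyma 0.40 (adjusted p = 0.33 with an estimated correlation, and 0.20 as the median without the same YAC128 male) and those of cortical projection neurons 0.012. Of 1015 olfactory receptor genes, 103 were higher and 17 lower in WT and 76 higher and 2 lower in YAC128 striata at an unadjusted limma p under 0.05, with none past an adjusted p and with medians of 0.042 and 0.068 (adjusted p = 0.57 and 0.41 with an estimated correlation). From the genes at a nominal p, the paper states that neuronal processes are over-represented in both genotypes.

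**Figure D1:**
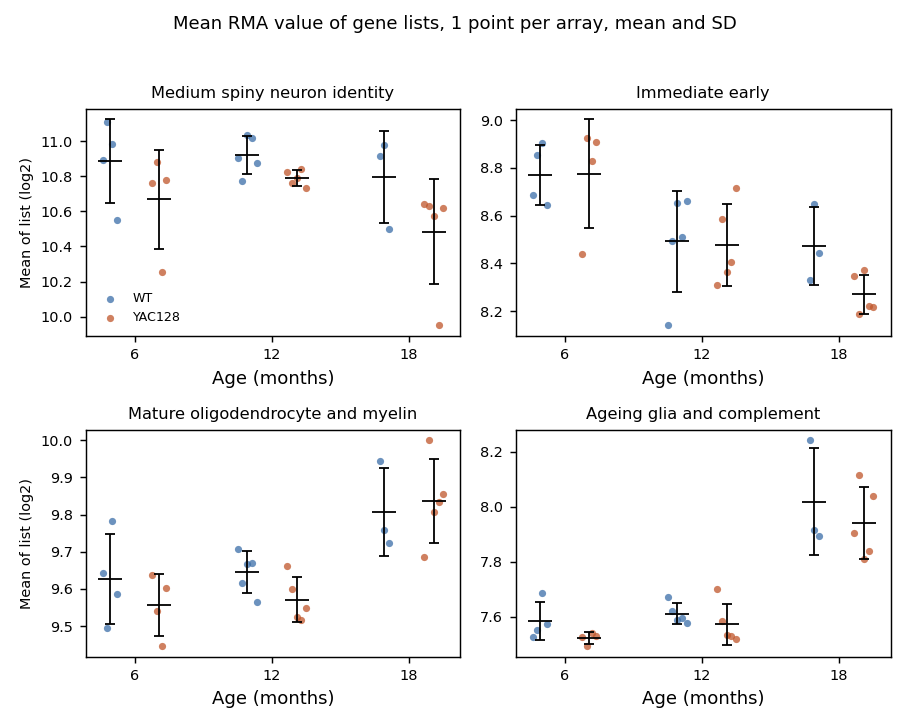
Mean log2 value of 4 gene lists on each array, against age in months, for WT and YAC128 striata, with 1 point per array and bars for the mean and SD of each group. The list of ageing glia and complement has its highest values at 18 months in both genotypes.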

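In YAC128 striata Cdh19, a cadherin, had a log2 fold change of 0.50 (SE 0.11), Itgb8, an integrin subunit, of 0.32 (SE 0.073), and Lama2, a laminin subunit of the basement membrane, of 0.30 (SE 0.071), while Cdh4, another cadherin, had -0.25 (SE 0.066) and Pcdh17, a protocadherin, -0.35 (SE 0.10) between 5 arrays of 12 months and 5 of 18 months. In WT striata the log2 fold changes of Cdh19 and Itgb8 were 0.15 (SE 0.11) and 0.14 (SE 0.057) between 5 and 3 arrays. Of the 102 genes of cell adhesion without protocadherins, 12 were higher and 16 lower in YAC128 striata at an unadjusted limma p under 0.05, and none passed when adjusted over the list alone (median 0.0066, camera adjusted p = 0.92). The protocadherins had a median of 0.032 (camera adjusted p = 0.39). Of 55 genes found here among the readable part of those the study lists under cell adhesion, whose symbol cells end early in the copy at hand, 31 were higher and 12 lower at an unadjusted limma p under 0.05 and 0 passed at an adjusted p under 0.05. The study chose these 55 on the same arrays, so they are not independent evidence of a direction.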

Cell adhesion (GO:0007155) is significantly over-represented in the YAC128 striata over this time period.

**Table 1:** Pathways altered with age in mouse striatum in YAC128 mice

ID	GO term	*p*-value	FDR p	Count	Global
WT 6 - 12 m					
GO:0006412	Translation	2.00E-05	0.043	39	317
HD 6 - 12 m					
GO:0007155	Cell adhesion	3.03E-05	0.059	32	384
WT 12 - 18 m					
GO:0007608	Sensory perception of smell	2.47E-21	2.07E-18	68	1098
GO:0007600	Sensory perception	1.80E-17	1.51E-14	70	1364
GO:0007186	G-protein coupled receptor protein signaling pathway	1.64E-16	1.37E-13	76	1657
GO:0050877	Neurological system process	1.17E-14	9.73E-12	72	1620
GO:0007165	Signal transduction	2.03E-09	1.69E-06	100	3381
GO:0019236	Response to pheromone	5.91E-05	0.049	9	100
HD 12 - 18 m					
GO:0042391	Regulation of membrane potential	1.87E-07	0.001	32	105
GO:0055082	Cellular chemical homeostasis	2.69E-06	0.0081	50	221
GO:0048167	Regulation of synaptic plasticity	1.19E-05	0.0371	14	34
GO:0019226	Transmission of nerve impulse	1.37E-05	0.043	15	39
GO:0007155	Cell adhesion	1.77E-05	0.055	87	483

The probesets and genes that were significant over time are given in Table S1 and the full list of pathways in Table S2. Count is the total number of significantly differentially expressed probesets in the GO category and Global is the number of genes in that GO category.

### Effects of genotype on gene expression

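Over all ages, genes that mark the medium spiny neurons, the principal cells of the striatum, had lower values in YAC128 (14 arrays) than in WT striata (12 arrays). Of 32 such genes 31 had negative values (median -0.19), 4 fell at an adjusted limma p under 0.05 over all probesets and 9 when adjusted over the list alone, and the list's mean lay below the WT mean of its age in 14 of 14 YAC128 arrays, while the list's adjusted p was 0.18 with an estimated correlation. Markers of the indirect pathway neurons were also lower when adjusted over the list alone, in 4 of 5 genes, among them Penk, the precursor of enkephalin, at -0.29 (SE 0.083), and Gpr6, an orphan receptor, at -0.44 (SE 0.13), with an adjusted p of 0.15 for the list with an estimated correlation. Among 8 markers of the direct pathway neurons, Eya1, a transcriptional coactivator, was higher at 0.26 (SE 0.059) and Chrm4, a muscarinic receptor, lower at -0.27 (SE 0.087) when adjusted over the list alone (adjusted p = 0.86 for the list with an estimated correlation). Of 31 interferon response genes, 11 were higher when adjusted over the list alone, among them Ifit1, at 0.34 (SE 0.079), and Rnf213, an E3 ubiquitin ligase, at 0.17 (SE 0.034, adjusted p = 0.034 by limma), and the list's adjusted p was 0.028 with an estimated correlation. Of 20 astrocyte genes 8 were lower when adjusted over the list alone, among them Gja1, the connexin of astrocyte gap junctions, at -0.18 (SE 0.038), and Glul, the glutamine synthetase, at -0.16 (SE 0.033), with the same adjusted p for the list as for the interferon response. Markers of cortical projection neurons had a median of 0.069 (camera adjusted p = 0.22), those of choroid plexus and ependyma of 0.15 (adjusted p = 0.58 with an estimated correlation) and those of thalamus, septum and hypothalamus of -0.066 (camera adjusted p = 0.065). In all, limma gave 2496 probesets (1656 genes) at an unadjusted p under 0.05, 903 higher and 1593 lower in YAC128 striata. After quantile normalization of the deposited values, 1303 were higher and 1486 lower, and with array weights the total was 6174.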

Analysis between genotypes shows that 2557 probesets (1821 genes) are dysregulated between YAC128 and WT animals when using data from all time points (nominal *p* < 0.05), of which 1151 are up-regulated and 1106 are down-regulated in the YAC128 striata. Using an FDR threshold of *p* > 0.05, 87 probesets are dysregulated (Table 2), 53 down- and 34 up-regulated. 

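Phex, an endopeptidase gene on the X chromosome, fell from 7.26 ± 0.15 (SD, n = 5 WT arrays) to 6.61 ± 0.10 (SD, n = 5 YAC128 arrays) at 12 months, with a log2 fold change over all ages of -0.69 (SE 0.078, adjusted p = 6.13e-05 by limma). Actn2, an actin-binding protein of dendritic spines, fell by 0.78 on the log2 scale (SE 0.11, adjusted p = 0.000775), Ryr1, a calcium release channel, by 0.62 (SE 0.085), Scn4b, a sodium channel subunit, by 0.54 (SE 0.11), and Cnr1, the CB1 cannabinoid receptor, by 0.49 (SE 0.090). Bmp2, a growth factor, Il33, a cytokine, Car2, a carbonic anhydrase of oligodendrocytes, and Pmp22, a myelin protein, fell too, by 0.35 (SE 0.047), 0.42 (SE 0.057), 0.31 (SE 0.042) and 0.28 (SE 0.042). Tmc3, of a family of channel-like proteins, rose by 0.54 (SE 0.047, adjusted p = 1.33e-06), Acy3, an aminoacylase, by 0.35 (SE 0.039), Il17rb, a receptor for interleukin 17 family members, by 0.27 (SE 0.038) and Polr2a, the largest subunit of RNA polymerase II, by 0.24 (SE 0.041). In every YAC128 array of 12 months Phex lay below every WT array of that age. In total 82 probesets (73 genes) passed limma's test at an adjusted p under 0.05 over 14 YAC128 and 12 WT arrays, 23 higher and 59 lower in YAC128 striata. Of 66 genes compared from Table 2, which the study chose on these arrays, 44 were among them, 12 higher and 32 lower. The count was 54 without the YAC128 female F2 or F3 of 12 months or the WT female F1 of 18 months, 50 without the YAC128 male M3 or the WT female F2 of 6 months, 47 without the WT male M1 and 140 without the WT male M2 of 18 months, and 138 without the WT male M2 of 6 months. With each array centred on its median it was 50, with 1 probeset per gene 129 and with array weights 628.

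**Figure D2:**
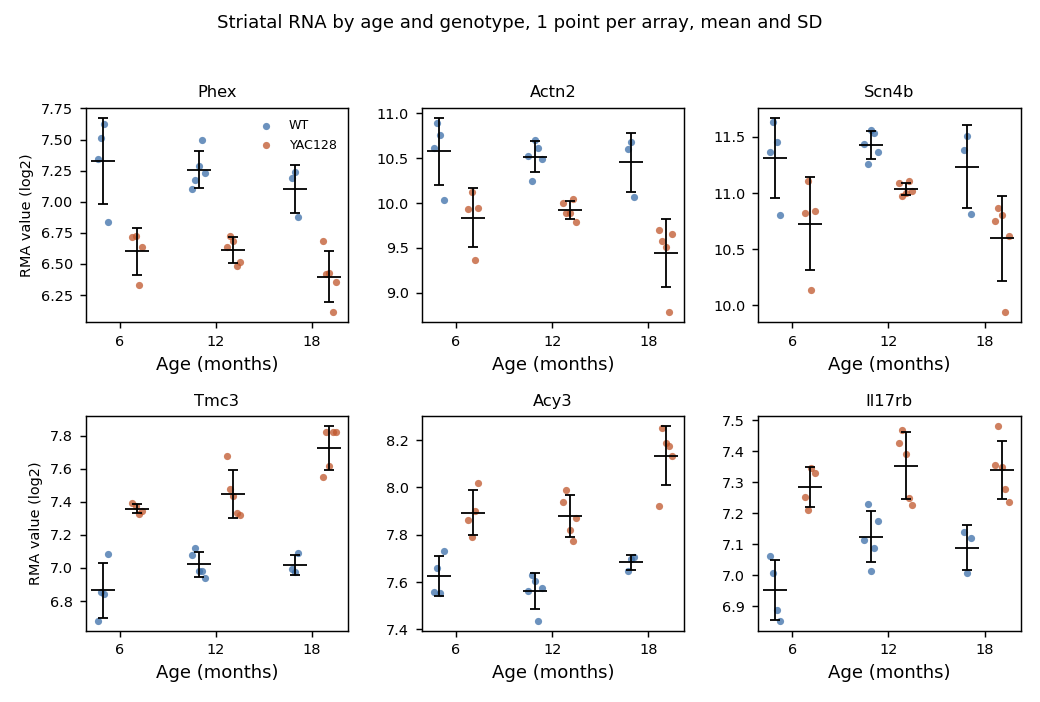
RMA value on the log2 scale of 6 genes on each array, against age in months, for WT and YAC128 striata, with 1 point per array and bars for the mean and SD of each group. Phex, Actn2 and Scn4b have lower and Tmc3, Acy3 and Il17rb higher group means in YAC128 striata at 6, 12 and 18 months.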

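At 12 months, 4 genes fell in YAC128 striata (5 against 5 arrays) at an adjusted limma p under 0.05. They were Car2, a carbonic anhydrase, with a log2 fold change of -0.45 (SE 0.046), Aspa, the aspartoacylase of oligodendrocytes, with -0.44 (SE 0.054), Phex, with -0.65 (SE 0.079), and Gm19410, the Gm501 of Table 2, with -0.62 (SE 0.067). A probeset with no gene symbol made up the total of 5 that passed, all lower. Tmc3 had log2 fold changes of 0.50 (SE 0.088) at 6 months (4 against 4 arrays), 0.43 (SE 0.072) at 12 months and 0.71 (SE 0.087) at 18 months (5 YAC128 against 3 WT arrays), and Oprk1, the kappa opioid receptor, -0.27 (SE 0.13), -0.35 (SE 0.10) and -0.80 (SE 0.14). Limma gave 909 probesets (296 genes) at 6 months, 1825 (980 genes) at 12 months and 1619 (755 genes) at 18 months at an unadjusted p under 0.05, and 0 at 6 and at 18 months at an adjusted p under 0.05. Higher and lower in YAC128 striata were 533 and 376 at 6 months, 567 and 1258 at 12 months, and 646 and 973 at 18 months. After quantile normalization these were 438 and 558, 1045 and 989, and 896 and 887, and with each array centred on its median 338 and 525 at 6 months and 764 and 876 at 12 months. A test of the change in the genotype effect with age over all 26 arrays gave 0 probesets at an adjusted limma p under 0.05 and 937 at an unadjusted p under 0.05. The count at 6 months was 1955 without the WT male M2 and 1568 without the YAC128 female F1, and at 18 months 3653 without the WT male M2 and 1047 without the WT male M1. With array weights the unadjusted counts were 3485 at 6 months and 3479 at 18 months. With only probesets with exactly 1 symbol they were 381, 1201 and 1040 at 6, 12 and 18 months. At 12 months the adjusted count was 9 without the YAC128 female F1 and 0 without the YAC128 F2, F3, M1 or M2 or the WT M1, M2 or M3, and the unadjusted count was 1077 in the fit over all 6 groups. With each array centred on its median the adjusted count at 12 months was 0, with a block for sex and replicate number 0, and with no moderation 1. It was 2 in the fit over all 6 groups, 20 with trend and robust settings in eBayes and 22 with array weights. With only probesets with a mean of at least 6 it was 23, with exactly 1 symbol 28 and with 1 probeset per gene 29. Of 11 settings set beforehand, Car2 passed in 9, Gm19410 in 8, Aspa in 7 and Phex in 5.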

Analysing the time points individually, at 6 months 1287 (856 genes), at 12 months 885 (482 genes) and at 18 months 2484 probesets (1514 genes) are altered in expression (nominal *p* < 0.05; Additional file 3: Table S3). Between 6 and 12 months 148 probesets (118 genes) are altered in abundance at both times (11.5 % and 6.0 % respectively; *p* = 0.02) and between 12 and 18 months there are 223 such probesets (164 genes, 25.2 % and 9.0 % respectively; *p* = 0.039) (Additional file 3: Table S3).

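Ddit4l, an inhibitor of mTOR signalling, had log2 fold changes of -0.51 (SE 0.11) at 6 months and -0.44 (SE 0.087) at 12 months, and Il33 of -0.36 (SE 0.12) at 6 months and -0.48 (SE 0.071) at 12 months. Zfp488, a zinc finger protein of oligodendrocytes, had 0.35 (SE 0.048) at 12 months and 0.42 (SE 0.070) at 18 months, and Galnt13, a glycosyltransferase, -0.39 (SE 0.055) and -0.51 (SE 0.14). At 6 and 12 months (4 against 4 and 5 against 5 arrays), 119 probesets (73 genes) had an unadjusted limma p under 0.05 at both ages, 13.1% and 6.52% of each set, and independent lists would share 47.7. Of the 119, 24 were higher and 62 lower in YAC128 striata at both ages, and 33 went opposite ways. Over all probesets the log2 fold changes at 6 and 12 months had a correlation of -0.022. At 12 and 18 months the shared set held 241 probesets (164 genes), 13.2% and 14.9%, against 85 for independent lists. Among these 54 were higher and 158 lower at both ages, and 29 went opposite ways, with a correlation of 0.099 over all probesets. The ages share no arrays. Without the WT male M2 of 6 months the first overlap was 229, and without the WT male M1 of 18 months the second was 158. With array weights the overlaps were 390 and 469. The first was 203 with a block for sex and replicate number and 181 with sex as a covariate. Over the settings the lowest were 86 with the same sign required and 197 with each array centred on its median.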

**Table 2:** Probesets dysregulated between genotypes

Gene ID	All			6 m			12 m			18 m		
	*p*-value	log2FC	AbsFC	*p*-value	log2FC	AbsFC	*p*-value	log2FC	AbsFC	*p*-value	log2FC	AbsFC
Down in YAC128												
Phex	1.13E-05	−0.645	1.564	1.58E-05	−0.649	1.568	2.09E-01	−0.596	1.512	2.84E-02	−0.691	1.615
Gm501	5.08E-05	−0.494	1.408	7.75E-04	−0.374	1.296	8.17E-02	−0.575	1.490	3.91E-02	−0.532	1.446
Plk5	5.08E-05	−0.448	1.364	6.26E-04	−0.358	1.282	2.27E-01	−0.409	1.328	1.29E-02	−0.577	1.492
Galnt13	1.76E-04	−0.442	1.359	3.52E-04	−0.437	1.353	6.91E-01	−0.374	1.296	8.24E-02	−0.516	1.430
Actn2	1.96E-04	−0.765	1.699	1.60E-04	−0.760	1.694	9.21E-01	−0.591	1.506	3.76E-02	−0.944	1.924
Dgat2l6	1.96E-04	−0.311	1.240	2.30E-04	−0.290	1.223	1.00E + 00	−0.230	1.173	1.42E-02	−0.412	1.331
Sec14l3	2.30E-04	−0.413	1.332	2.84E-03	−0.306	1.236	2.09E-01	−0.444	1.360	4.76E-02	−0.490	1.405
Odf4	2.67E-04	−0.384	1.305	8.07E-04	−0.384	1.305	6.37E-01	−0.391	1.311	2.33E-01	−0.377	1.299
Ptprv	9.42E-04	−0.322	1.250	7.77E-03	−0.255	1.193	7.66E-01	−0.314	1.243	1.08E-01	−0.396	1.316
Ddit4l	1.53E-03	−0.407	1.326	1.71E-04	−0.432	1.349	3.78E-01	−0.430	1.348	2.57E-01	−0.359	1.282
Ryr1	1.80E-03	−0.577	1.492	7.51E-04	−0.507	1.421	8.22E-01	−0.464	1.379	2.73E-02	−0.760	1.694
Npl	2.05E-03	−0.277	1.212	4.42E-02	−0.166	1.122	4.02E-01	−0.319	1.247	1.14E-01	−0.348	1.273
Cdc2l6	2.16E-03	−0.278	1.213	3.58E-04	−0.312	1.241	9.98E-01	−0.262	1.199	2.96E-01	−0.260	1.198
Krt9	2.72E-03	−0.393	1.313	2.47E-02	−0.289	1.221	8.22E-01	−0.423	1.341	2.06E-01	−0.468	1.383
Hvcn1	2.72E-03	−0.229	1.172	1.49E-03	−0.232	1.174	1.00E + 00	−0.151	1.110	9.09E-02	−0.305	1.235
Aoah	4.47E-03	−0.197	1.146	1.33E-02	−0.158	1.116	1.00E + 00	−0.210	1.157	2.26E-01	−0.223	1.167
Bmp2	4.57E-03	−0.286	1.219	4.42E-03	−0.263	1.200	3.78E-01	−0.354	1.278	4.72E-01	−0.240	1.181
Clspn	5.34E-03	−0.355	1.279	7.12E-03	−0.271	1.207	6.68E-01	−0.360	1.284	9.09E-02	−0.435	1.352
Kcnk13	8.57E-03	−0.164	1.120	1.79E-02	−0.135	1.098	7.97E-01	−0.203	1.151	4.72E-01	−0.152	1.111
Glul (2 probes)	9.47E-03	−0.170	1.125	7.37E-03	−0.147	1.107	3.79E-01	−0.222	1.166	4.83E-01	−0.142	1.103
Pkp2	1.02E-02	−0.282	1.216	9.44E-04	−0.313	1.242	3.78E-01	−0.370	1.292	7.26E-01	−0.164	1.120
Oprk1	1.48E-02	−0.456	1.372	1.49E-02	−0.307	1.237	1.00E + 00	−0.333	1.260	1.29E-02	−0.728	1.656
Cnr1	1.48E-02	−0.452	1.368	1.49E-02	−0.369	1.291	1.00E + 00	−0.442	1.359	2.09E-01	−0.545	1.459
Gpr155	1.48E-02	−0.329	1.256	6.12E-04	−0.438	1.355	1.00E + 00	−0.243	1.184	5.06E-01	−0.305	1.235
Zfp180	1.55E-02	−0.216	1.161	9.49E-04	−0.256	1.194	1.00E + 00	−0.165	1.121	3.30E-01	−0.226	1.170
Vrk1	1.93E-02	−0.243	1.184	1.58E-02	−0.223	1.167	1.00E + 00	−0.189	1.140	2.49E-01	−0.317	1.245
Farp2	2.05E-02	−0.154	1.112	4.16E-02	−0.123	1.089	1.00E + 00	−0.133	1.097	2.70E-01	−0.204	1.152
Il33	2.10E-02	−0.398	1.318	3.32E-04	−0.358	1.282	8.17E-02	−0.471	1.386	1.38E-01	−0.365	1.288
Tspan2	2.17E-02	−0.327	1.255	1.07E-02	−0.277	1.212	6.81E-01	−0.356	1.280	2.81E-01	−0.349	1.274
Scn4b	2.20E-02	−0.537	1.451	1.81E-03	−0.628	1.545	1.00E + 00	−0.401	1.320	3.58E-01	−0.582	1.497
Sbsn	2.20E-02	−0.183	1.135	1.56E-02	−0.175	1.129	1.00E + 00	−0.150	1.109	3.30E-01	−0.223	1.168
Ube2cbp	2.20E-02	−0.156	1.114	1.02E-02	−0.159	1.116	1.00E + 00	−0.160	1.117	5.38E-01	−0.150	1.110
Ppp1r9b	2.20E-02	−0.148	1.108	9.75E-03	−0.145	1.106	1.00E + 00	−0.080	1.057	1.34E-01	−0.220	1.165
Fn3k	2.20E-02	−0.143	1.104	2.64E-02	−0.121	1.088	7.91E-01	−0.178	1.131	5.71E-01	−0.129	1.094
Gpx6	2.24E-02	−0.652	1.571	2.59E-01	−0.243	1.183	1.00E + 00	−0.519	1.433	2.73E-02	−1.195	2.289
Erbb2ip	2.24E-02	−0.205	1.153	5.15E-03	−0.209	1.156	9.68E-01	−0.236	1.178	5.71E-01	−0.172	1.126
Lrrk2	3.02E-02	−0.372	1.294	4.21E-03	−0.412	1.331	1.00E + 00	−0.273	1.208	3.39E-01	−0.430	1.347
Ppp1r9a	3.21E-02	−0.265	1.201	1.15E-02	−0.269	1.205	1.00E + 00	−0.187	1.139	2.96E-01	−0.338	1.264
Traip	3.82E-02	−0.256	1.195	7.04E-02	−0.171	1.125	1.00E + 00	−0.146	1.106	6.65E-02	−0.453	1.369
Slc1a2	4.13E-02	−0.141	1.103	3.27E-02	−0.126	1.091	1.00E + 00	−0.164	1.120	6.16E-01	−0.133	1.097
Bank1	4.21E-02	−0.240	1.181	2.04E-03	−0.291	1.223	1.00E + 00	−0.131	1.095	2.73E-01	−0.298	1.229
Rnf8	4.72E-02	−0.116	1.084	7.03E-03	−0.130	1.094	1.00E + 00	−0.070	1.050	3.30E-01	−0.147	1.107
Up in YAC 128												
Tmc3	1.30E-04	0.480	1.395	1.49E-04	0.374	1.296	2.27E-01	0.395	1.315	6.46E-04	0.672	1.593
Polr2a	2.30E-04	0.288	1.221	2.54E-03	0.230	1.173	6.81E-01	0.279	1.214	6.12E-02	0.354	1.278
Il17rb	9.51E-04	0.238	1.179	2.36E-05	0.270	1.206	9.04E-01	0.198	1.147	9.09E-02	0.246	1.186
Fat1	1.27E-03	0.277	1.212	6.20E-04	0.290	1.223	1.00E + 00	0.276	1.211	2.70E-01	0.265	1.201
Ppia (6 probes)	2.16E-03	0.188	1.139	1.65E-03	0.189	1.140	1.00E + 00	0.151	1.110	1.45E-01	0.224	1.168
Lrrn3	2.16E-03	0.280	1.214	7.46E-04	0.310	1.240	9.98E-01	0.290	1.223	4.51E-01	0.240	1.181
Chdh	4.11E-03	0.181	1.134	9.58E-03	0.160	1.117	1.00E + 00	0.177	1.130	2.60E-01	0.207	1.154
Acy3	4.57E-03	0.292	1.224	2.42E-02	0.171	1.126	2.57E-01	0.322	1.250	4.05E-02	0.383	1.304
Stat1	7.72E-03	0.203	1.151	4.04E-02	0.140	1.102	1.00E + 00	0.227	1.170	2.26E-01	0.244	1.184
Smoc1	1.61E-02	0.265	1.202	3.00E-02	0.190	1.141	1.00E + 00	0.257	1.195	1.38E-01	0.348	1.273
Rnf122	2.05E-02	0.186	1.138	9.00E-02	0.112	1.081	1.00E + 00	0.181	1.134	1.45E-01	0.264	1.201
Cited2	2.05E-02	0.246	1.186	1.89E-02	0.225	1.169	1.00E + 00	0.225	1.169	3.64E-01	0.288	1.221
Enpp6	2.05E-02	0.365	1.288	2.66E-02	0.257	1.195	1.00E + 00	0.335	1.261	9.29E-02	0.504	1.418
Spata5	2.29E-02	0.177	1.131	4.76E-03	0.202	1.150	1.00E + 00	0.183	1.135	6.69E-01	0.146	1.107
Htr2a	2.58E-02	0.362	1.285	4.80E-02	0.284	1.218	7.53E-01	0.469	1.384	6.08E-01	0.334	1.260
Arsb (2 probes)	2.61E-02	0.176	1.130	1.13E-02	0.180	1.133	1.00E + 00	0.104	1.075	2.33E-01	0.244	1.185
Grhpr	3.21E-02	0.188	1.139	4.07E-02	0.144	1.105	1.00E + 00	0.152	1.111	1.65E-01	0.270	1.205
Zfp488	3.55E-02	0.236	1.178	5.66E-01	0.040	1.028	2.27E-01	0.331	1.257	7.49E-02	0.338	1.264
Pla2g4a	3.55E-02	0.253	1.191	3.29E-02	0.172	1.127	1.00E + 00	0.251	1.190	1.17E-01	0.335	1.261
Pou6f2	4.02E-02	0.170	1.125	5.31E-02	0.141	1.103	1.00E + 00	0.152	1.111	3.87E-01	0.218	1.163
Eya1	4.21E-02	0.246	1.186	2.01E-02	0.223	1.167	1.00E + 00	0.233	1.175	3.90E-01	0.281	1.215
Ifit1	4.21E-02	0.383	1.304	8.37E-03	0.380	1.301	1.00E + 00	0.388	1.308	4.67E-01	0.382	1.303
Nfe2l3	4.27E-02	0.169	1.125	4.26E-02	0.109	1.079	1.00E + 00	0.067	1.048	1.29E-02	0.332	1.258
Plekhh2	4.72E-02	0.200	1.148	1.95E-05	0.284	1.218	1.00E + 00	0.144	1.105	3.90E-01	0.171	1.126
Mobkl2b	4.82E-02	0.225	1.169	2.45E-02	0.171	1.126	1.00E + 00	0.254	1.192	2.73E-01	0.251	1.190

Probsets annotated to genes with a significant difference (FDR *p* < 0.05) between the two genotypes are given. Each gene corresponds to a single probeset unless indicated otherwise, the probeset of lowest p-value for all ages has been quoted in such cases. FC = fold change, AbsFC = absolute fold change.

The TANOVA analysis (Fig. 1, Table 3) highlights a set of 146 probesets (125 genes) dysregulated between genotypes but also includes the trajectory of change in expression over time. 

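The study's time-course test is not among the tools at hand, and limma's F test of the genotype effect at 3 ages was run instead over all 26 arrays. At an adjusted p under 0.05, 24 probesets (23 genes) passed, 4 higher and 20 lower in YAC128 striata, and 1567 (863 genes) had an unadjusted p under 0.05. Those higher were Tmc3, Acy3, Il17rb and Zfp488. Those lower included Oprk1, a receptor for dynorphin, Glul, Pkp2, a plakophilin of cell junctions, Npl, an enzyme of sialic acid breakdown, Plk5, a kinase of the polo family, and Sec14l3. Pkp2 had a mean of 7.41 ± 0.11 (SD, n = 4) in WT and 7.01 ± 0.053 (SD, n = 4) in YAC128 striata at 6 months, and 7.52 ± 0.13 (SD, n = 3) and 7.32 ± 0.21 (SD, n = 5) at 18 months. The F test gave 48 probesets without the WT male M2 of 6 months and 39 without the WT male M2 of 18 months, and 117 with array weights.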

Seventy-six genes are common to the TANOVA and LIMMA FDR *p* < 0.05 analyses. 

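Of the probesets in the study's plots of TANOVA patterns, 124 identifiers could be read and 122 were in the deposited values. Here 54 of the 122 passed limma's test over all ages at an adjusted p under 0.05 and 21 passed the F test. Among those past both were Phex, Actn2, Ryr1, Bmp2 and Ddit4l, while Scn4b and Gpr155 passed over all ages, the latter at -0.33 (SE 0.072), with an F test adjusted p of 0.34 for each. All 24 probesets past the F test were among the 82 past the test over all ages, on the same 26 arrays. The study chose the 122 on these arrays, so they are not independent evidence.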

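Actn2, in medium spiny neurons an anchor of receptors at the postsynaptic membrane, had group means in YAC128 striata of 9.84 ± 0.33 (SD, n = 4) at 6 months, 9.92 ± 0.10 (SD, n = 5) at 12 months and 9.45 ± 0.38 (SD, n = 5) at 18 months, and in WT striata of 10.6 ± 0.38 (SD, n = 4), 10.5 ± 0.17 (SD, n = 5) and 10.5 ± 0.33 (SD, n = 3). Ryr1 had means of 8.43 ± 0.25, 8.35 ± 0.083 and 7.88 ± 0.25 in YAC128 and of 8.97 ± 0.33, 8.83 ± 0.11 and 8.73 ± 0.28 in WT striata at the same ages and numbers. Each of the 24 probesets past the F test was assigned the profile over age, falling, rising or neither, with which its group means correlated best. In YAC128 striata 10 probesets had a falling profile, among them Actn2, Ryr1, Phex, Bmp2, Ddit4l, Npl and Plk5, and all 10 were lower in YAC128 than in WT striata. By the WT profile 8 were falling, of which 7 were lower. Of the 26 probesets with a readable identifier that the study's plots show falling in YAC128 mice, part of a set chosen by the study on these arrays, 23 had lower and 3 higher values here.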

The TANOVA results show that if the trajectory of gene expression with increased age is towards decreasing mRNA abundance, then these genes are much more likely to be decreased in expression in the striata of YAC128 mice compared with wild-type: 39 such differentially expressed genes decreased in expression in YAC128 mice compared with 4 increased in expression. 

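Of the 24 probesets past the F test, 8 had a rising profile over age in YAC128 striata, 4 higher and 4 lower than in WT. The higher ones were Tmc3, Acy3, Il17rb and Zfp488, and the lower ones Il33, Pmp22, Pkp2 and Cdk19, a kinase of the Mediator complex. In YAC128 striata Tmc3 had means of 7.36 ± 0.029 (SD, n = 4), 7.45 ± 0.14 (SD, n = 5) and 7.73 ± 0.13 (SD, n = 5) at 6, 12 and 18 months, and Il33 of 9.41 ± 0.13, 9.43 ± 0.095 and 9.82 ± 0.11 on the same arrays. The falling and the rising probesets differed by 50 percentage points in the share that were lower (Fisher's exact test over probesets, 2-sided p = 0.0229), and probesets of 1 set of arrays are not independent replicates. The profile and the comparison with WT share the YAC128 group means, so a genotype effect that grows with age gives a falling profile and a lower value together. By the WT profile, which does not use the YAC128 means but shares the WT means with that comparison, 10 were rising, 8 of them lower. The difference was 7.5 points (Fisher's exact test, p = 1). Of the 24 probesets 20 were lower, so the test by the WT profile had little room to show a difference and does not decide the question. The test by the YAC128 profile no longer passed without the YAC128 F2 (44.4 points) or M2 (57.1 points) of 18 months, the WT M1 of 18 months (50 points) or the YAC128 F1 (40 points) or M1 (44.4 points) of 6 months. Of the 73 probesets with a readable identifier that the study's plots show rising in YAC128 mice, which the study chose on these arrays, 51 were higher and 22 lower here. By the study's WT pattern, 22 of its 34 falling probesets were lower and 12 higher here. Of its 59 rising in WT mice, 24 were lower and 35 higher. From the counts of its patterns over age, the paper concludes that genes whose mRNA decreases with age are more likely to be decreased in YAC128 striata.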

The opposite is true for genes increased in expression with age in the YAC128 mouse striatum: these are more likely to be increased in expression in the YAC128 striata: 48 increased compared with 22 decreased mRNAs. The full TANOVA plots of gene expression over time are given in Additional file 4: Figure S1.

**Fig. 1:**
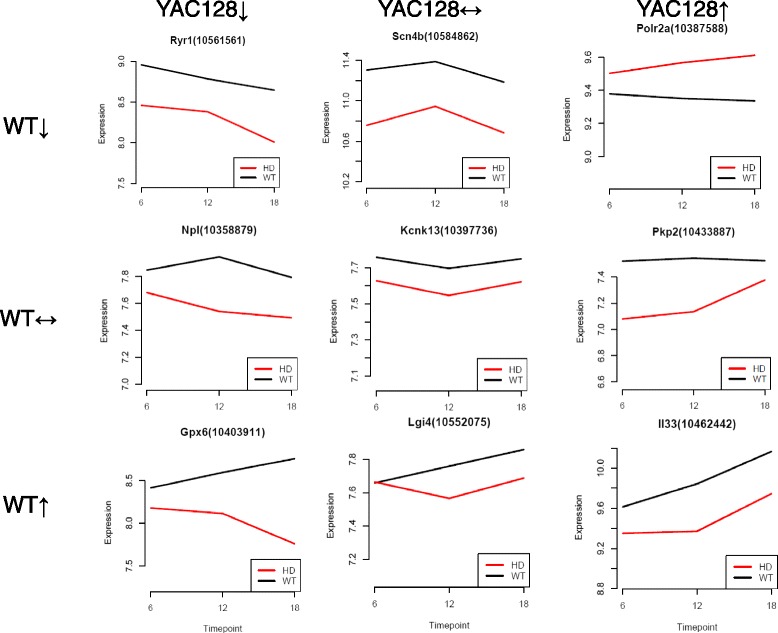
Patterns of expression identified using TANOVA. Each different pattern is illustrated by one gene showing a significant change in expression over time and between genotypes. The gene ID and the Affymetrix probeset ID are given. Expression is given as Log-2 fold change and the time points are in months. WT = wild-type and HD = YAC128

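Among the genes drawn in Fig. 1, Npl, an enzyme of sialic acid breakdown, had log2 fold changes of -0.16 (SE 0.074) at 6 months, -0.35 (SE 0.067) at 12 months and -0.37 (SE 0.11) at 18 months (4, 5 and 5 YAC128 against 4, 5 and 3 WT arrays), and it fell over all ages at -0.29 (SE 0.047, adjusted p = 0.00354 by limma). Kcnk13, a potassium channel, fell by 0.18 over all ages (SE 0.031), with means at 12 months of 7.71 ± 0.081 (SD, n = 5) in WT and 7.50 ± 0.024 (SD, n = 5) in YAC128 striata. Gpx6, a glutathione peroxidase, fell by 0.71 over all ages (SE 0.15), with -0.25 (SE 0.24) at 6 months and -1.33 (SE 0.35) at 18 months. Lgi4, a secreted protein that acts in myelination, did not pass the test, with -0.10 (SE 0.038, adjusted p = 0.473 by limma). Il33 had group means in WT striata of 9.77 ± 0.23 (SD, n = 4), 9.91 ± 0.13 (SD, n = 5) and 10.2 ± 0.18 (SD, n = 3) at 6, 12 and 18 months. Of the 9 genes of Fig. 1, 8 passed limma's test over all ages at an adjusted p under 0.05. For all 9, the test of a change in the genotype effect with age had an adjusted p of 1, and the YAC128 male M2 of 18 months had the lowest Ryr1 value, 7.44.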

**Table 3:** Differentially expressed genes between WT and YAC128 striata identified using TANOVA

		WT			
		Up	NC	Down	Total
	Up	45 (13↓,31↑)	12(3↓,8↑)	16(6↓,9↑)	73(22↓,48↑)
YAC128	NC	10(7↓,2↑)	8(5↓,3↑)	7(4↓,3↑)	25(16↓,8↑)
	Down	17(10↓,2↑)	9(8↓,1↑)	22(21↓,1↑)	48(39↓,4↑)
	Total	72	29	45	146

Numbers of genes significant for each TANOVA pattern of change over time, given as number (number of genes down-regulated in YAC128↓,number of genes up-regulated in YAC128↑): some genes showed a mixed pattern of change and have not been included. NC = no change. For instance in the top left hand corner, 45 genes were seen to increase in expression with age in YAC128 and wild-type striata, and of those 13 were reduced in expression in WT compared with YAC128 expression and 31 were increased in expression compared with YAC128 expression.

An over-representation analysis using EASE and DAVID [31, 32] of the differentially expressed genes by TANOVA does not reveal any over-represented categories, probably due to the small numbers of genes within each pattern of change. However, an over-representation analysis of the full sets of genes identified by LIMMA analysis (Table 4) shows that the largest number of pathways are identified by the down-regulated genes and that these are mostly related to G-protein and other intracellular signalling pathways. 

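Over all ages (14 YAC128 arrays against 12 of WT mice) Oprk1, the kappa opioid receptor, fell by 0.47 on the log2 scale (SE 0.075, adjusted p = 0.00352 by limma), Hrh3, the histamine H3 receptor, fell by 0.25 (SE 0.050), and Tacr3, the neurokinin B receptor, had a log2 fold change of -0.40 (SE 0.10) without passing over all probesets. Htr2a, the serotonin 2A receptor, had a higher value, 10.2 ± 0.19 (SD, n = 14) in YAC128 and 9.75 ± 0.27 (SD, n = 12) in WT striata (permutation test within age, 2-sided p = 0.000331, adjusted p = 0.0546 by limma). Of 63 receptors for neurotransmitters and peptides, 3 fell and 0 rose over all probesets at an adjusted limma p under 0.05, and 13 were lower and 2 higher when adjusted over the list alone. The list had a median of -0.041 and an adjusted p of 0.028 with an estimated correlation. It leaves out the olfactory receptors, while Table 4 also lists perception of smell among the terms of lower genes. The mean of the 1015 olfactory receptor genes differed by -0.031 (SE 0.030) over all ages. The symbol cells of the study's lists end early in the copy at hand, so the counts below cover only part of each longer list. Among the readable genes under the G-protein coupled receptor pathway, 44 were found here, 18 of them lower and 2 higher at an unadjusted limma p under 0.05 and 1 past an adjusted p. Under signal transduction 45 of the readable genes were found, 26 lower and 4 higher at an unadjusted p and 3 past an adjusted p. Under presentation of exogenous antigen 8 were found, 5 of them higher and none lower at an unadjusted p, with 0 past an adjusted p. These genes were chosen by the study on the same arrays and are not independent evidence. From its over-representation analysis, the paper states that the down-regulated genes give the largest number of pathways and that most of them concern G-protein and other intracellular signalling.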

An examination of the genes that contribute to these significant processes shows that there are substantial overlaps of genes amongst these significant categories and that the most specific pathway highlighted (the smallest) is GO:0019226, transmission of nerve impulse. 

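Over all ages (14 YAC128 against 12 WT arrays) Dlg4, the scaffold PSD-95 of the postsynaptic density, fell by 0.14 on the log2 scale (SE 0.030, adjusted p = 0.0423 by limma), and Ppp1r9a, the actin-binding protein neurabin, by 0.29 (SE 0.062, adjusted p = 0.0493). Shank3, another scaffold, had -0.21 (SE 0.046, adjusted p = 0.0526), and Homer1, which links glutamate receptors to calcium stores, -0.21 (SE 0.049, adjusted p = 0.0878). Of the 84 genes of the synapse and synaptic plasticity 2 fell and none rose over all probesets, and 7 were lower when adjusted over the list alone (median -0.030, adjusted p = 0.18 with an estimated correlation). Of 43 genes found here among the readable ones that the study lists under transmission of nerve impulse, 28 were lower and 5 higher at an unadjusted limma p under 0.05, and 3 passed at an adjusted p, the lower Dlg4 and Pmp22 and the higher Pcdhb16. That list includes myelin genes, such as Cldn11, a tight junction protein of myelin, at -0.21 (SE 0.047), and it was chosen by the study on these arrays.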

Categories relating to nervous transmission and synaptic events appear as nominally significant even if they are not signficant once the FDR correction has been applied (Additional file 5: Table S4). In order to highlight the most significant functional relationships in the data we conducted a DAVID analysis [31, 32] visualised in cytoscape in Fig. 2. 

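Over all ages (14 YAC128 against 12 WT arrays), 2 of 125 ion channel genes fell at an adjusted limma p under 0.05, the sodium channel subunit Scn4b and Kcnk13, a potassium leak channel that is not voltage-gated, and 5 were lower and 1 higher when adjusted over the list alone. Among the lower was Kcnh4, a potassium channel, at -0.29 (SE 0.072), and the higher one was Kcng1, a modifier of potassium channels, at 0.25 (SE 0.055). With a median of -0.029, the list had an adjusted p of 0.18 with an estimated correlation. Of the clustered protocadherins, Pcdhb16 at 0.18 (SE 0.034, adjusted p = 0.0159 by limma) and Pcdhb3 at 0.27 (SE 0.057, adjusted p = 0.0469) were higher and past the test. Of the 34 protocadherins, 9 were higher and 1 lower when adjusted over the list alone (median 0.095, adjusted p = 0.18 with an estimated correlation). Cntn5, a contactin of neuronal contacts, fell by 0.31 (SE 0.065), and the 102 genes of cell adhesion without protocadherins held 3 higher and 3 lower when adjusted over the list alone (median 0.0082, mean -0.0054, camera adjusted p = 0.92).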

The most interconnected ontological term is membrane and all the other processes are related to membrane events: these include cell adhesion, neuronal projections, synaptic functions and transmission of nerve impulse.

**Table 4:** GO terms showing over-representation amongst genes differentially expressed in YAC128 compared with WT striata

ID	Term	FDR p	Count	Global
Genes down in YAC128				
GO:0007186	G-protein coupled receptor protein signaling pathway	2.65E-12	155	1616
GO:0007165	Signal transduction	9.18E-12	256	3253
GO:0003008	System process	1.05E-09	147	1624
GO:0007600	Sensory perception	1.45E-07	125	1364
GO:0007608	Sensory perception of smell	1.26E-06	104	1098
GO:0050801	Ion homeostasis	1.47E-04	34	239
GO:0050789	Regulation of biological process	2.26E-04	379	6038
GO:0055082	Cellular chemical homeostasis	2.35E-04	32	221
GO:0042391	Regulation of membrane potential	7.05E-04	20	105
GO:0007154	Cell communication	2.58E-02	24	218
GO:0019226	Transmission of nerve impulse	3.42E-02	10	39
Genes up in YAC128				
GO:0019884	Antigen processing and presentation of exogenous antigen	1.74E-02	8	26

The full list of differentially expressed genes between genotypes is given in Table S3 and the full pathway analysis in Table S4. Count is total number of significantly differentially expressed probesets in that GO category and Global is the total membership of that GO category.

**Fig. 2:**
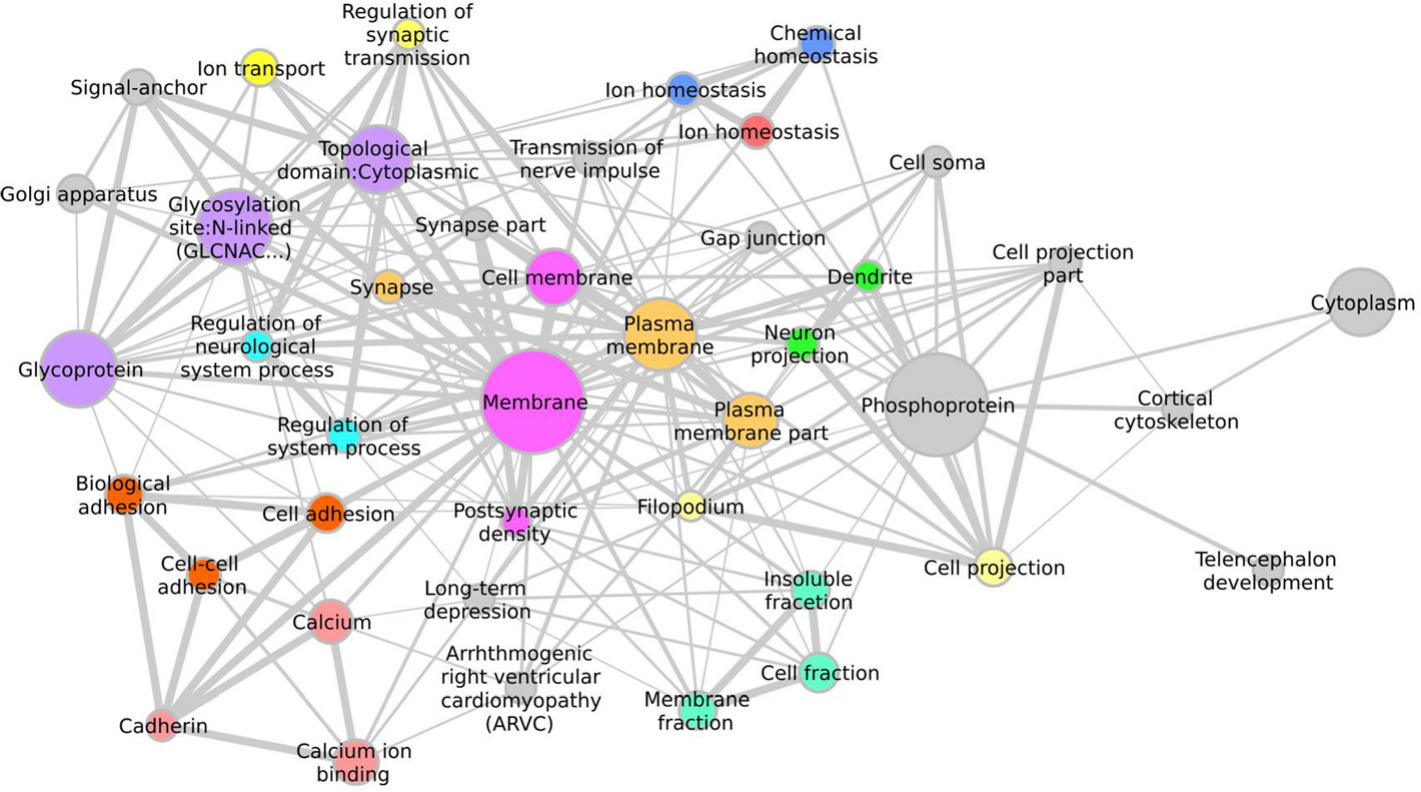
Pathways implicated by the gene expression differences in YAC128 mouse striata. List of differentially expressed genes were generated by t-test using a nominal *p* < 0.01; DAVID was used for the pathway analysis with a pathway filter *q* < 0.05. The pathway node size is proportional to gene membership and the edges joining nodes are weighted by gene overlap between nodes. Terms have been clustered into groups that contain 90 % genetic similarity on average. The most significant term of the cluster has been displayed. These terms have been further clustered at a level of 50 % average genetic similarity and colour-coded by cluster

### Comparison with human HD and other mouse models

A straightforward examination of the overlap between the YAC128 and HdhQ150 FDR controlled lists of differentially expressed genes shows that more genes are common to the two lists than might be expected (*p* <10^−4^; Fig. 3a). However this only examines a very small part of each genelist and the relationship of alterations in gene expression extends over a much more substantial proportion of the genes surveyed: in addition the simple analysis above does not take direction of change in gene expression into account. It is also hard to compare across species and gene expression platforms. To gain a more detailed understanding of the relationship between the striatal gene expression changes between the YAC128, human brain and other mouse model striata we examined the overlap by direction in ranked bins of the gene expression differences. The overlap between the top 1000 probesets altered in abundance between the YAC128 striata and human caudate is substantial (179/1000 probesets, *p* = 0.018, 80/674 orthologous genes (that are coding genes in both species)) [18]. There is also a significant overlap with human cerebellum (117/1000 probesets, *p* = 0.008, 47/674 orthologous genes), human BA4 cortex (124/1000 probesets, p =0.016, 55/674 orthologous genes) and BA9 cortex (71/1000 probesets, *p* = =0.025, 32/674 genes). The YAC128 striatal genes altered in abundance overlapped significantly with those seen in the HdhQ150 striata (272/1000 probesets, *p* <10^−4^, 132/779 genes) and also R6/1 (113/1000 probesets, *p* = 0.001, 103/779 genes) and R6/2 whole brain (65/1000 probesets, *p* = 0.012, 62/779 genes) [19, 33]. The direction of these changes is also largely concordant (Fig. 3b). Conducting the comparison at the individual time-points reveals that the substantial overlap between the expression profile of these tissues is already significant at 6 months and becomes increasingly significant over time (Additional file 6: Figure S2). A direct comparison of the YAC128 and HdhQ150 gene expression profiles at the time points for which gene expression data are available shows that concordance and overlap increase over time although they are already substantial by 6 months (Fig. 3c). To ensure that the overlaps observed were not just a result of non-specific striatal pathology, we compared the YAC128 gene expression data in this study to that from a study of MPTP effects on gene expression which also generated gene expression profiles in mouse striatal tissue [34]. We detected no significant overlap of genes differentially expressed between the two studies (19/1000 genes, NS).

**Fig. 3:**
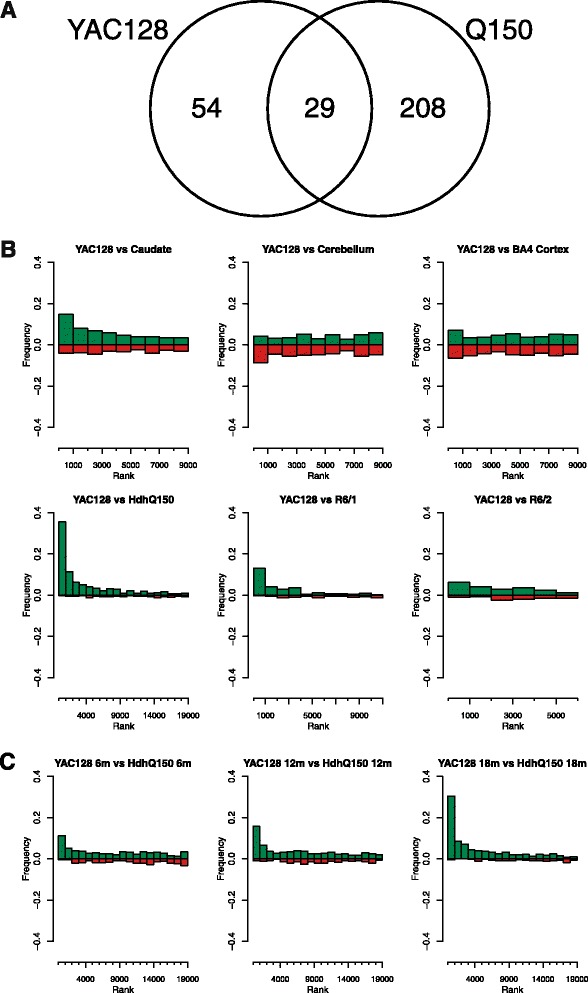
Correlation of direction of expression changes in YAC128 striata, other mouse models of HD and human HD caudate. **a** shows the overlap of genes within the FDR adjusteddifferentially expressed genes from the YAC128 compared with the HdhQ150 mouse striata. In B and C frequency  represents the fraction of the top 200 HdhQ150 expression changes that map to a particular bin of ranked data (1000 genes per bin) in the other dataset, which is then split to concordant or discordant direction of expression change. A higher frequency of concordant (green) rather than discordant (red) in the first bins indicates a similarity between the YAC128 caudate and other model or human HD gene expression signature. **b** shows the comparison of YAC128 striatal gene expression with human HD brain regions [18] and the comparison with other mouse models and **c** shows the comparison at the same time points with the HdhQ150 striatal gene expression.

Despite the substantial overlap in gene expression profiles, there are genes whose variation in expression differs between the two models. Differences between genotype and model were assessed using ANOVA. This was done by fitting a regression model containing the main effects of genotype and model, together with their interaction term. A significant (*p* < 0.05) interaction term was taken as evidence of a difference in gene expression between models. There were 869 probesets with a significant interaction term (*p* < 0.05) (Table 5, Additional file 7: Table S5). Examination of enrichment does not reveal any significant functional pathways identified by these genes, but the most significant individual gene is *Htt* itself.

**Table 5:** Genes that show significantly different patterns of differential expression between YAC128 and HdhQ150 striata

Symbol	Difference *p*	Q150 FC	YAC FC	Abs FC diff	Description
Actn2	1.07E-03	−0.19	−0.79	0.60	Actinin alpha 2
Htr2a	2.12E-04	−0.15	0.37	0.52	5-hydroxytryptamine (serotonin) receptor 2A
Ifit1	5.88E-03	−0.03	0.41	0.44	Interferon-induced protein with tetratricopeptide repeats 1
Galnt13	5.89E-05	−0.03	−0.45	0.42	UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase 13
Htt	3.19E-10	−0.32	0.09	0.41	Huntingtin
Lgals3bp	9.45E-03	−0.04	0.36	0.40	Lectin, galactoside-binding, soluble, 3 binding protein
Iqub	3.74E-03	−0.33	0.04	0.37	IQ motif and ubiquitin domain containing
Ifi27l1	3.33E-04	−0.06	0.31	0.37	Interferon, alpha-inducible protein 27 like 1
Usp18	1.32E-03	−0.08	0.28	0.36	Ubiquitin specific peptidase 18
Dpp10	2.03E-03	−0.07	0.26	0.34	Dipeptidylpeptidase 10
Pkp2	9.91E-05	0.04	−0.29	0.33	Plakophilin 2
Olfr174	4.74E-03	0.15	−0.18	0.33	Olfactory receptor 174
Trim30	5.90E-04	−0.11	0.21	0.32	Tripartite motif-containing 30
Trpc6	6.67E-03	−0.27	0.02	0.29	Transient receptor potential cation channel, subfamily C, member 6
Zfp185	8.12E-03	−0.09	0.19	0.28	Zinc finger protein 185
Grk4	4.41E-03	−0.06	0.21	0.27	G protein-coupled receptor kinase 4
Acot9	4.17E-04	−0.10	0.17	0.26	Acyl-CoA thioesterase 9
Lgals2	6.58E-03	0.29	0.05	0.25	Lectin, galactose-binding, soluble 2
Rreb1	2.71E-03	−0.11	0.14	0.24	Ras responsive element binding protein 1
Dpysl5	1.39E-03	0.20	−0.04	0.24	Dihydropyrimidinase-like 5
Ceacam2	9.51E-03	−0.16	0.08	0.24	Carcinoembryonic antigen-related cell adhesion molecule 2
Wdr78	5.63E-03	−0.27	−0.03	0.24	WD repeat domain 78
Dnajc5g	5.58E-03	−0.11	0.13	0.23	DnaJ (Hsp40) homolog, subfamily C, member 5 gamma
Ccdc108	8.86E-03	−0.06	0.17	0.23	Coiled-coil domain containing 108
Plac8l1	3.01E-03	0.13	−0.10	0.23	PLAC8-like 1
Rell2	9.35E-03	0.19	−0.04	0.22	RELT-like 2
Tnfsf8	1.67E-03	0.10	−0.12	0.22	Tumor necrosis factor (ligand) superfamily, member 8
Pabpc1l2b	7.47E-03	0.20	−0.01	0.22	Poly(A) binding protein, cytoplasmic 1-like 2B
Slc13a5	7.14E-03	−0.15	0.07	0.21	Solute carrier family 13 (sodium-dependent citrate transporter), member 5
Irf9	1.68E-03	−0.05	0.16	0.21	Interferon regulatory factor 9
Ranbp2	5.60E-03	−0.17	0.04	0.21	RAN binding protein 2
Fut4	7.54E-03	−0.16	0.05	0.21	Fucosyltransferase 4
Tpbg	4.70E-03	0.09	−0.11	0.21	Trophoblast glycoprotein
Rnf213	4.48E-03	−0.01	0.20	0.20	Ring finger protein 213
Speer2	4.22E-03	0.14	−0.06	0.20	Spermatogenesis associated glutamate (E)-rich protein 2
V1rb3	5.18E-03	0.08	−0.12	0.20	Vomeronasal 1 receptor, B3
Setd1b	5.82E-03	0.13	−0.07	0.20	SET domain containing 1B
Dtl	1.26E-03	−0.10	0.09	0.20	Denticleless homolog (Drosophila)

Genes with a significant interaction between YAC128 and HdhQ150 differential gene expression where the absolute fold change difference is > 0.20. FC = fold change, Abs FC = absolute fold change.

### Comparison of inclusion prevalence between mouse models

To assess whether the gene expression changes correlated with HTT-specific inclusions in the YAC128 and HdhQ150 mouse models we examined mutant HTT and ubiquitin distribution in mouse brain using immunohistochemistry (Fig. 4). All regions of the HdhQ150 mouse brain showed widespread S830 mutant HTT positive inclusions (Fig. 4a). In contrast the YAC128 mouse brain at 18 months showed few frank inclusions (Fig. 4c), though there is nuclear filling in all regions and a few small inclusions in the hippocampus. The HTT in the Q150 mice is entirely mouse and all mutant, whereas YAC128s have human mutant HTT and endogenous mouse HTT. In order to ascertain that the S830 was detecting similar inclusions we also assessed inclusion load using anti-ubiquitin (Fig. 4b and d). The anti-ubiquitin antibody also detects the inclusions in the Q150 mouse brain, though they are less frequent than the S830 positive inclusions, showing that the inclusions shown by the HdhQ150 brain are not a direct result of the relevant mutant HTT epitope only being available to the S830 antibody in the HdhQ150 but not the YAC128 brains.

**Fig. 4:**
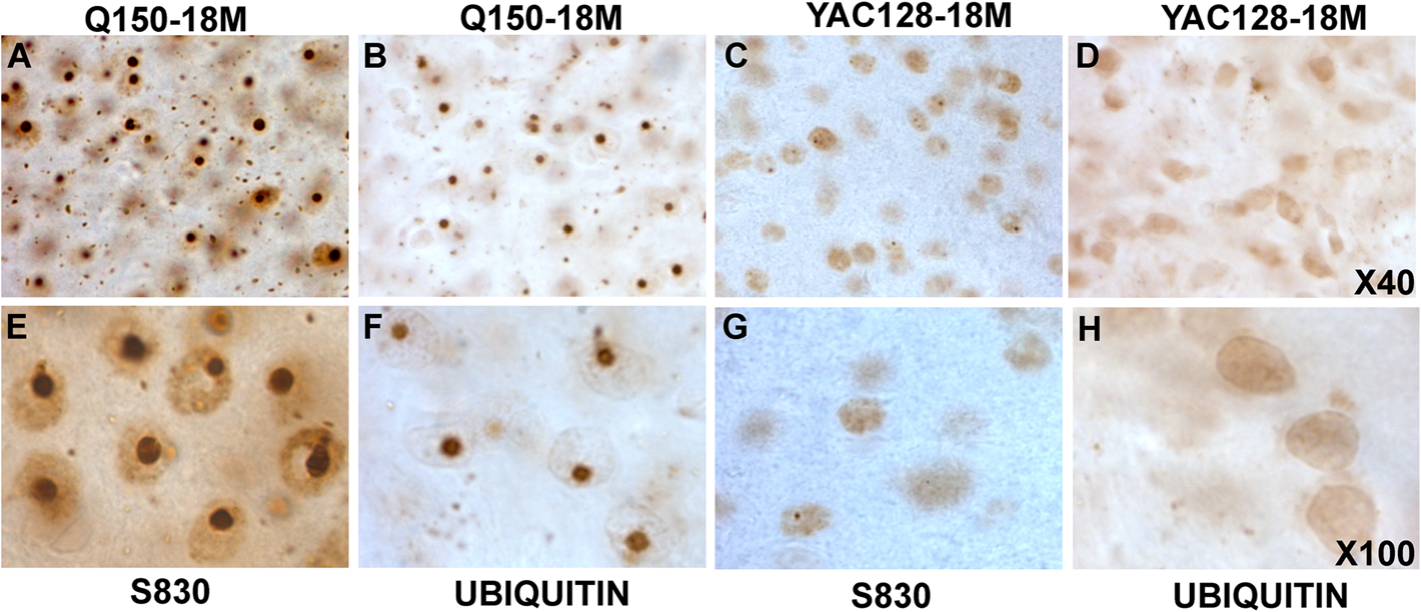
Comparative mutant HTT pathology in the HdhQ150 (panels **a**, **b**, **e**, **f**) and YAC128 (panels **c**, **d**, **g**, **h**)  mouse brain. Comparative immunohistochemistry in brains from 18 month old YAC128 or HdhQ150 mice using either the mutant HTT specific antibody S830 or the anti-ubiquitin at 100x magnification

## Discussion

The data demonstrate that the gene expression changes in the YAC128 mouse striata are similar to those in the HdhQ150 striata at all ages [35]. These results are directly comparable as samples from mice of the same age were arrayed on the same chip. The similarity increases with age which is most likely to indicate a convergent gene expression phenotype in the striata of these models as the effects of the mutation become more marked and overcome differences between the models. It also demonstrates that the trajectory of molecular changes in the striata of these two differently constructed model lines parallel each other very well, despite differences apparent in the onset of their phenotypic changes [27, 28, 36].

The similarities in RNA changes are also paralleled in the human HD brain, especially in the caudate [18]. It is unsurprising that the human caudate gene expression profile should more closely parallel that of the mouse striatum than those of the human cortex or cerebellum, as the mouse caudate is contained within the striatal tissue analysed. These data therefore indicate that the gene expression profiles of these two mouse models of HD are convergent over time, and this is reinforced by comparisons with other models and with human caudate.

One major difference between these two models of HD is in the development of HTT-positive inclusions [30, 37]. The YAC128 model develops frank nuclear inclusions in the brain relatively late, from 15 months of age onwards, whereas the HdhQ150 model has such inclusions present from 5 months of age. The reason for this difference is not understood, though it is possible that the human and mouse proteins show differences in reactivity to the S830 antibody: however, the ubiquitin immunohistochemistry also shows that intranuclear inclusions are present in the HdhQ150 but not the YAC128 mouse brain at 5 months. Fewer ubiquitin-positive inclusions are observed than S830 positive inclusions which is consistent with previous data indicating that ubiquitin positive staining is a later event than mutant-HTT positive staining of inclusions in mouse brain [38]. However, the trajectory of nuclear filling with mHTT immunoreactivity followed by inclusion formation is common to both models and thus it seems most likely that this is a true difference in mHTT aggregation in these models. The concentrations of mHTT present in the YAC128 brain are probably similar to that in the HdhQ150 model as we noted reduced expression of mHTT in the HdhQ150 model such that it probably only expresses around half the WT endogenous level in brain [13, 39]. However, the presence of normal mouse HTT might inhibit inclusion formation. If endogenous mouse HTT is recruited into the inclusions then the presence of heterozygous protein differences is known to slow aggregation of the cognate proteins in other neurodegenerative diseases where protein inclusions are present in the disease, for instance in prion-related disease [40, 41]. While we have noted there are strong similarities in the striatal gene expression changes between these models, there are also differences, although the differences do not highlight any specific functional pathways: nevertheless these differences might contribute to the difference in inclusions observed. Discordant inclusion formation and pathogenic effects have been noted previously in a number of different systems [42, 43] though the connection with similar gene expression profiles in the face of differential inclusion formation has not been made previously.

The significant differences between the gene expression profiles of the striata from the YAC128 and HdhQ150 lines do not highlight any obvious functional differences between the two models that could account for the observed differences in inclusion prevalence. *Grk4* is close to the *Htt* locus in mice but it is not contained within the YAC construct used to generate these mice [13]: thus this cannot explain the increased expression of this gene. Other than this the significantly altered genes are not in the same chromosomal locations, so no chromosomally specific effect can be inferred that is due to the direct action of the transgene. The gene most significantly altered in expression is *Htt* itself and this is expected in light of the substantial down-regulation of mHTT in the HdhQ150 homozygous knock in striata [39].

Most of the genes that are differentially expressed between the models show increased expression in YAC128 striata and it is possible that this is due to the increased expression of HTT itself over the endogenous HTT expression. Mutant HTT can rescue the lethal effects of knocking out WT HTT [4, 44] so the mutant protein may well be exerting functional effects in relation to its normal as well as its pathological function. The expression of the YAC transgene in the YAC128 animals is close to the level of expression of the endogenous mouse gene [45]. The differential changes could potentially be related to the normal function of HTT through the effects of increased overall huntingtin expression and thus enhancement of the normal function. The gain in weight of the YAC128 animals over time compared with most HD mouse models has been suggested to be the result of the third copy of *HTT* and higher huntingtin expression [46]. There is, however, no overlap with the genes found to be altered in *Htt* null cell lines [47], although this could be the result of the very different biological systems studied and the different chips used.

*Htr2a* is expressed more highly in the YAC128 than the HdhQ150 striata. HTR2A in humans is the major serotonin receptor in the brain and is a target of the SSRI citalopram, which downregulates its expression [48–50]. The potentially depressive-like symptoms noted in the YAC128 animals [26] might therefore relate to alterations in the expression of this receptor. The deficits in the forced swim test in the YAC128 mice are thought to be a surrogate test for a syndrome related to depression in mice and this alteration in gene expression might underlie this observation. The SSRI fluoxetine did not improve performance in the forced swim task in YAC128 mice, but this test is confounded in these mice by the motor deficit and it is not clear that fluoxetine has the same effects on Htr2a as citalopram. In addition, the improvement in symptoms seen in mice treated with SSRIs is thought to be mediated by BDNF levels: it is possible that these are so compromised in the YAC128 mice that the drugs are incapable of improving them although levels of *Bdnf* RNA measured in the striata are unchanged in the cohort of animals that we used. However, given the prevalence of depressive symptoms in HD patients [26, 51–53] this may shed light on their mechanism.

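Bdnf, the brain-derived neurotrophic factor, had a value of 6.63 ± 0.14 (SD, n = 14) in YAC128 and 6.59 ± 0.15 (SD, n = 12) in WT striata. Its log2 fold change over all ages was 0.050 (SE 0.060), which is smaller than the spread between arrays (permutation test within age, 2-sided p = 0.423, adjusted p = 0.94 by limma). By age, the log2 fold changes of Bdnf were 0.027 (SE 0.14) at 6 months, 0.068 (SE 0.059) at 12 months and 0.055 (SE 0.10) at 18 months. A difference within these errors was not detectable with 14 and 12 arrays, and the striatum receives much of its BDNF protein from cortical neurons, so the RNA does not measure the protein.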

The differences in gene expression with age in these animals is not the same as for the HdhQ150 animals. There are fewer changes and they do not highlight as many pathways, or the same pathways, as in the HdhQ150 mouse striata, especially between 6 and 12 months [35]. Between 12 and 18 months more pathways are highlighted some of which relate to perception of smell and neurological processes and notably genes for the perception of smell were enriched between 6 and 12 months in the HdhQ150 cohorts. It is not clear why these differences exist, and it must be remembered that these are not true longitudinal data (the same measurements in the same animals) but rather pseudo-longitudinal: the animals are maintained in the same way and are on the same genetic background but are different animals at the different time points. There may be subtle differences in the housing over time that have contributed to these differences in striatal gene expression profiles with age.

Examining the effects of genotype with age using TANOVA shows that genes that are down-regulated in the WT animal striata with age are also down-regulated in the Q150 knock in homozygote striata. This may indicate that the processes underlying the down-regulation of gene expression in HD model striata are related to those in normal ageing. The genes highlight a number of differentially regulated pathways including those involved in G-protein mediated signal transduction and homeostasis, although there is no direct overlap with the enriched pathways seen in the Q150 striata, despite the strong concordant overlap in the expression of individual genes [39].

## Conclusions

The related pathways of cell adhesion, neuronal projections, synaptic functions and transmission of nerve impulse seen in the DAVID analysis for enriched pathways indicates that the maintainance and regulation of connections between neurons is central to the molecular pathogenesis in YAC128 striatum.

The similarities in striatal gene expression differences between this HD model and human caudate and with other mouse models indicate that similar molecular processes are probably occurring. These appear to occur despite differences in inclusion formation. This indicates that the presence of HTT-positive inclusions is not necessary for these changes to occur. This separation of inclusion formation from the molecular consequences of the *Htt* mutation is worthy of further investigation as many studies in *in vitro* systems use inclusion formation as a measurable end-point to assess the effects of potential therapeutics.

## Methods

### Samples

Heterozygous YAC128 mice on a C57BL6/J background [13] were bred in house and genotypes ascertained using tail tip DNA (Laragen Inc., Los Angeles). Mice were culled by cervical dislocation at the same point in the light phase of the diurnal cycle. CAG repeat lengths in the YAC128 animals were 121 and no variation from this was detected. WT and hemizygous YAC128 animals of both sexes were used in the experiments (57 % male). The animals were housed as sex matched littermate groups and had access to food and water *ad libitum*. All experiments were carried out in accordance with the United Kingdom Animals (Scientific Procedures) Act of 1986, and subject to local ethical review (Project licence PPL30/1968 and PPL30/2305). The behavioural data relating to the complete cohort of mice are given in Brooks et al. [27].

### Gene expression

From this experimental group, 15 hemizygous YAC128 (7 female and 8 male) and 14 WT (Hdh^+/+^) mice (6 female and 9 male) were used for gene expression studies. Brains from age matched mice from each genotype were harvested at 6, 12 and 18 months and micro-dissected into striatum, motor cortex, cerebellum, prefrontal cortex and hippocampus. The dissected brain samples were snap frozen in liquid nitrogen and stored at −80 °C.

Total RNA was extracted from micro-dissected striata for gene expression analysis as previously described [19, 35]. RNA quality was determined using an Agilent RNA 6000 Nano Kit and Agilent 2100 Bioanalyser (Agilent Technologies, Santa Clara, USA). Samples with RIN (RNA integrity number) values greater than 7.5 were selected for subsequent analysis. For each RNA sample, cDNA was generated from 100 ng total RNA using an Ambion® WT expression kit (Applied Biosystems Carlsbad, California, USA), followed by fragmentation, labelling and hybridisation to a Mouse GeneChip Gene 1.0 ST Array. An Affymetrix WT Terminal Labelling and Hybridisation kit was used according to the manufacturer’s protocol. Gene Chips were processed using a Fluidics station 450 and a GeneChip scanner 3000 7G (Affymetrix UK Ltd, High Wycombe UK).

### Statistical methods

#### Gene expression analysis

An analysis of GeneChip expression data was undertaken using R/Bioconductor. Expression values were computed using robust multichip average (RMA) (affy package [54]), with testing for differential gene expression by age or genotype performed using moderated t-tests in LIMMA [55]. Changes in gene response over time were identified using TANOVA [56]. Genes with a false discovery rate (FDR) [57] corrected *p* < 0.05 were extracted and the data for these genes classified in three patterns representing an up, no change or down difference in expression over the time course (this was done separately for the WT and YAC128 animals tagging each gene with its highest correlation to theoretical expression profiles). The gene expression data are available through GEO accession number GSE70656.

#### Determining biological themes

The resultant gene lists from the differential gene expression, time course ANOVA and behaviour/expression correlation were analysed for over-representation of genes in pathways against GO Biological Process gene sets using the Bioconductor GOstats package with the conditional hypergeometic test (which only uses those terms that were not already significant when testing a higher order (parent) term). Changes in expression of genes in GO gene sets were assessed using Gene Set Analysis [58] against the whole dataset. The biological themes were further analysed using the DAVID database [31, 32] (with the appropriate background gene list selected for the make of microarray at the website). An input list was chosen for all probesets significantly differentially expressed at a nominal *p*-value < 0.01. The output from this and visualised on Cytoscape (version 2.8.3) [59, 60], via the Enrichment Map plugin.

#### Comparison with other gene expression data

Comparison with differentially expressed genes from human HD brain [18] and other HD models [19, 33] was calculated using hypergeometric tests on the top 1000 ranked genes in gene lists for differently expressed genes between WT and YAC128. To enable comparisons between different array platforms where the species was identical, probesets in gene lists were first converted to unique EntrezGene IDs and the overlap calculated using these. Where overlaps were made between data for different species, data was first converted to Entrez Gene IDs and then to Homologene IDs which were used to calculate the overlap between lists. In addition, a graphical representation of the overlap, along with information about the relative direction of changes was generated using the method of Kuhn [17]. Genes differentially expressed between YAC128 and HdhQ150 striata were identified by a significant interaction term in the ANOVA.

#### Histology

Tissue was processed and immunohistochemistry carried out as previously [61]. The ubiquitin antibody was Mouse anti-ubiquitin from Invitrogen used at a dilution of 1/1000 in TBS which stains huntingtin positive inclusions [62]. S830, which recognises mutant HTT was a kind gift from Gillian Bates [63].

## Additional files

Additional file 1: Table S1. Genes altered in expression with age common to both WT and YAC128 caudate. (XLS 75 kb) Additional file 2: Table S2. Over-representation analysis of the gene expression differences with age in YAC128 and WT striata (XLS 116 kb) Additional file 3: Table S3. Genes differentially expressed between WT and YAC128 striata. (XLS 393 kb) Additional file 4: Figure S1. TANOVA patterns of genes differentially expressed between WT and YAC128 caudate. Plots are sorted by pattern of changed expression and each of the 9 patterns is indicated at the end of the relevant section. The gene ID and the Affymetrix probeset ID are given. Expression is given as Log-2 fold change and the time points are in months. WT = wild-type and HD = YAC128. (PDF 65 kb) Additional file 5: Table S4. Over-representation analysis of the 2557 genes nominally significantly differentially expressed between YAC128 and WT striata (XLS 61 kb) Additional file 6: Figure S2. Analysis of the overlap of changes in gene expression in the YAC128 striatum at A. 6 months of age B. 12 months of age and C. 18 months of age compared with other HD model mouse striata and human brain. Frequency represents the fraction of the top 200 HdhQ150 expression changes that map to a particular bin of ranked data (1000 genes per bin) in the other dataset, which is then split to identify concordant or discordant direction of expression change. A higher frequency of concordant (green) rather than discordant (red) in the first bins indicates a similarity between the YAC128 caudate and other model or human HD gene expression signature. (PDF 59 kb) Additional file 7: Table S5. The 869 probesets that are differentially expressed between YAC128 and HdhQ150 striata.

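The table gives a log2 fold change and p for each probeset, and its fold changes are WT minus YAC128, the opposite sign to Table 2. The copy at hand holds its first 1997 probesets. Phex, for example, had a lower mean in YAC128 striata at 18 months, 6.40 ± 0.20 (SD, n = 5), than in WT striata, 7.10 ± 0.19 (SD, n = 3).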

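Each plot shows the group means of 1 probeset at 3 ages in WT and YAC128 mice, sorted by the pattern that the study assigned. Of the 122 probesets that could be read and found, 59 were shown by the study as rising in WT mice and 34 as falling, and the profile assigned here from the group means was the same for 51 and 22 of them. For YAC128 mice the profiles were the same for 59 of 73 rising and 20 of 26 falling probesets.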

# Supplementary material for: Similar striatal gene expression profiles in the striatum of the YAC128 and HdhQ150 mouse models of Huntington’s disease are not reflected in mutant Huntingtin inclusion prevalence
**Source:** BMC Genomics. 2015 Dec 21;16:1079. doi: 10.1186/s12864-015-2251-4
**Supplement:** Additional file 4: Figure S1. — TANOVA patterns of genes differentially expressed between WT and YAC128 caudate. Plots are sorted by pattern of changed expression and each of the 9 patterns is indicated at the end of the relevant section. The gene ID and the Affymetrix probeset ID are given. Expression is given as Log-2 fold change and the time points are in months. WT = wild-type and HD = YAC128.

**Phex(10607499)**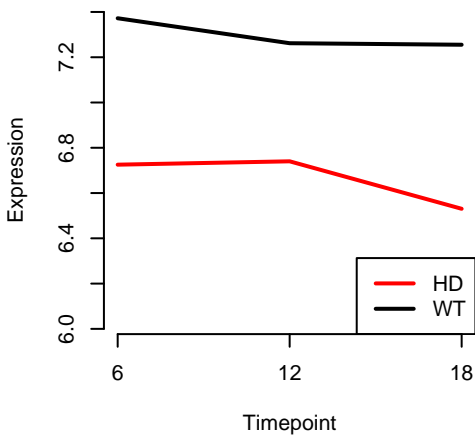**Actn2(10407742)**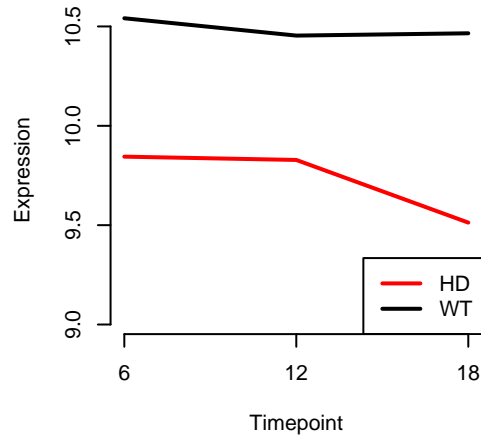**Ryr1(10561561)**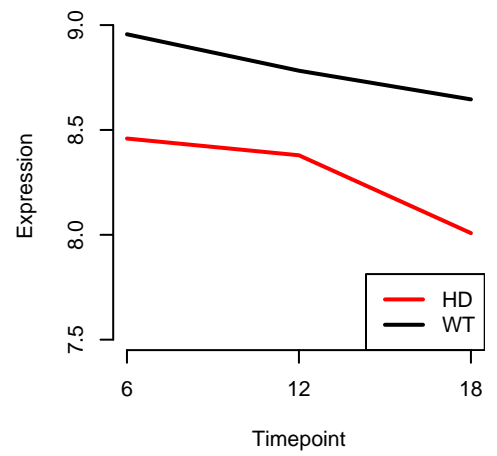**Ddit4l(10496373)**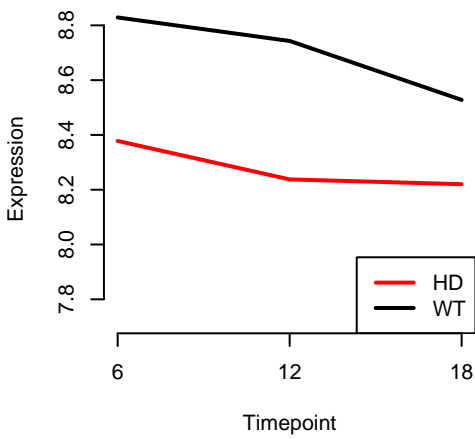**Clspn(10508151)**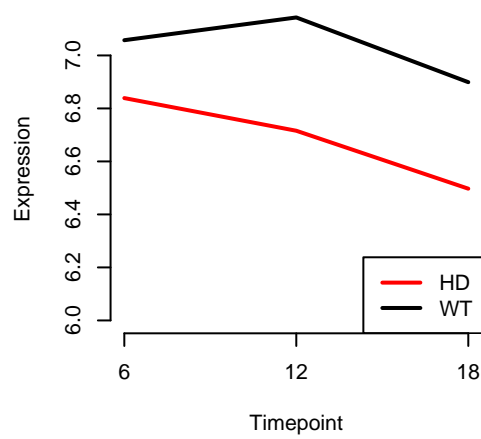**Galnt13(10472136)**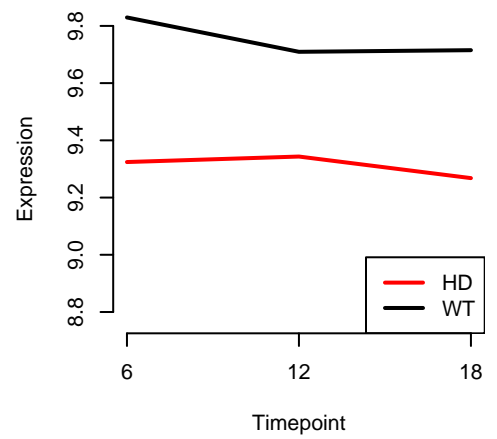**Slc39a2(10414612)**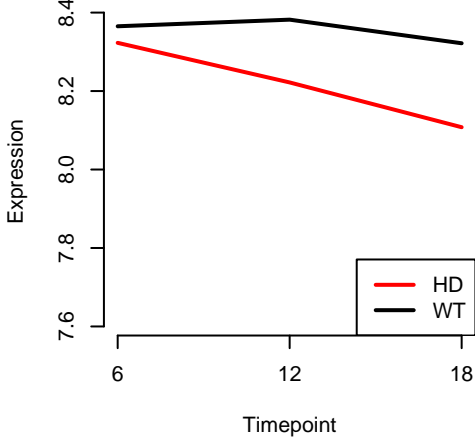**----(10479973)**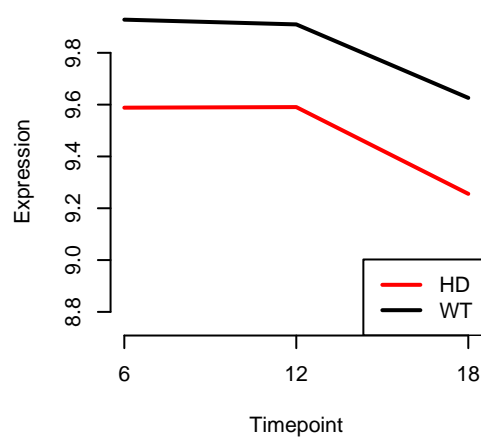**Bmp2(10476395)**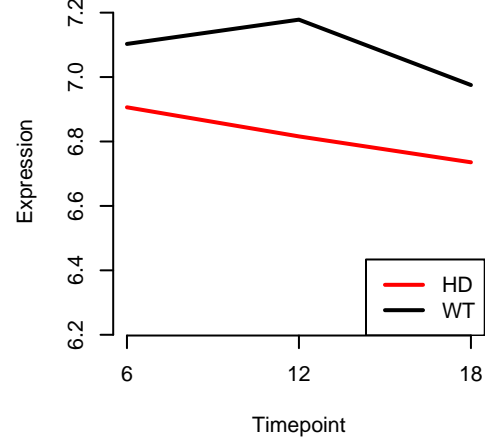**Kcnq2(10490569)**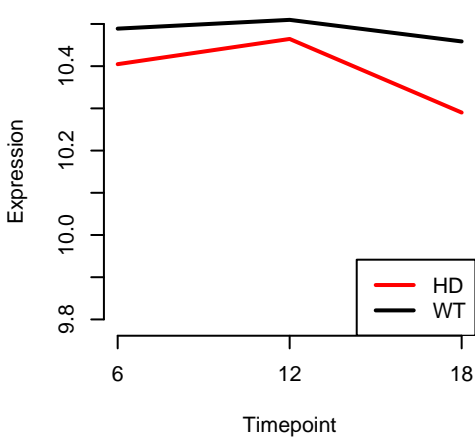**Zfp180(10550833)**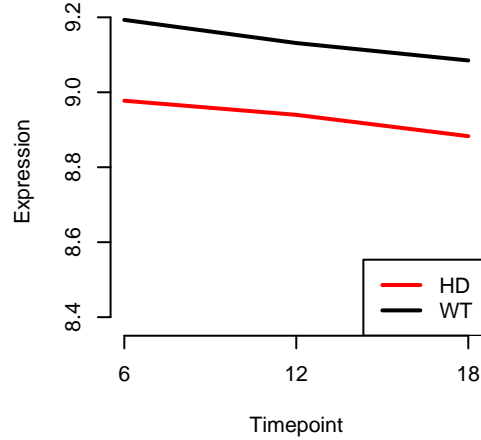**----(10351500)**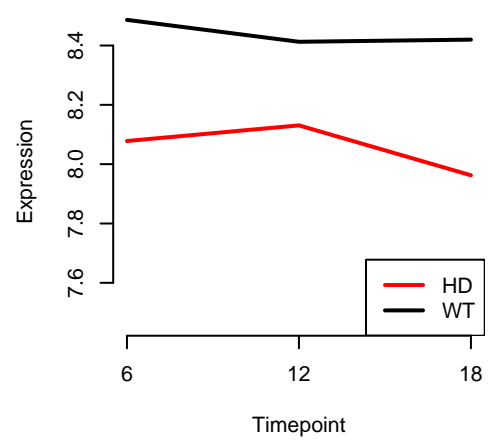

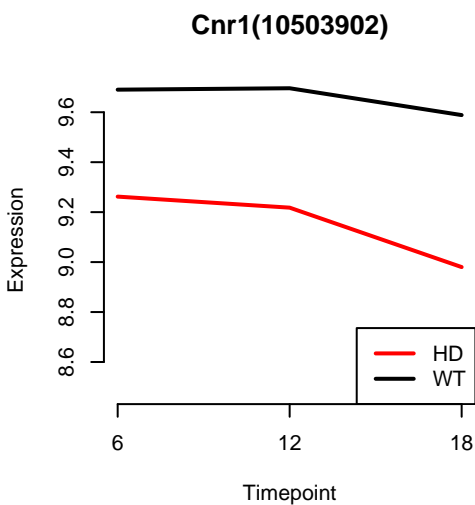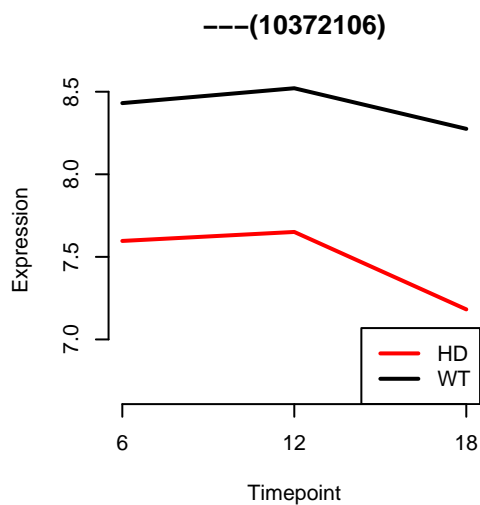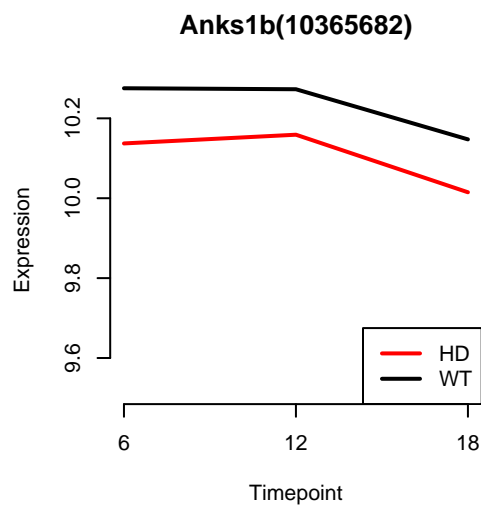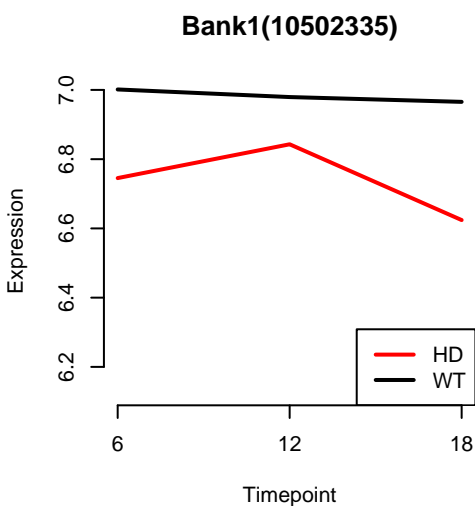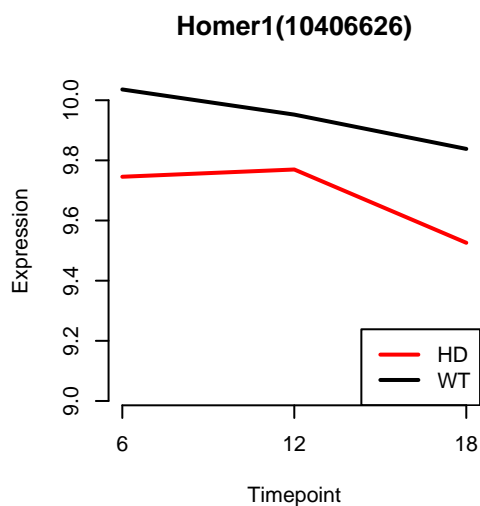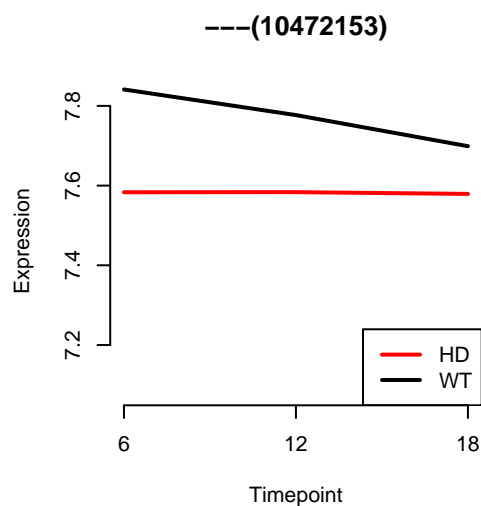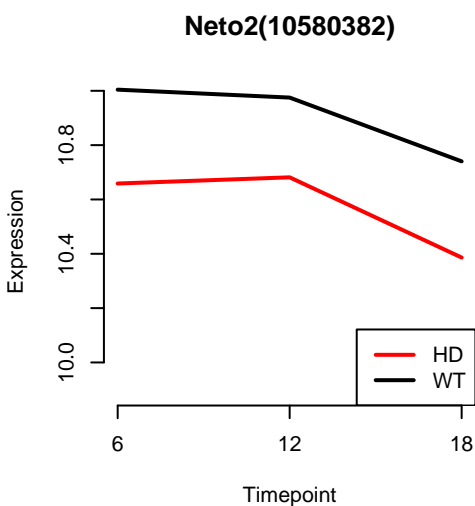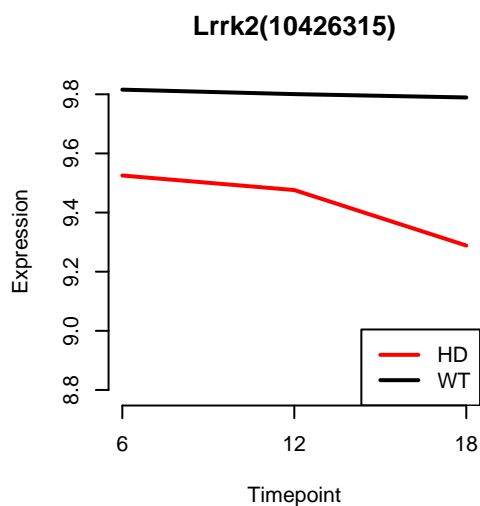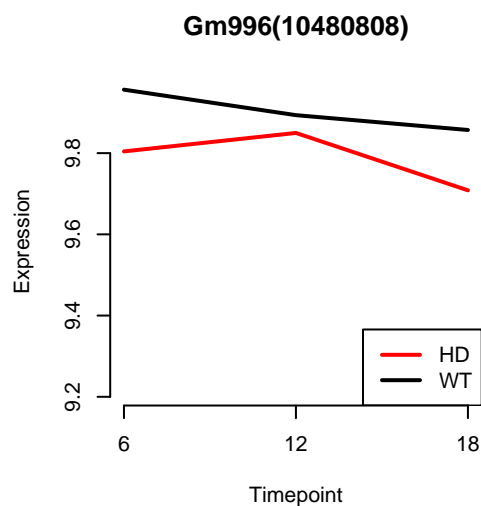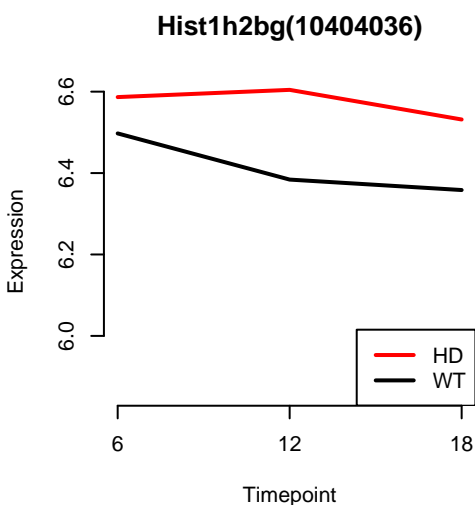

WT down  
YAC128 down

**Gpr155(10483679)**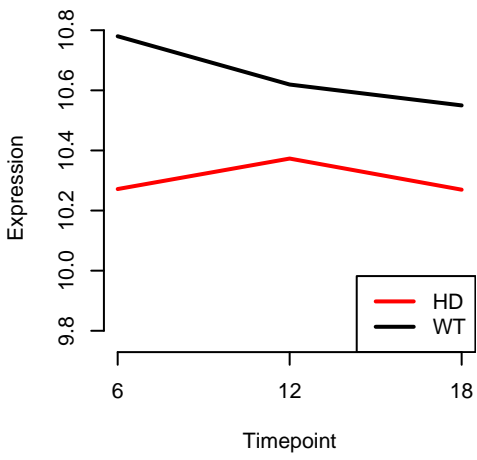**Scn4b(10584862)**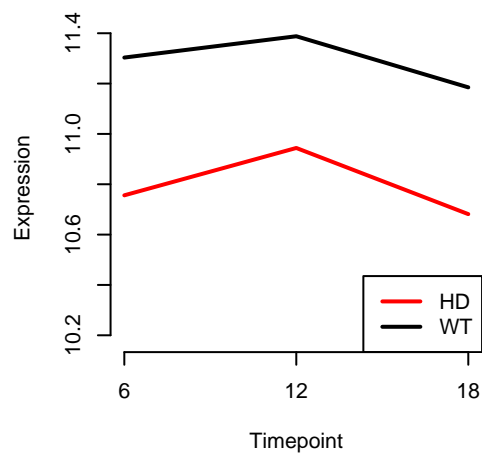**Igsf9b(10583992)**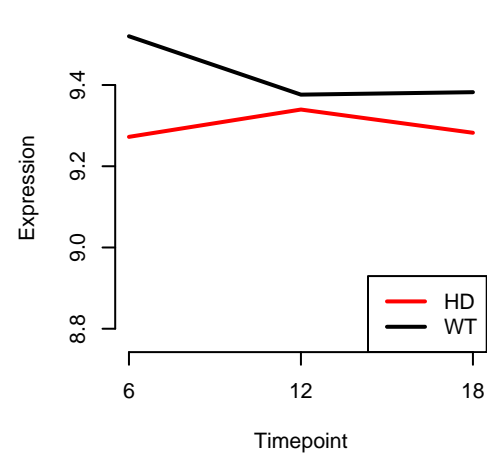**Atf6(10359982)**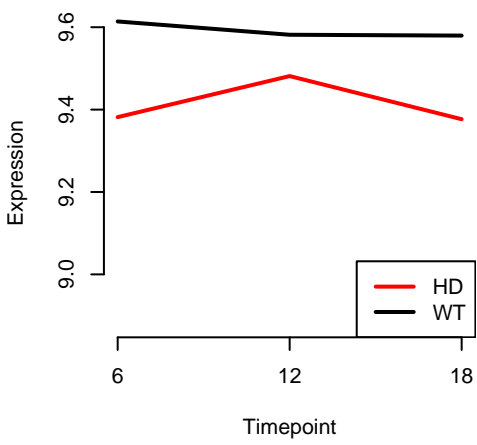**3110003A17Rik(10368041)**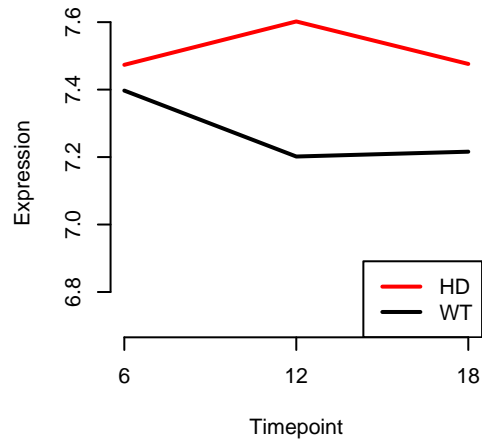**Ppia(10482507)**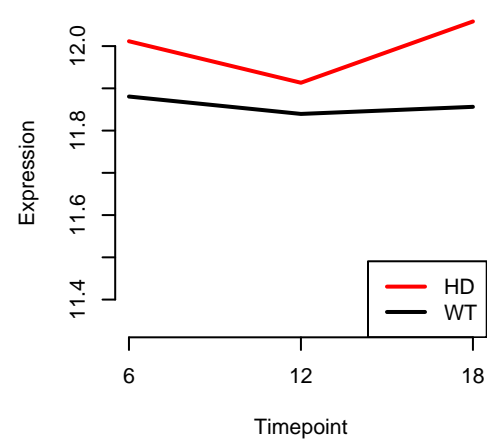**Ifi35(10381408)**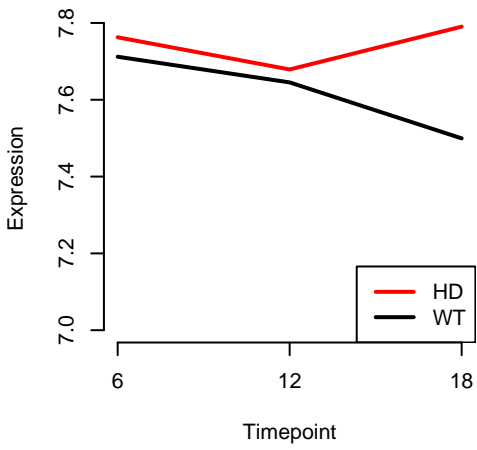

WT down  
YAC128 no  
change

**Odf4(10387194)**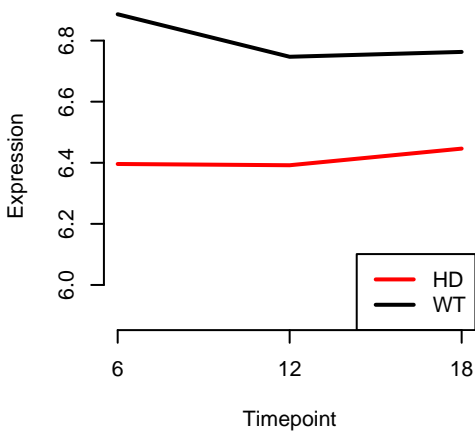**Dcun1d1(10497765)**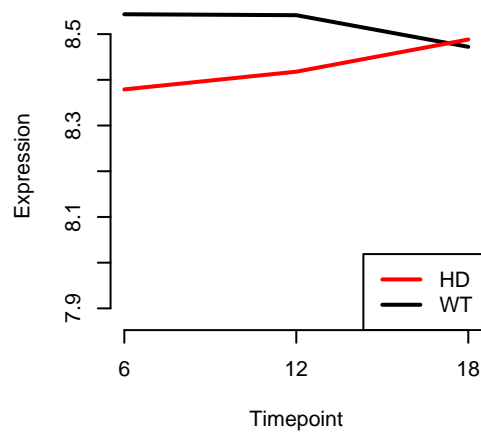**Cdc34(10364455)**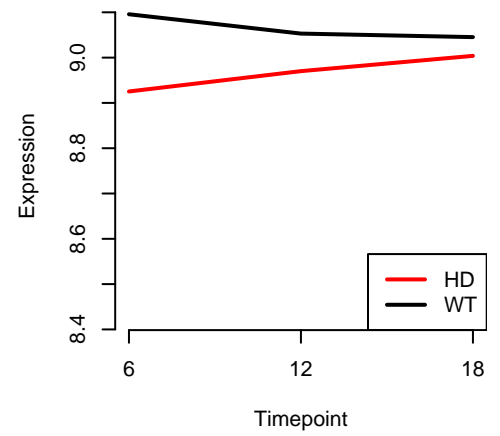**Pou5f2(10406399)**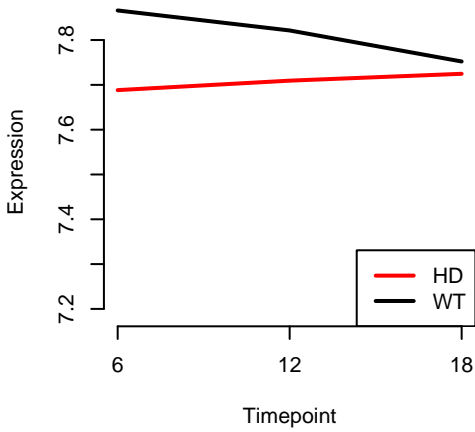**Syt2(10350077)**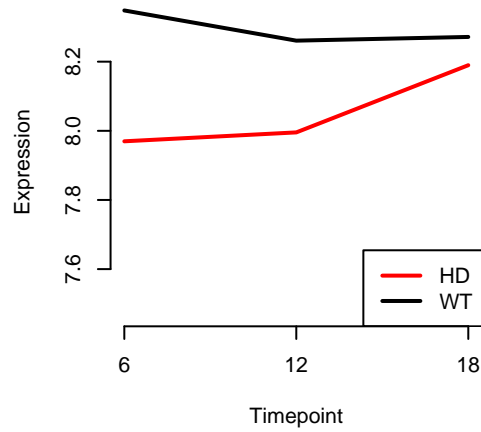**Arl3(10468231)**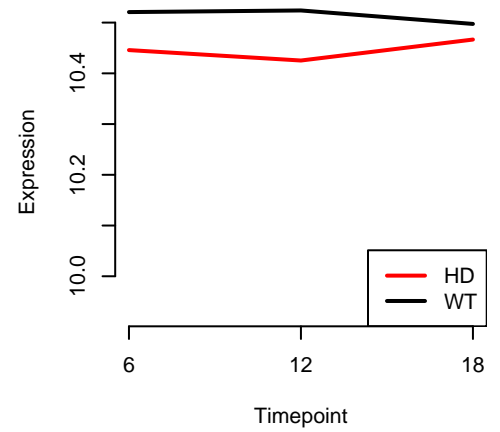**Zfp488(10418895)**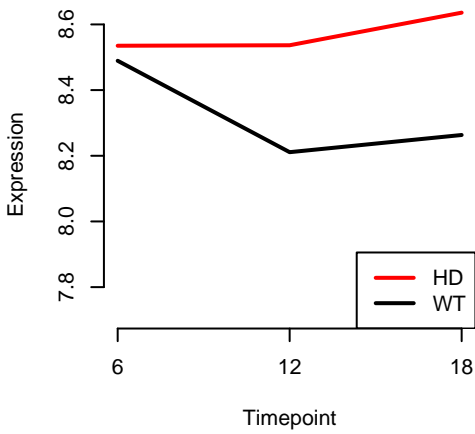**Polr2a(10387588)**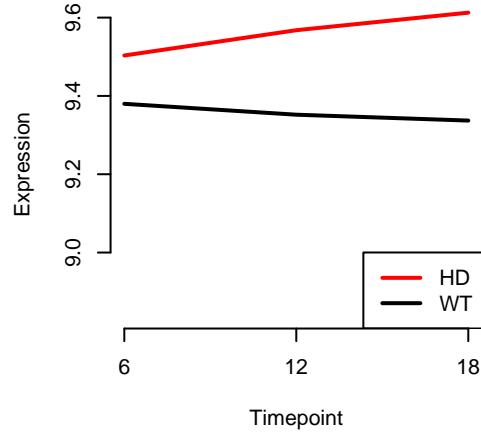**Mif4gd(10392970)**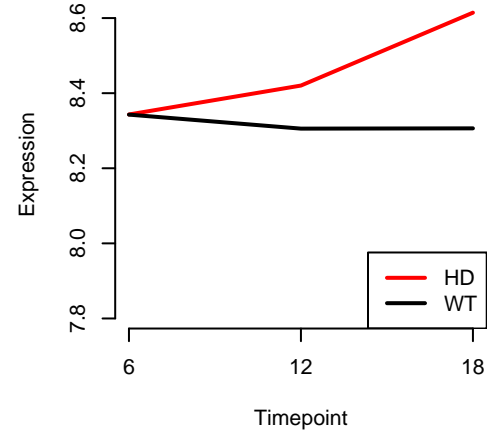**----(10458283)**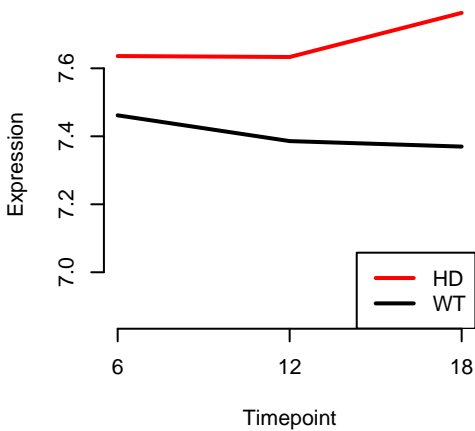**Rnf122(10571214)**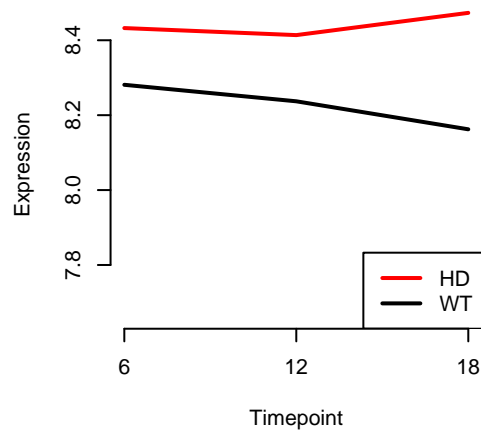**----(10383196)**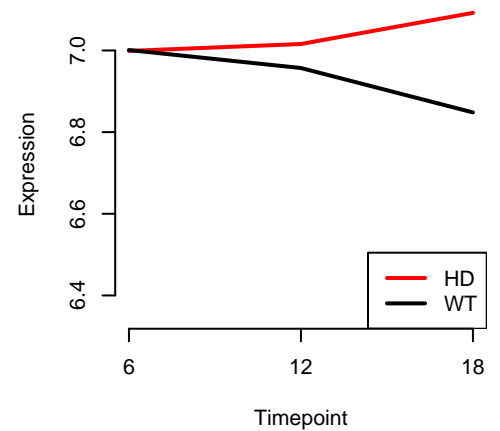

**Cbx8(10393614)**

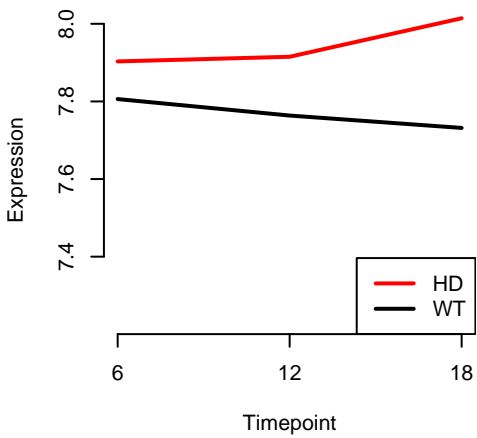

**Htra3(10529485)**

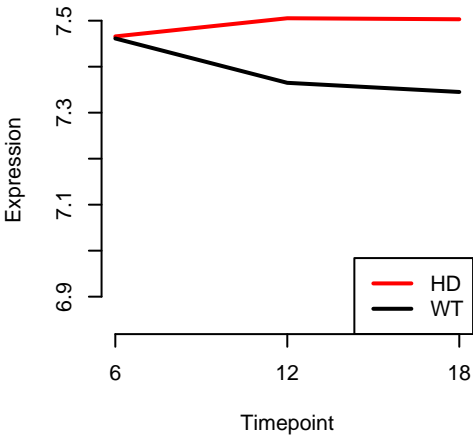

**---(10342715)**

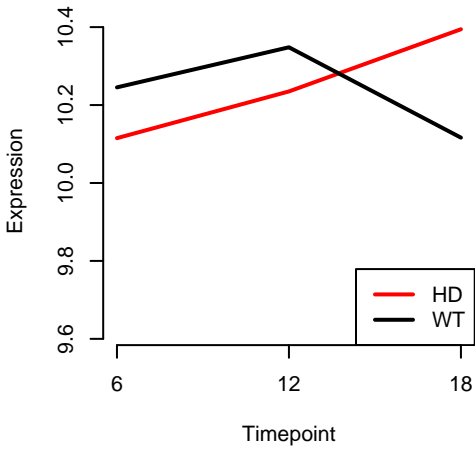

**Arsb(10406672)**

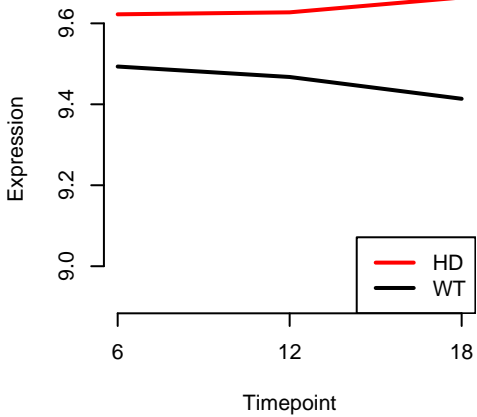

WT down  
YAC128 up

**Oprk1(10344653)**

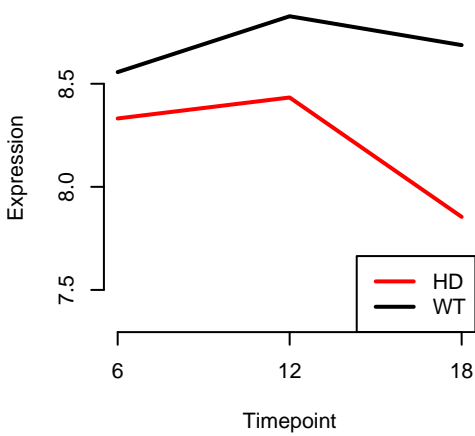

**Npl(10358879)**

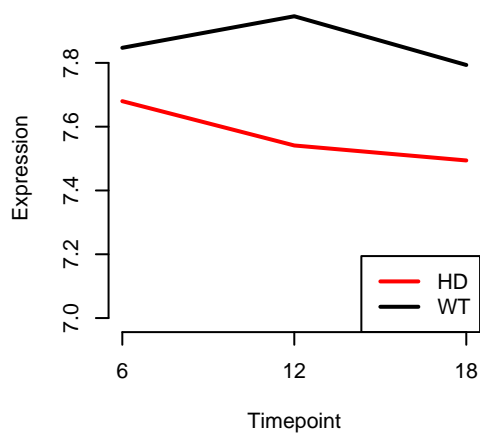

**Ppp1r9b(10380477)**

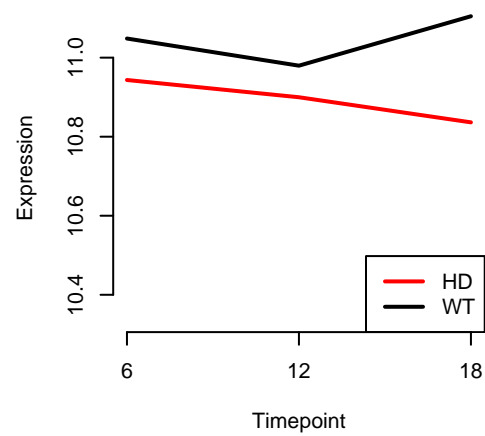

**Aoah(10403871)**

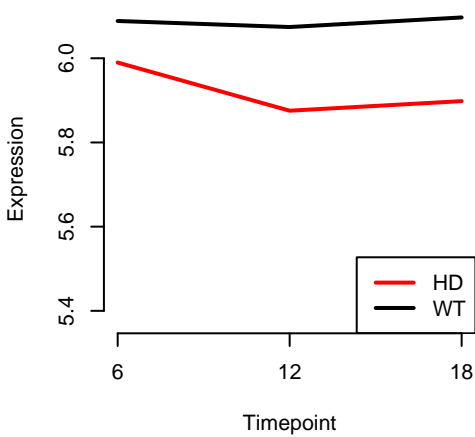

**Krt9(10391043)**

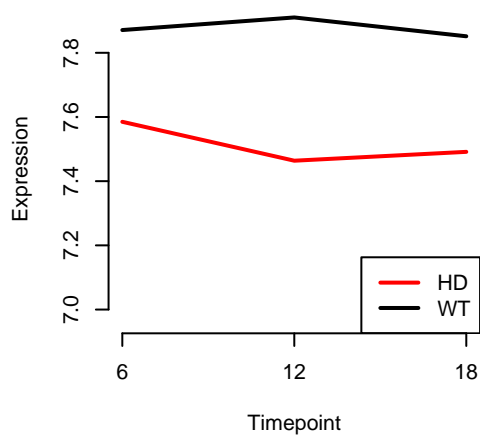

**Traip(10588767)**

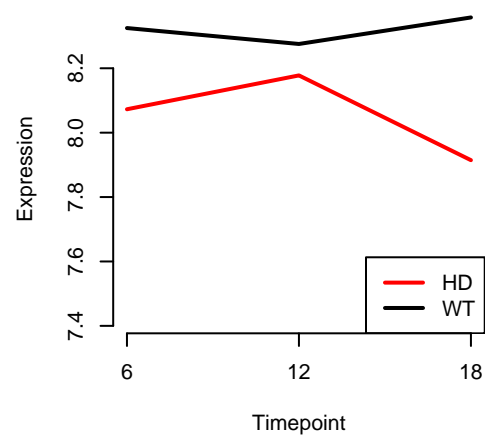

**----(10590865)**

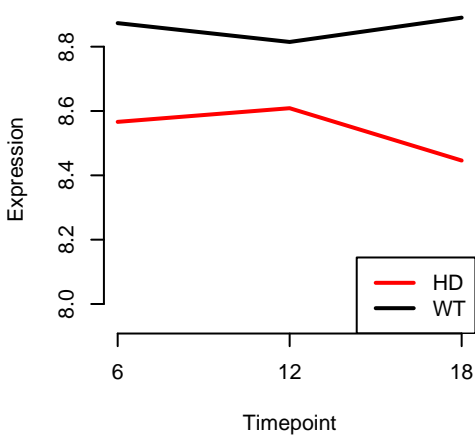

**Pitpnm3(10388109)**

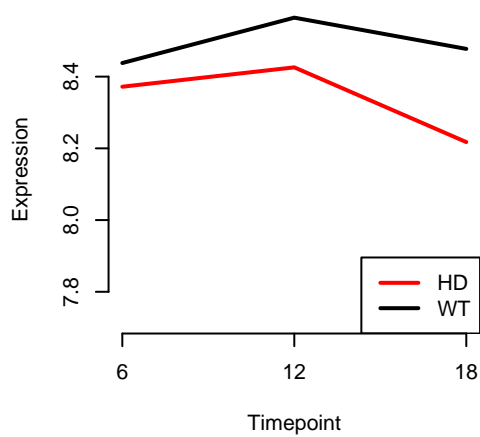

**Chdh(10413517)**

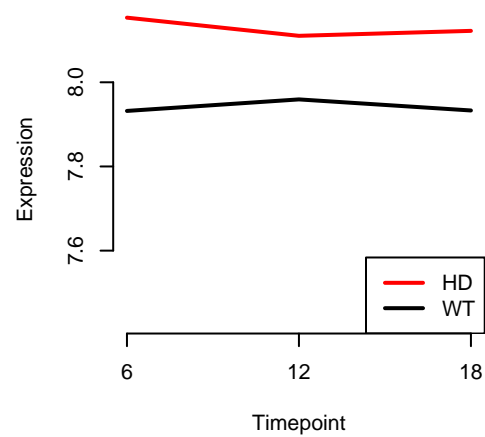

WT no change  
YAC128 down

**C030005K15Rik(10372108)**

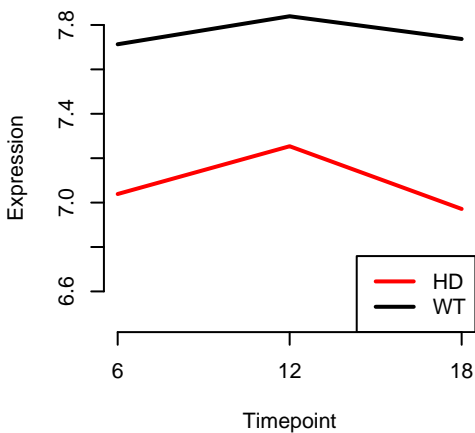

**Kcnk13(10397736)**

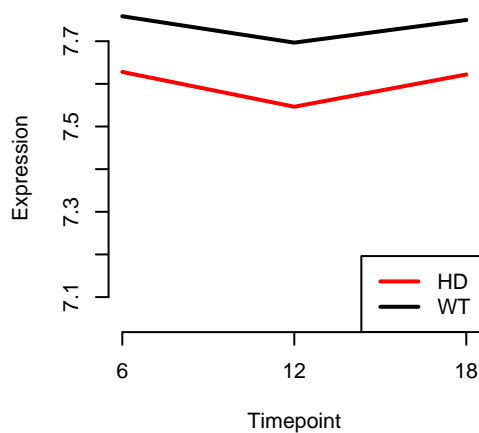

**Rnf8(10443550)**

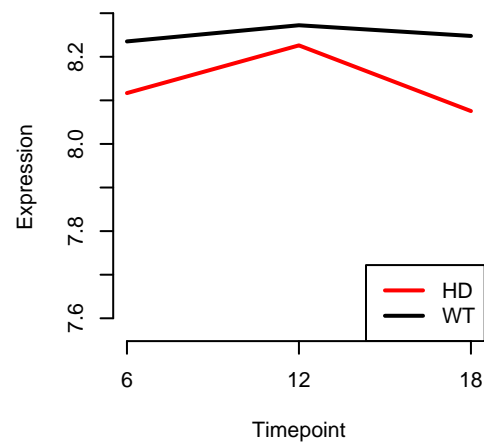

**---(10441359)**

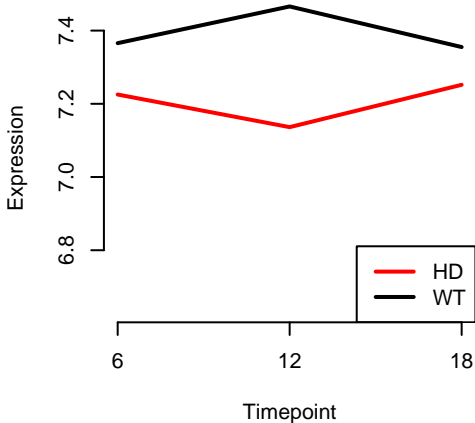

**Cdk8(10527508)**

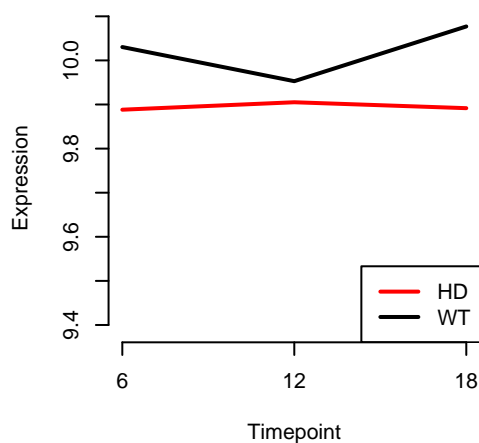

**Ppia(10567574)**

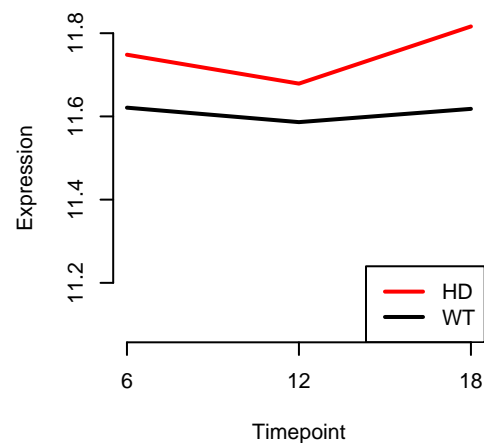

**Ppia(10441396)**

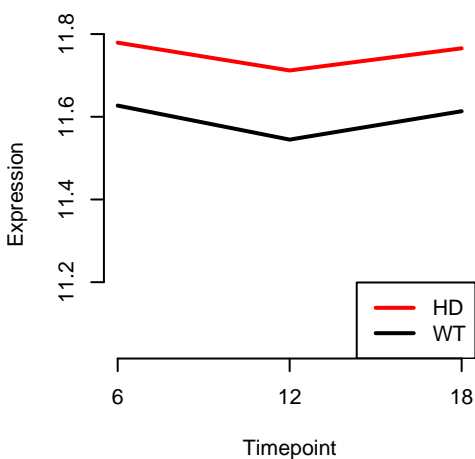

**Sned1(10348739)**

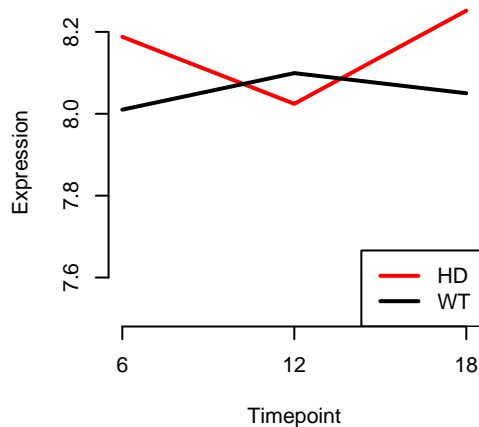

WT no change  
YAC128 no  
change

on next page:  
WT no change  
YAC128 up

**Pkp2(10433887)**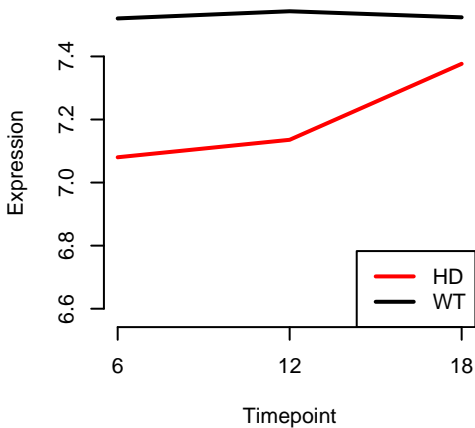**Ube2cbp(10595452)**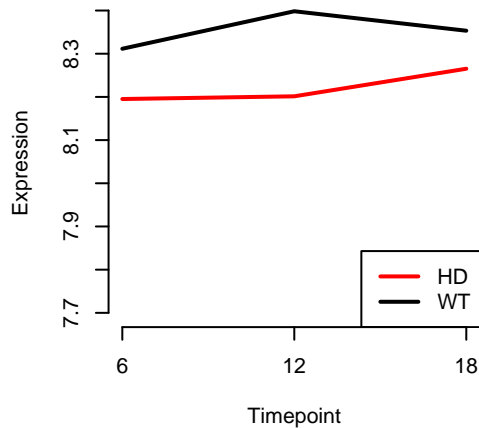**----(10344257)**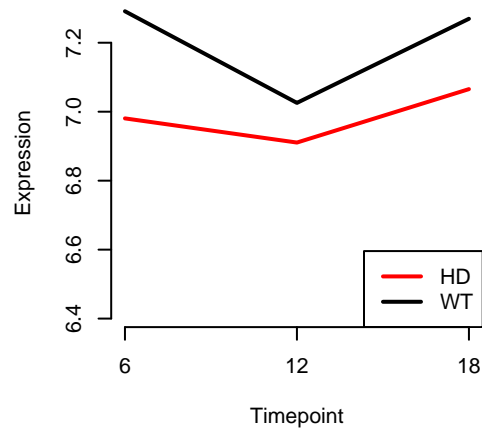**Nfe2l3(10538275)**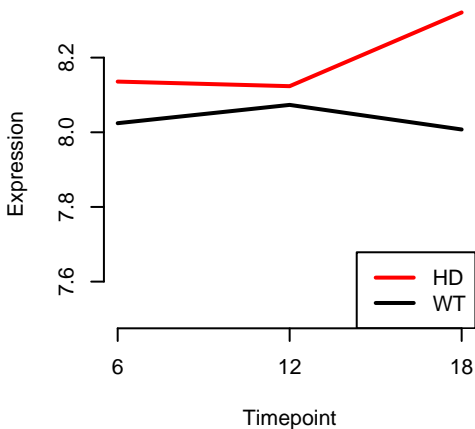**Rnf213(10383233)**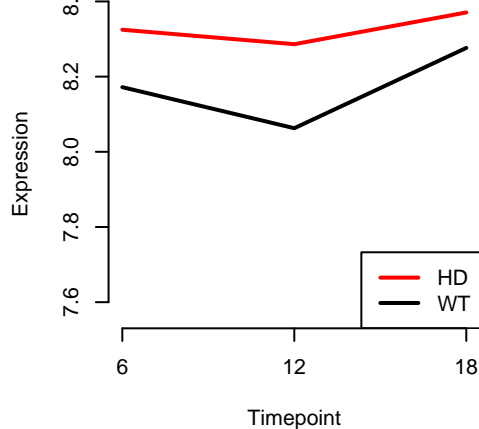**Smoc1(10396936)**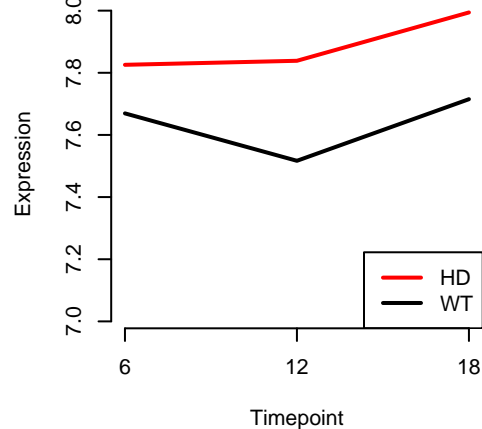**Stat1(10346191)**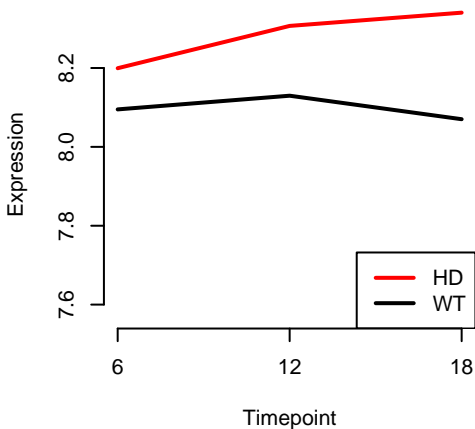**Arsb(10406663)**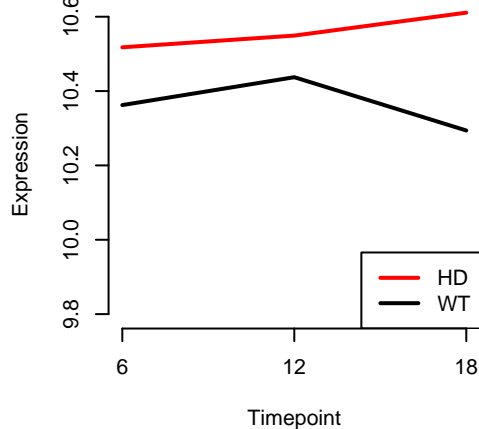**----(10506496)**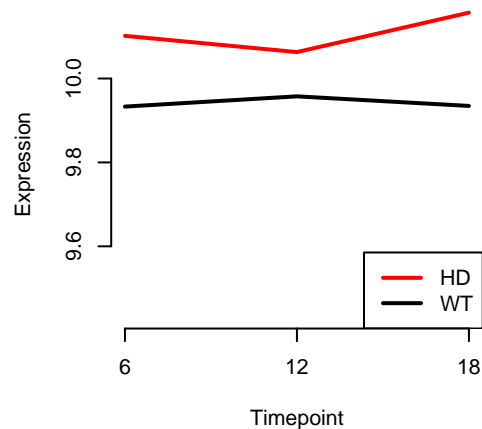**Grhpr(10504504)**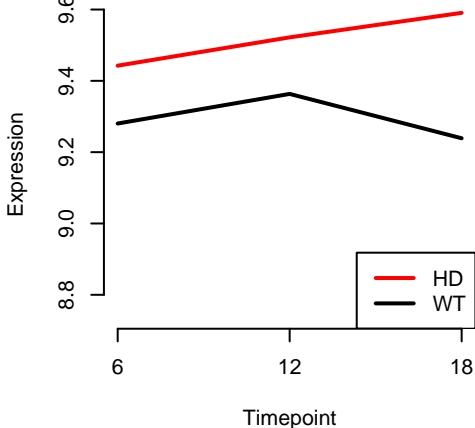**Grk4(10521243)**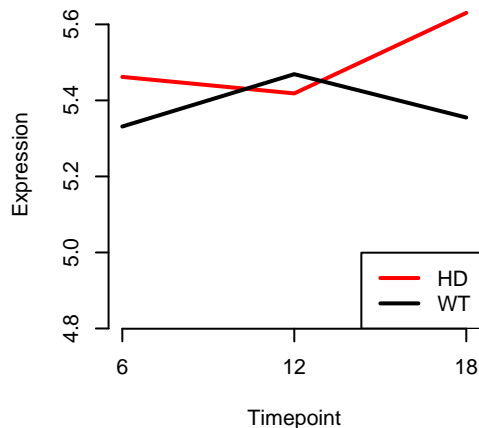**Rbbp8(10453867)**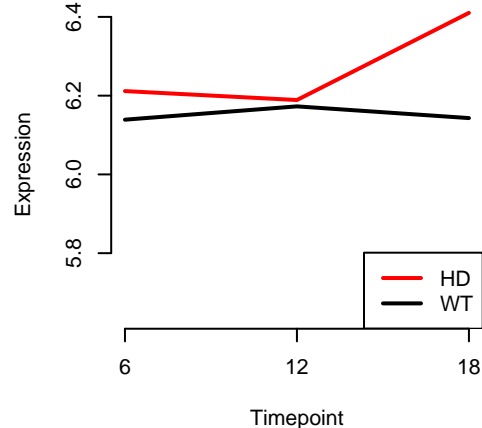

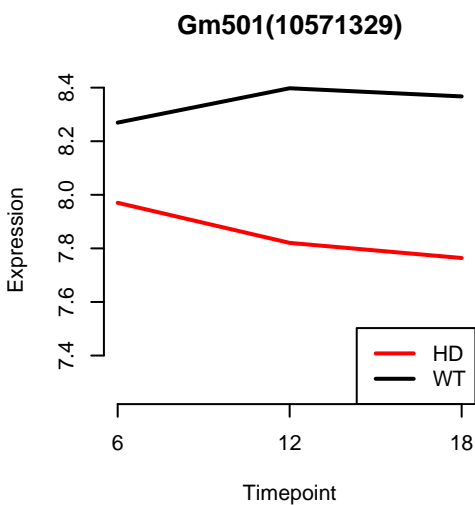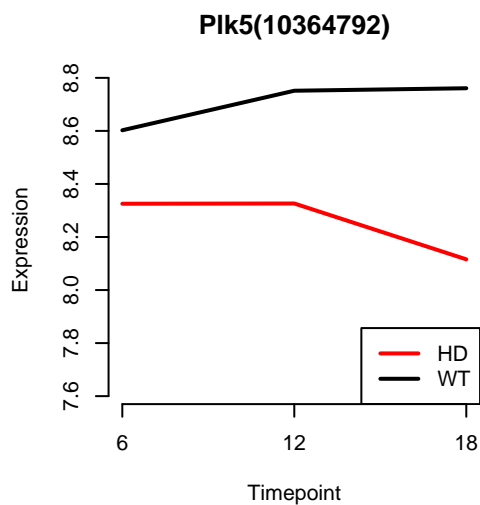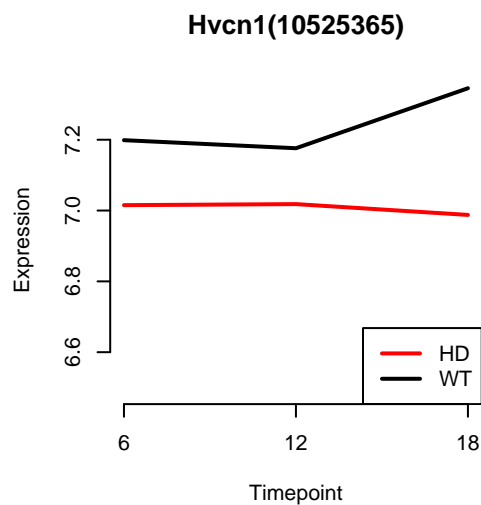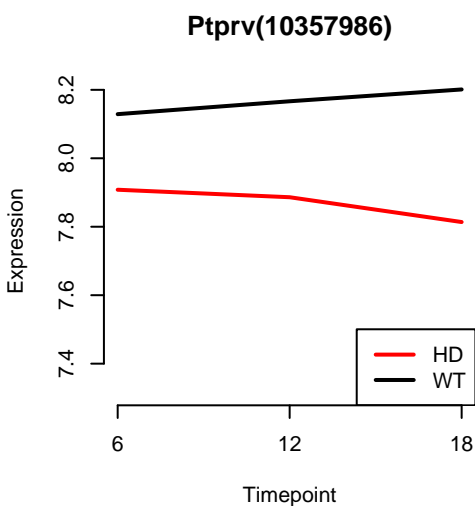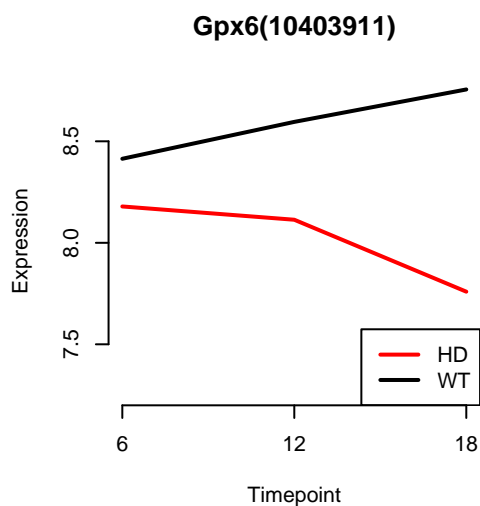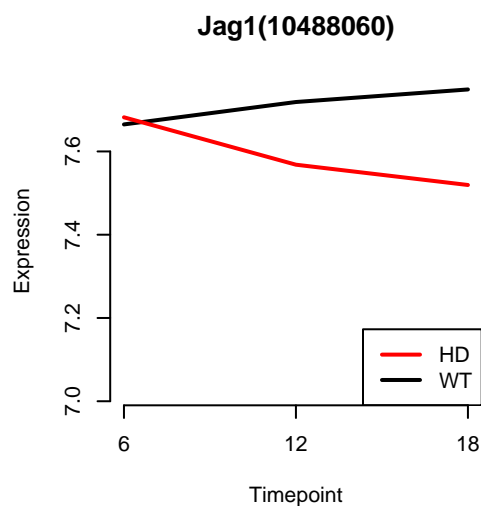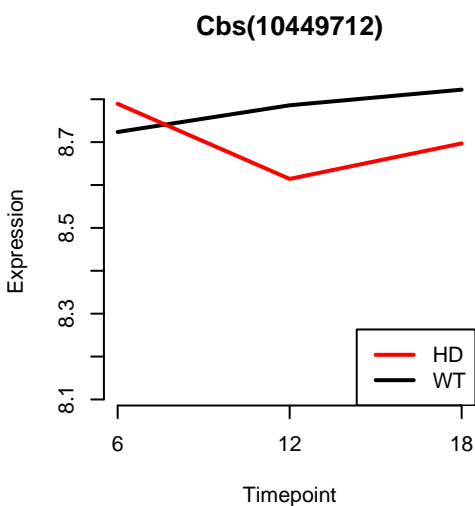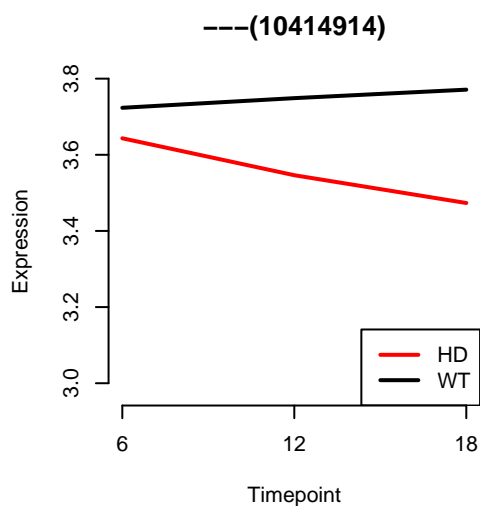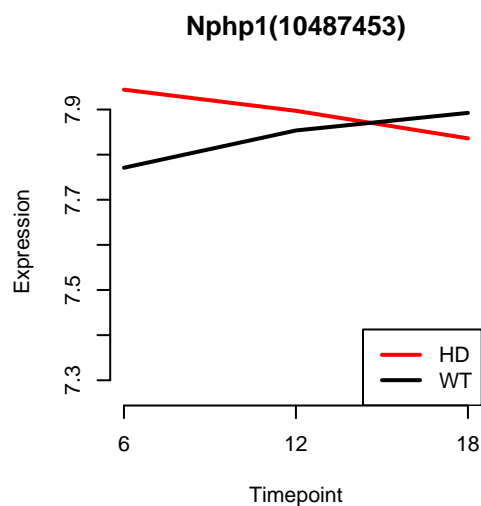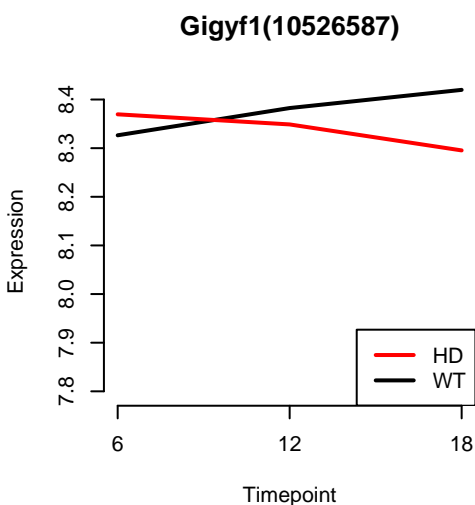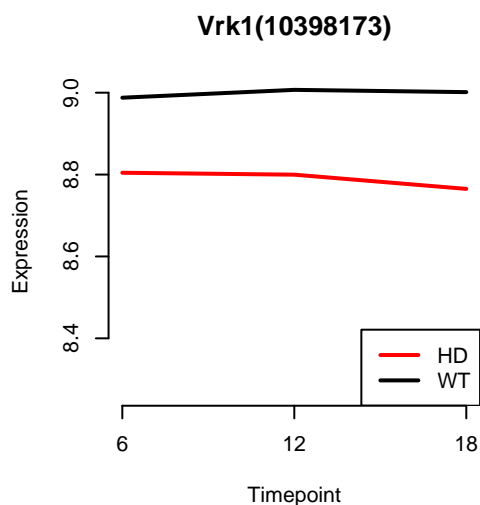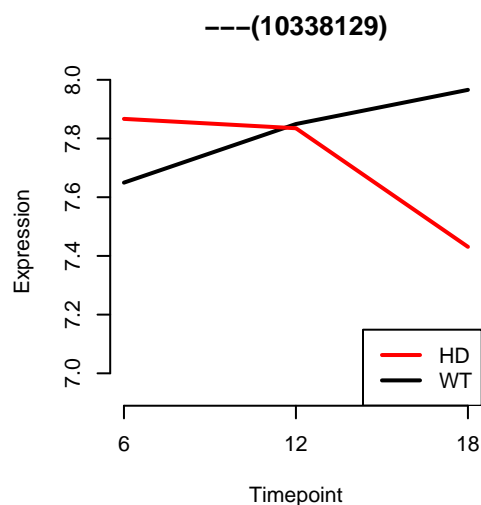

**Farp2(10348829)**

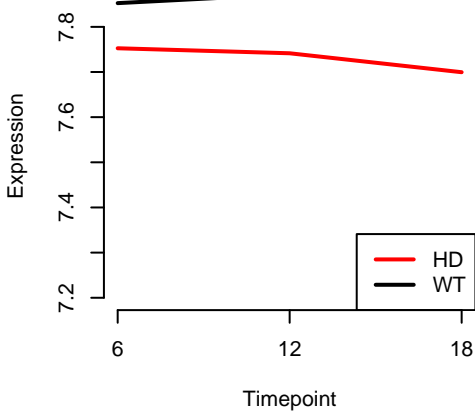

**Scarna8(10514219)**

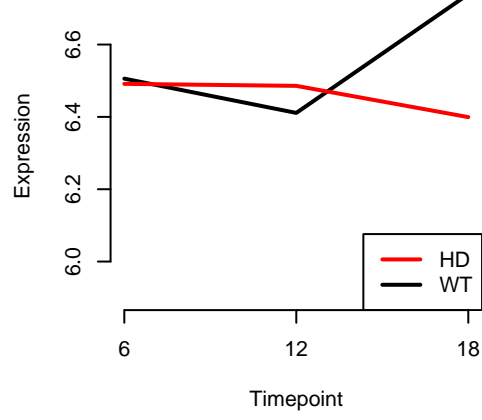

**---(10339626)**

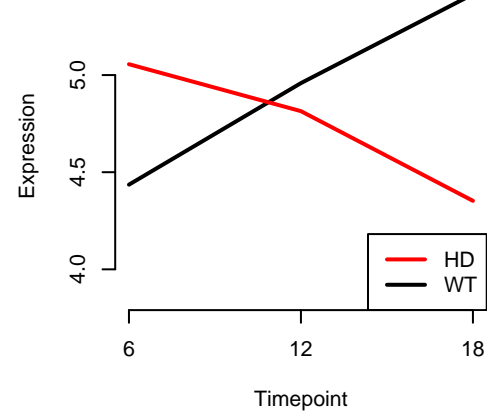

**Lrrn3(10400126)**

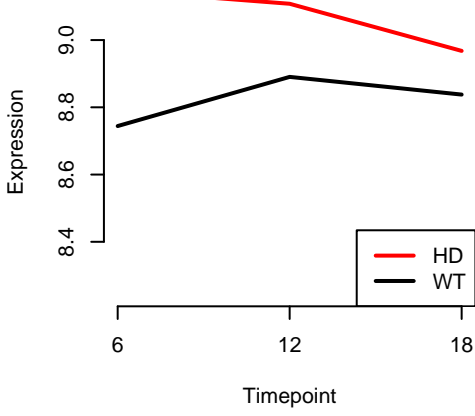

**Ssh3(10464672)**

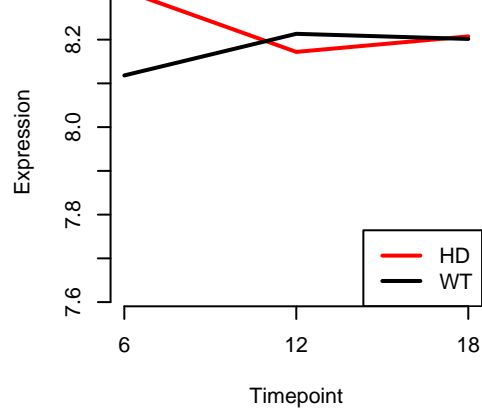

WT up  
YAC128 down

**Dgat2l6(10600980)**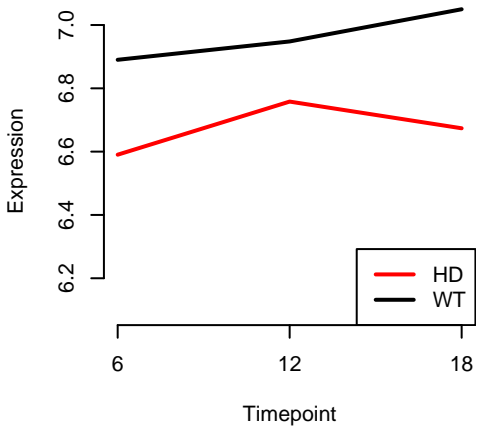**Glul(10350753)**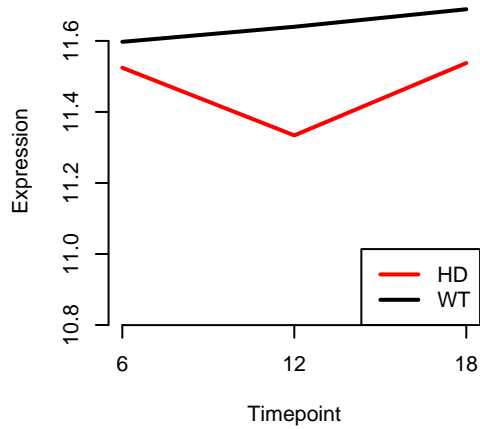**Sec14l3(10373846)**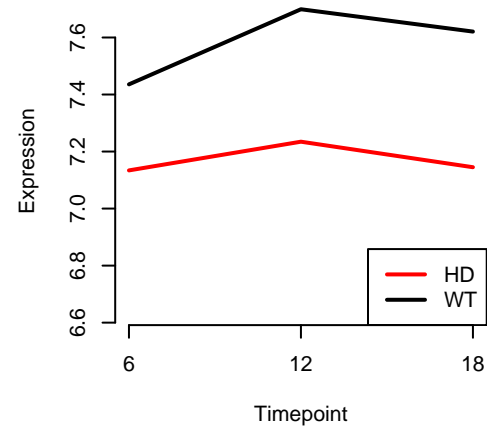**Glul(10374453)**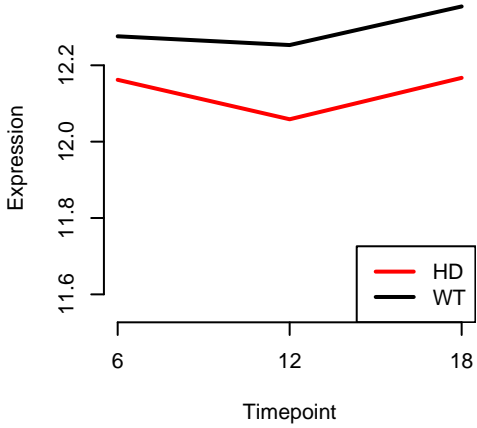**Gja1(10363173)**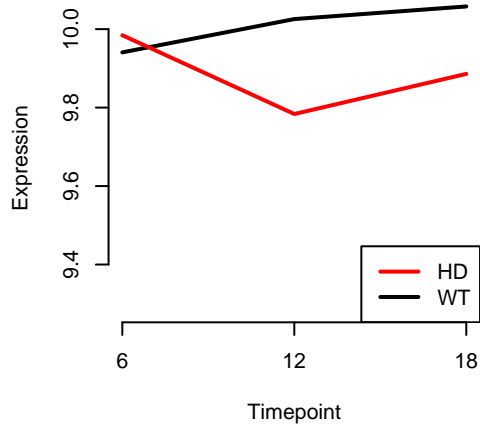**Olf110(10445139)**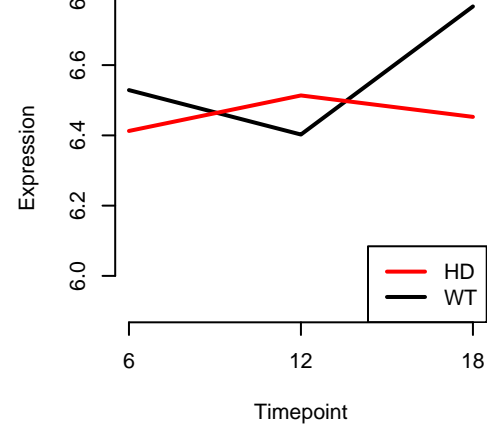**Lgi4(10552075)**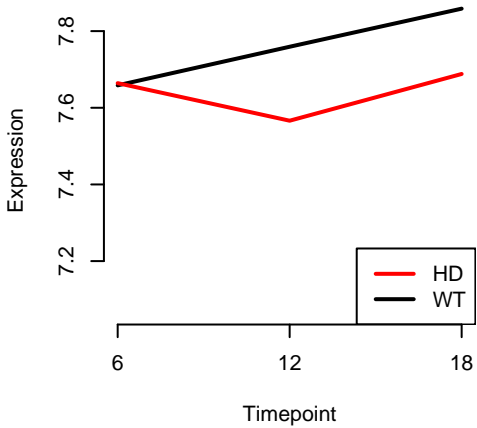**Sbsn(10552037)**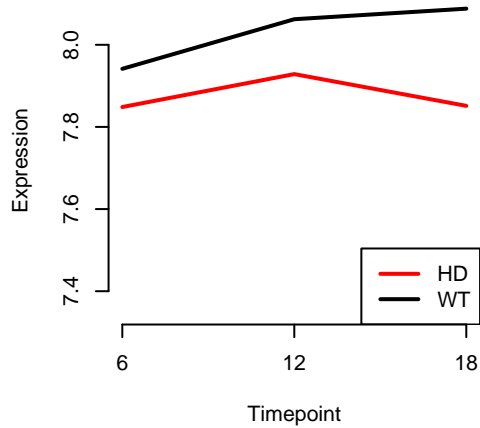**Ppia(10588024)**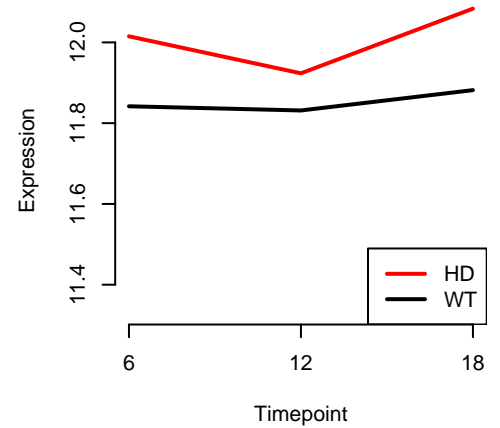**Ppia(10374175)**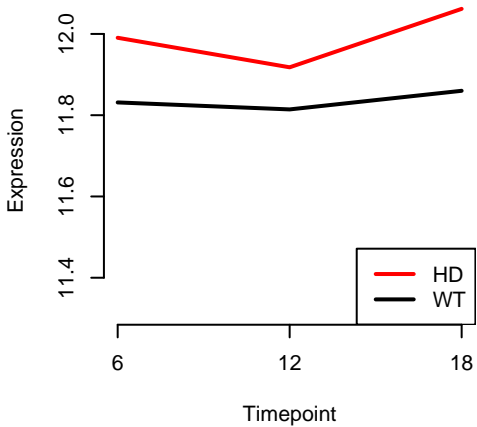

WT up  
YAC128 no  
change

**Il33(10462442)**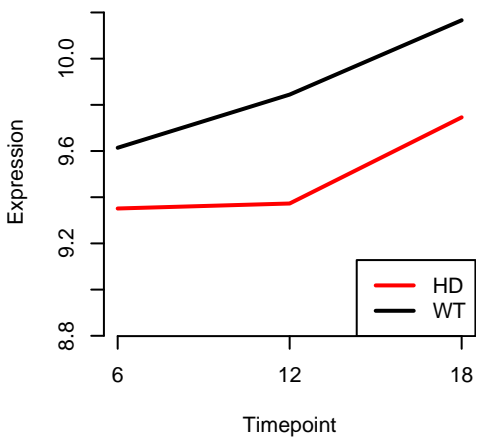**Pmp22(10376950)**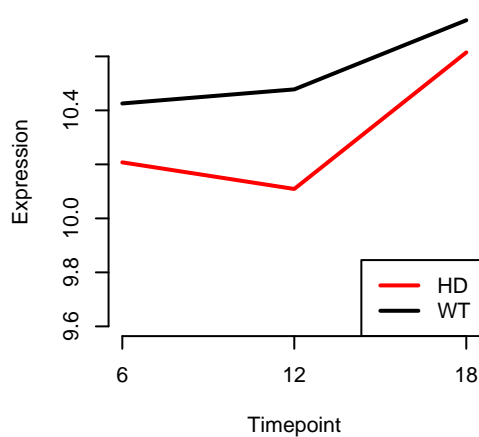**Cdc2l6(10362676)**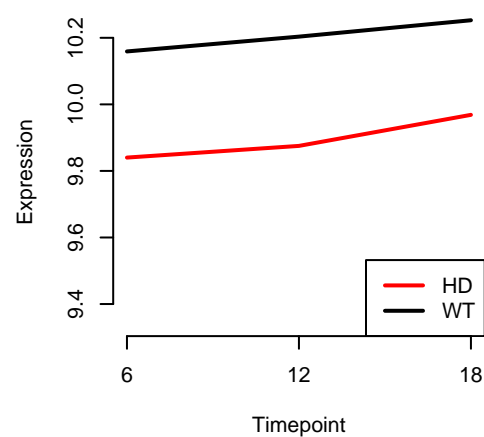**A530053G22Rik(10545079)**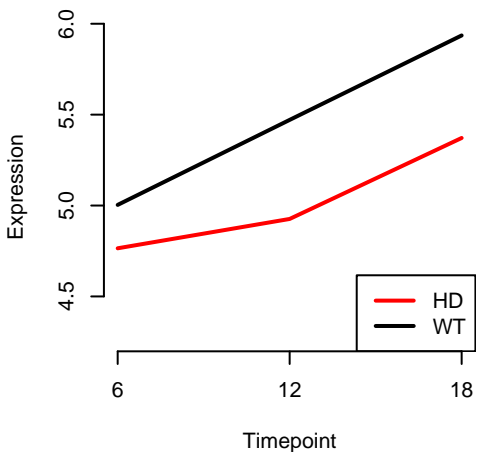**Car2(10490923)**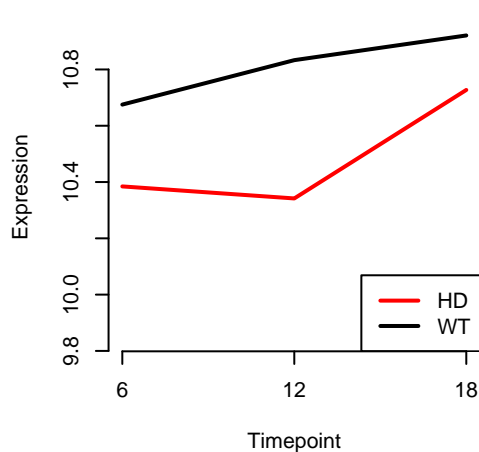**ErbB2ip(10411853)**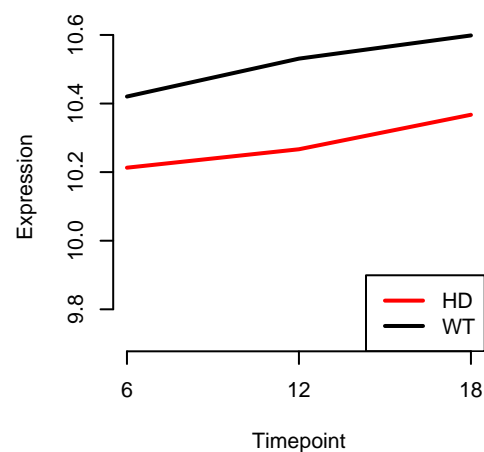**Qdpr(10529895)**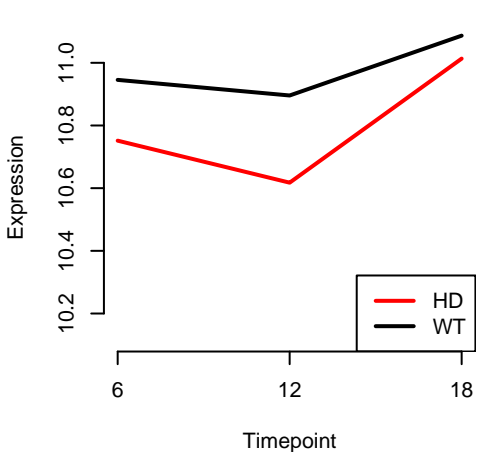**Fn3k(10383564)**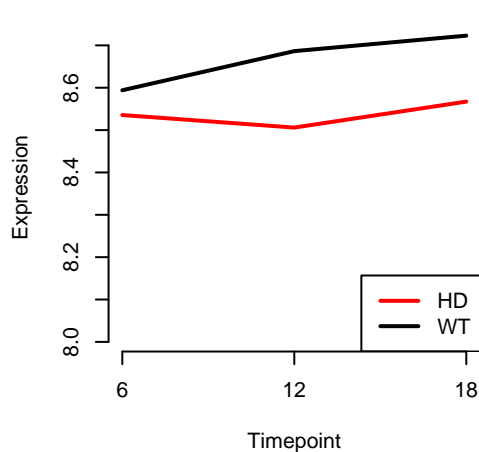**Bsph1(10550155)**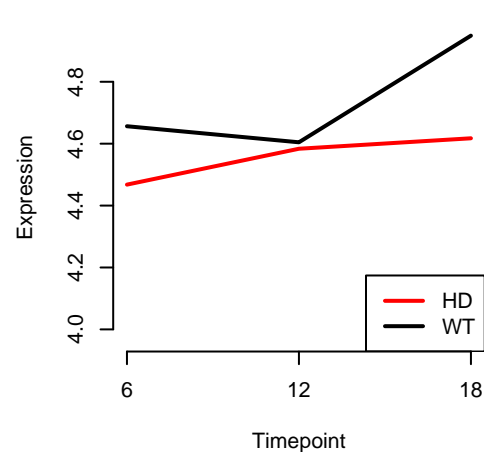**Tspan2(10494821)**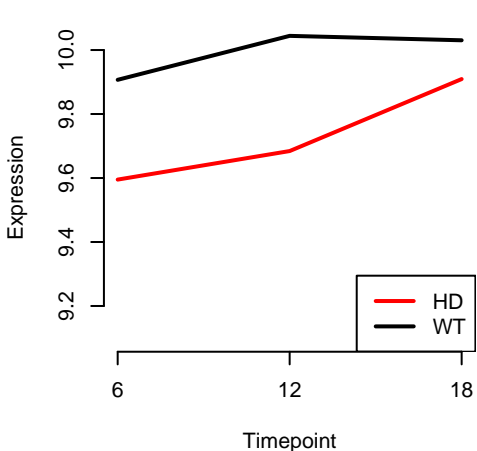**Pde8a(10554521)**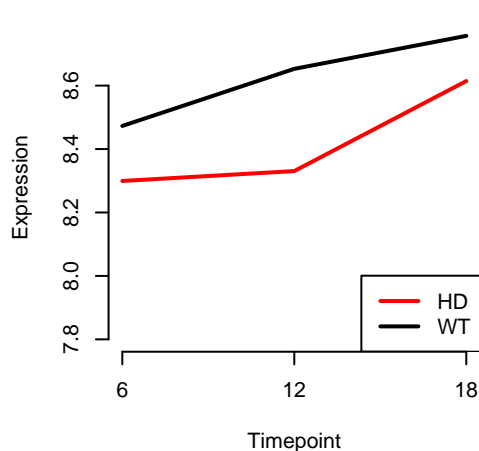**V1rb10(10539954)**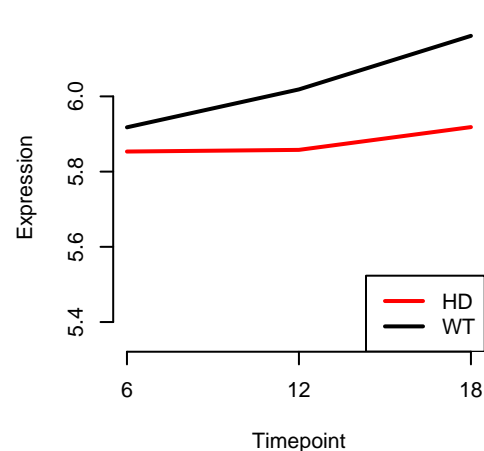

**Olfr1020(10473469)**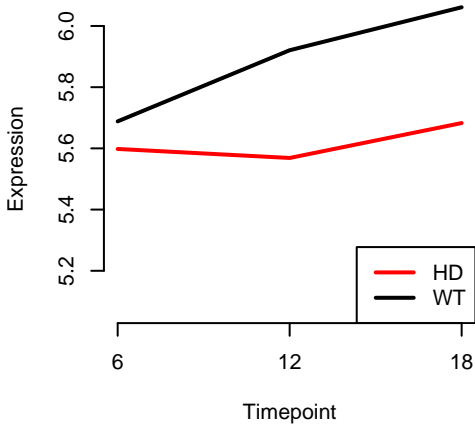**Tmc3(10554667)**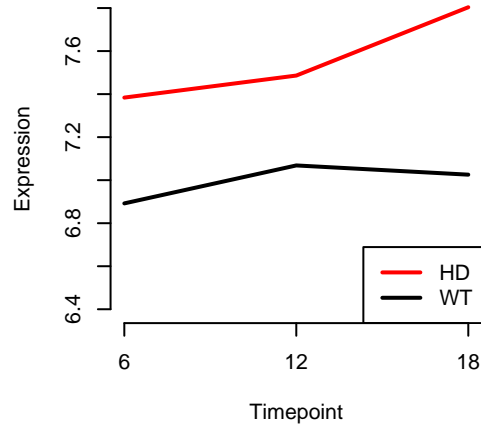**Il17rb(10418341)**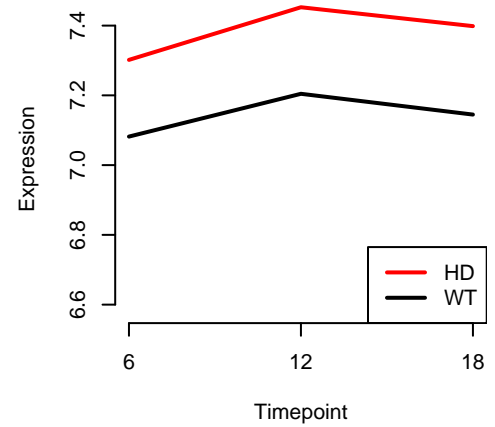**Acy3(10460263)**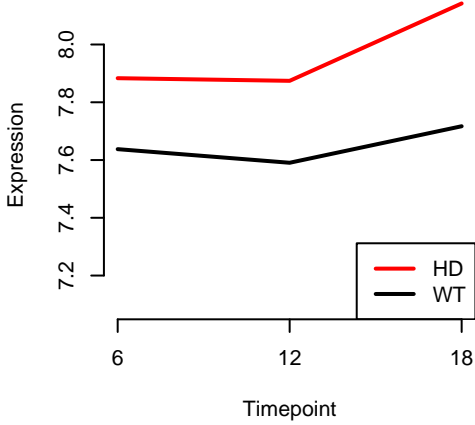**Plekhh2(10447190)**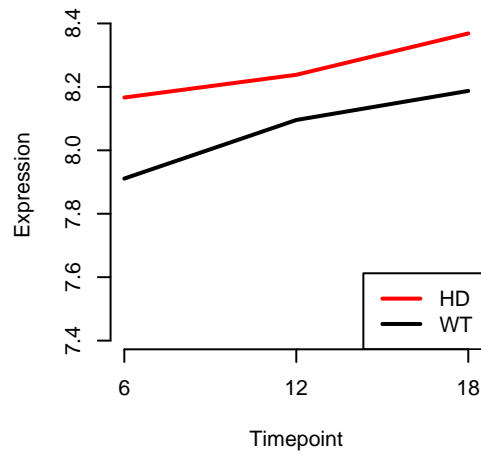**Ppia(10545337)**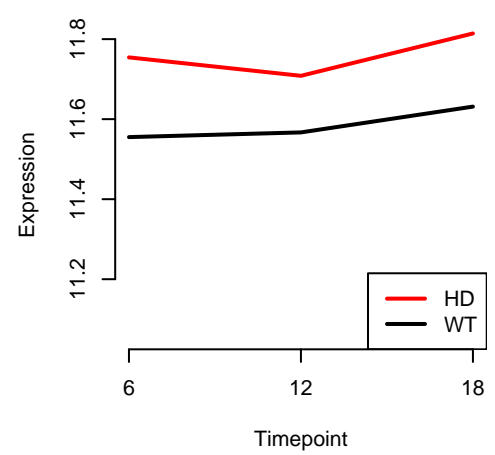**Abca8a(10392522)**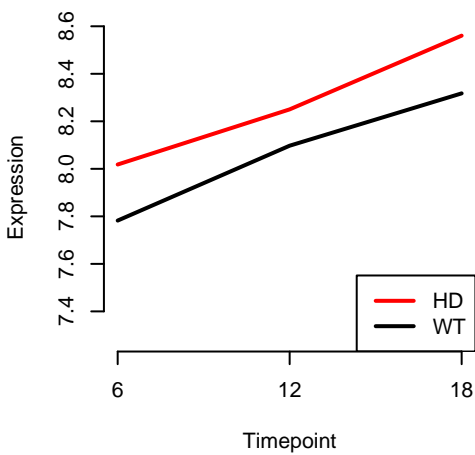**Lama2(10368409)**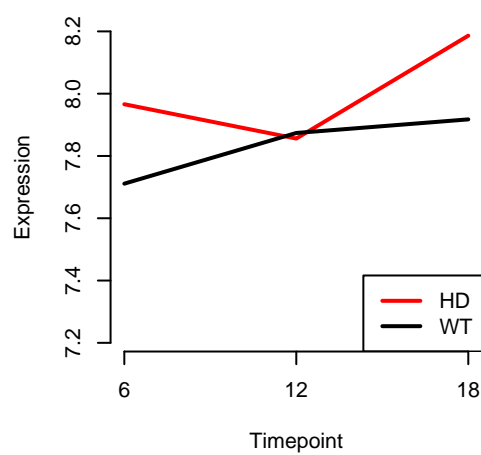**Lrrn1(10540401)**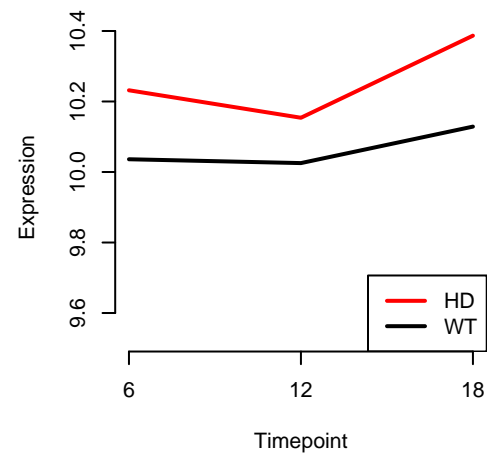**Pla2g4a(10358434)**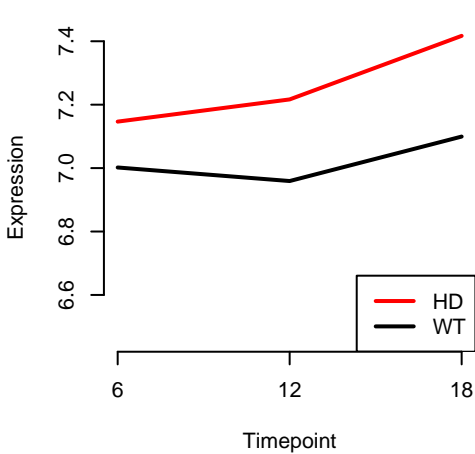**Cd82(10485213)**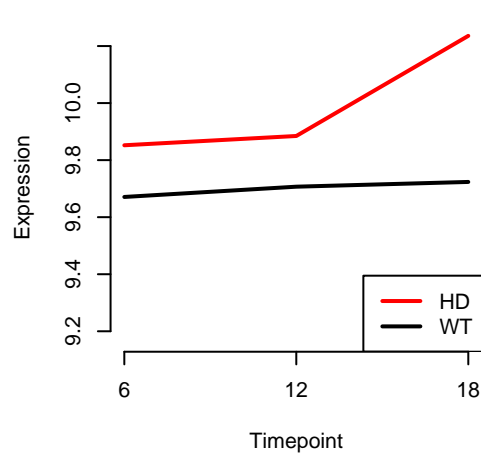**Psat1(10466410)**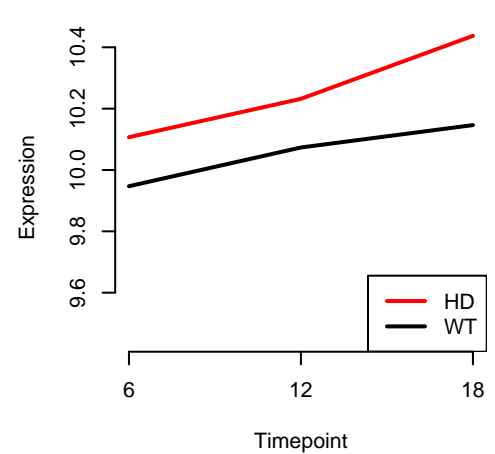

**Enpp6(10571715)**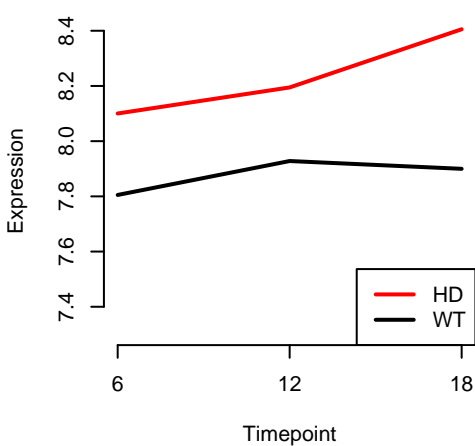**Mobk12b(10512024)**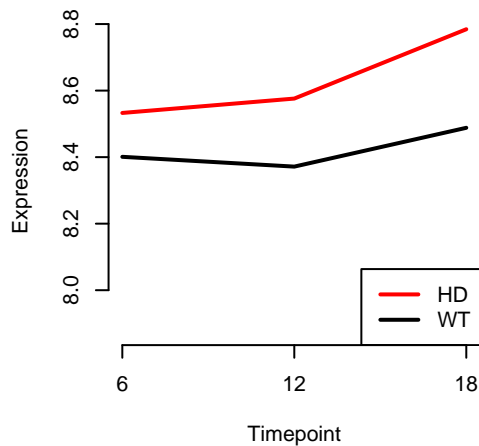**Fah(10565315)**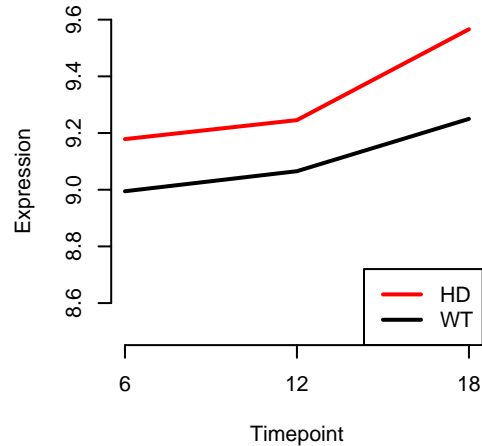**Hdac1(10516605)**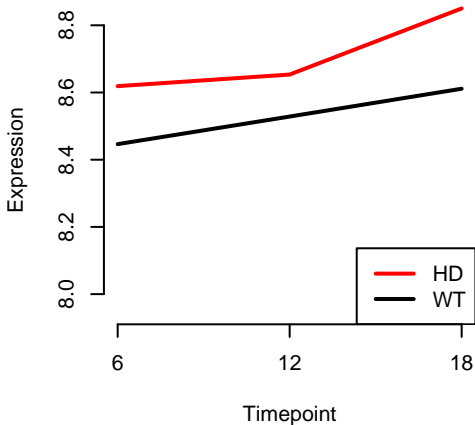**Usp25(10436561)**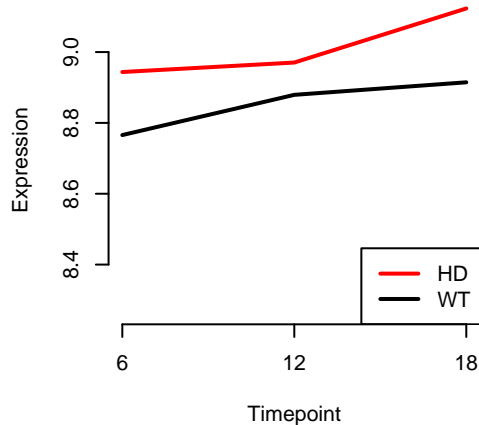**Cdh6(10427862)**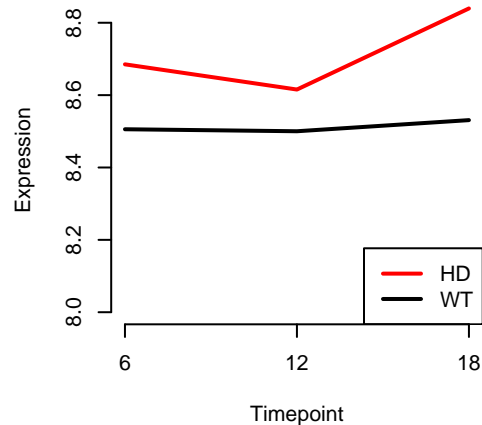**Fat1(10571530)**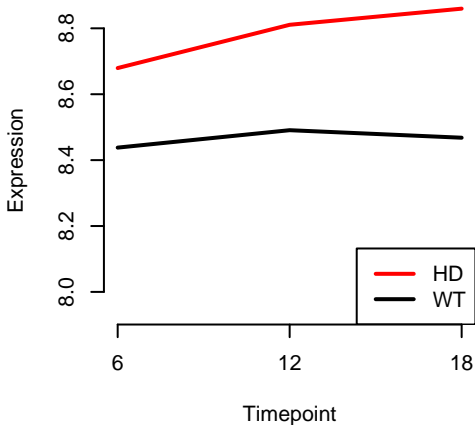**----(10342986)**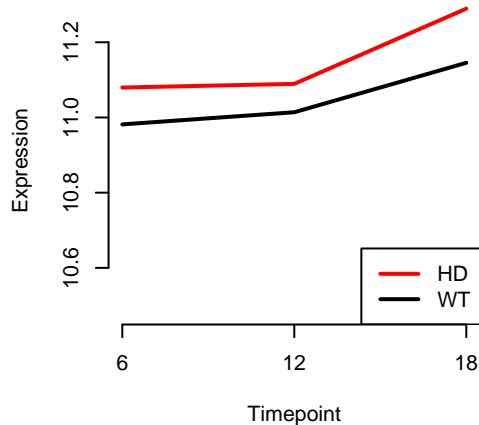**Abca2(10470050)**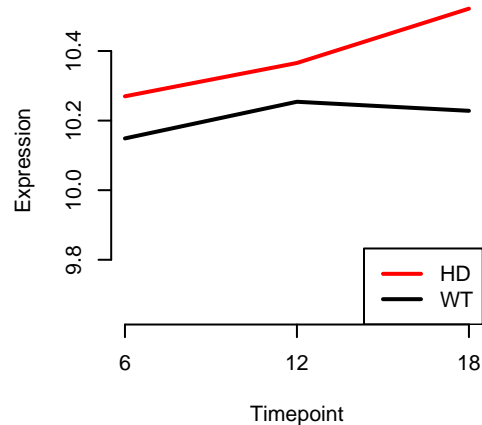**Anln(10591781)**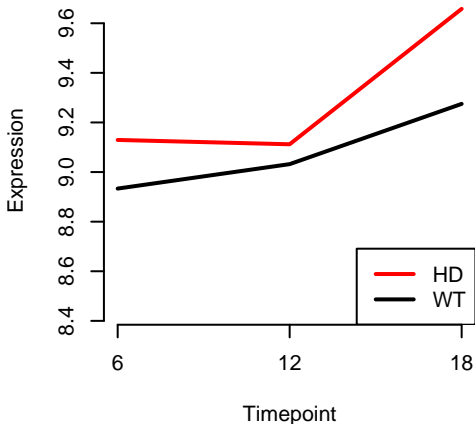**Anxa5(10497817)**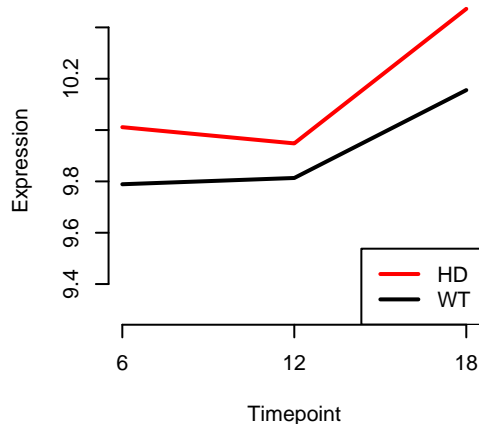**Tmem144(10498871)**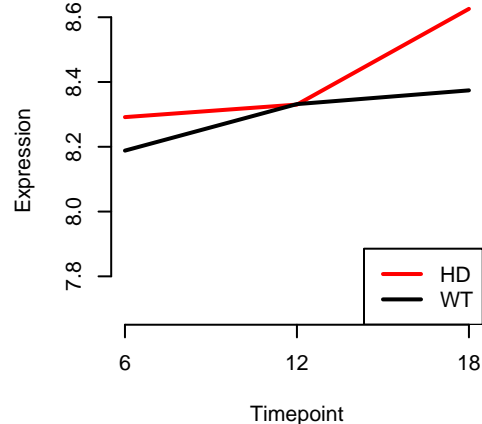

**Arfgap3(10430974)**

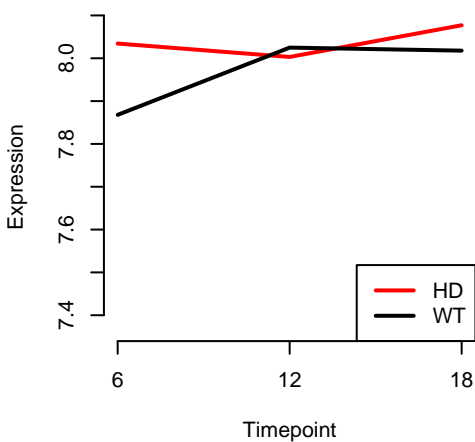

**Gpr177(10497149)**

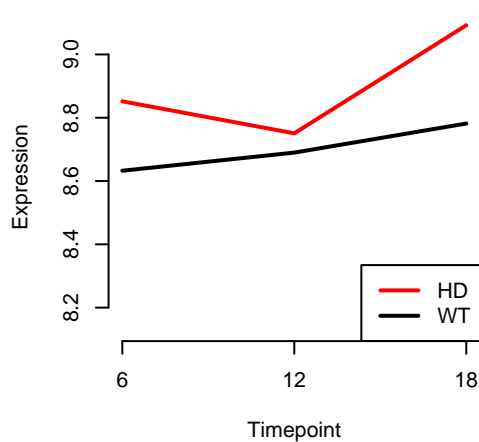

**Pigz(10434993)**

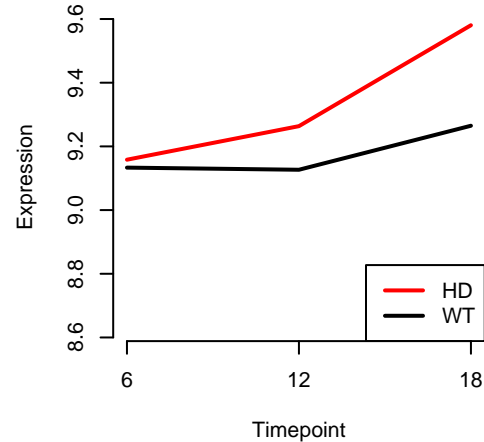

**Xaf1(10378068)**

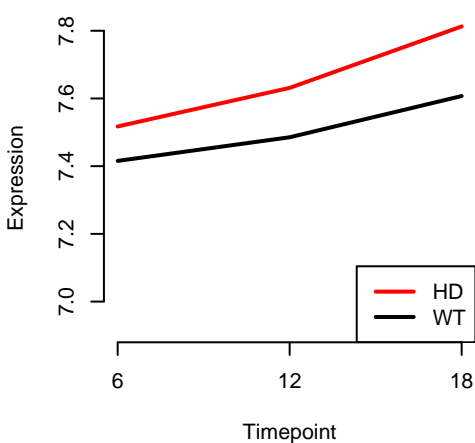

**Prrg1(10605493)**

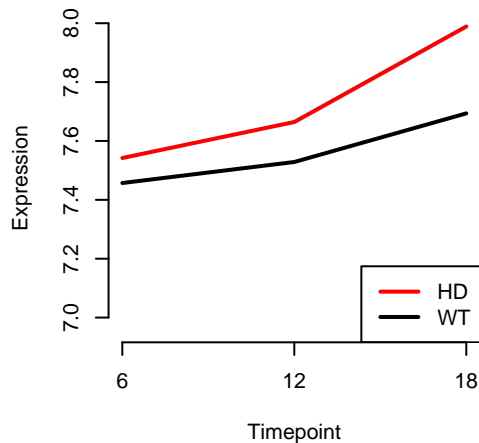

**Cyp27a1(10347481)**

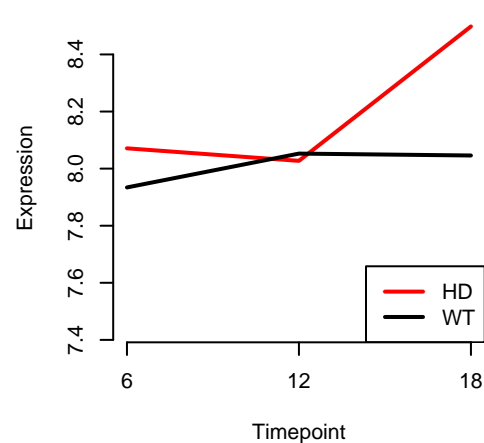

**Pcdhb21(10455135)**

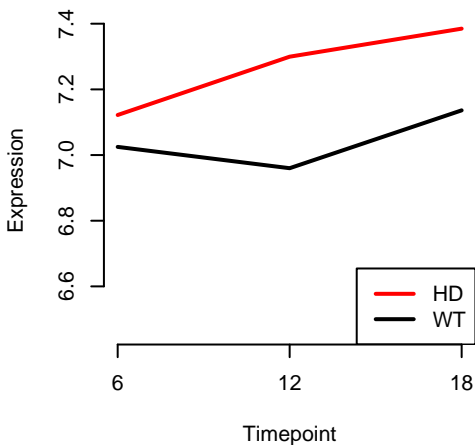

**Hipk2(10544114)**

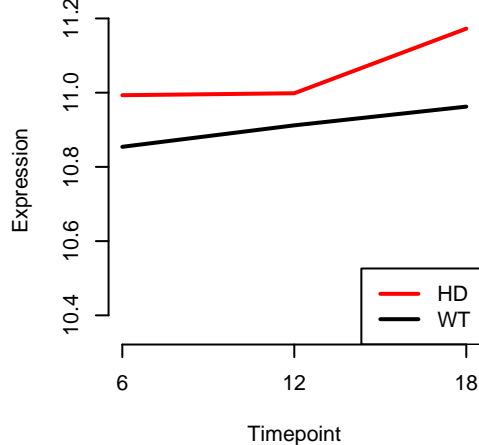

**Folh1(10565401)**

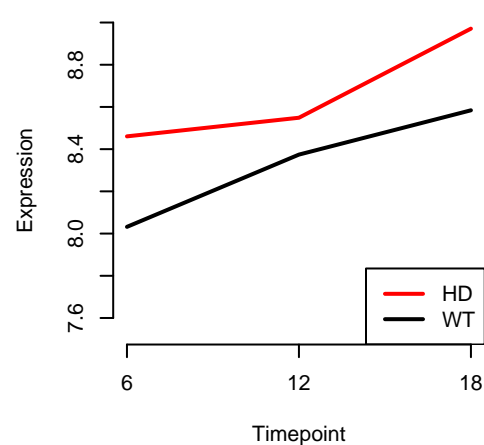

WT up  
YAC128 up

How the deposited data were processed for this re-analysis (not part of the article)

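RNA was measured on Affymetrix mouse gene arrays in the striata of YAC128 and WT mice of 6, 12 and 18 months, with 26 arrays in all. The authors computed robust multichip average (RMA) values, which correct the background, quantile normalize the arrays and summarise each probeset, and the deposited values are on the log2 scale. The version of the authors' software is not stated. The deposited values were used with no further scaling. Array medians lay between 7.42 and 7.52, and no pair of arrays held identical values. The sample labels give the ages in weeks with the numbers that the paper gives in months, and the paper's months were used. The paper states more mice than there are deposited arrays, and mice without deposited values were not analysed here. Depth in the sense of reads has no counterpart on arrays, and precision is given by the standard errors and by the number of arrays.

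Of 34760 probesets, 21640 carry 1 gene symbol, 1321 carry several and 11799 carry none, and all were tested. Counts of genes are counts of distinct symbols among probesets with 1 symbol, of which there are 19937. Models were fitted with limma 3.58.1 in R 4.3.3 by lmFit and eBayes. The genotype effect over all ages is the mean of the 3 contrasts between YAC128 and WT in a fit of 6 group means. Each single age and each interval was fitted to the compared arrays only. TANOVA was not available, and an F test of the 3 genotype contrasts stands in its place, with a second F test for a change in the genotype effect with age. Sex and genotype by sex were tested as added terms. The p-values were adjusted by the Benjamini-Hochberg method over all probesets, with thresholds of 0.05 for unadjusted and adjusted p. For the profile over age, the 3 group means of each genotype were assigned the best correlated of a falling, a rising, a peak and a trough profile, and the last pair counted as neither. Fisher's exact test compared falling with rising probesets.

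The 30 gene lists were medium spiny neuron identity, direct pathway neuron, indirect pathway neuron, striatal interneuron, mature oligodendrocyte and myelin, oligodendrocyte precursor, astrocyte, microglia, endothelial and mural cells, cortical projection neuron, thalamus with septum and hypothalamus, choroid plexus and ependyma, blood, interferon response, antigen presentation, ageing glia and complement, ribosomal protein, olfactory receptor, vomeronasal receptor, protocadherin, cell adhesion without protocadherins, neurotransmitter and peptide G-protein coupled receptor, voltage-gated ion channel, synapse and synaptic plasticity, immediate early, circadian clock, cholesterol synthesis, oxidative phosphorylation, heat shock and chaperone, and proteasome. The list of voltage-gated ion channels was drawn by families of symbols and also holds potassium leak, inward rectifier and calcium-activated channels. Kinases of ribosomal protein S6, whose names a search for ribosomal proteins also finds, were left out of the ribosomal list. Each gene entered a list with its probeset of the highest mean. Values in the paper's Table 2 had been read when the lists were drawn up, and genes of that table are among the members, for example Actn2, Scn4b, Cnr1 and Ifit1. Camera was run with a preset correlation of 0.01 and with an estimated correlation, and fry and an exact permutation of the mean of each list were run as alternatives. Genes that the study lists under gene ontology terms were counted by direction, over the symbols that could be read, since long cells of the copy at hand end early. The full membership of the terms is not in the study's supplement, so no enrichment was computed.

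Genes are named by a rule. It takes every gene that the paper names in its text, Table 2, Table 5 or Fig. 1, whose values in the paper's tables had been seen, the 12 annotated genes of smallest p in each direction over all ages with the same sign at all ages, the 8 of smallest p in each direction for each single age and interval, up to 4 members of each list with the smallest p and every member at an adjusted p under 0.05, and the sex-linked genes used to check the labels. A gene that the rule names for 1 comparison is also given in others. Slc17a7, Rhob, Ccn1, Cdk19, Pcdhb13, Dnajc28, Kdm6a and Ddx3x are outside the rule and were named after their values were seen. Exact permutation of genotype within age was set beforehand for Htt and Bdnf, and was added for Htr2a and Grk4 after the files were opened.

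The fits were tested on simulated arrays, built from each probeset's mean in WT mice of 6 months and its residual SD with independent normal noise, in which 200 probesets were changed. Such noise has no correlation between probesets, unlike the measured arrays. For the genotype effect over all ages, 59.7% of changes of 0.25 on the log2 scale and 86.6% of changes of 0.5 were recovered at an adjusted p under 0.05. Of changes of 0.5, 35.8% were recovered at 6 months, 59.7% at 12 months and 34.3% at 18 months, and between 34.3% and 53.7% for the changes with age. Of changes of 0.25, 0% were recovered at 6 months, 4.48% at 12 months and 0% at 18 months, and between 0% and 4.48% for the changes with age. A count of 0 at an adjusted p for a single age or interval therefore does not exclude changes of this size.

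Alternatives were a fit over all 6 groups, age as an additive factor, sex as a covariate, quantile normalization or median centring of the deposited values, only probesets with a mean of at least 6, only probesets with exactly 1 symbol, 1 probeset per gene, eBayes with trend and robust settings, no moderation, array weights, a block for sex and replicate number, leaving out each array, other rules for overlaps, profiles and probesets of a list, and the set tests named above. A covariate for the mean of the cortical list, a covariate for the interquartile range of each array, leaving out 4 arrays with extreme means of the cortical list, and the permutation of list means were chosen after the values were seen. Each comparison was also repeated on at most 100 splits of the same arrays, with the real grouping counted among them. Comparisons with other mouse models in the paper were left out, because their arrays are not in this series. 1 gene of Table 2 is not reported here and is not in the comparison with that table.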

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

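The cortical list mean and array interquartile range covariates, the permutation of list means, and the tests of genotype and of the direct pathway list for the medium spiny neuron list, of phase of the day and ageing for the clock list and of array batch for the myelin list were chosen only after the result was seen.

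In 7 of 155 groups of 4 or 5 arrays, 1 array lay farther from the others than Dixon's critical value allows, and 7.75 such groups arise by chance. Polr2a had 9.73 in the YAC128 female F1 of 6 months, Enpp6 had 8.46 and Il33 9.60 in the YAC128 female F1 of 12 months, and Htr2a had 10.5 in the YAC128 female F2 of 12 months. In the YAC128 male M2 of 18 months Ryr1 had 7.44, Actn2 had 8.78 and Htr2a had 9.69, each the lowest of its 5 arrays.

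The paper reports no comparison by sex. In a fit with sex as an added term, 70 probesets passed limma's test at an adjusted p under 0.05, 51 higher and 19 lower in males. They include genes of the Y chromosome such as Eif2s3y, at 4.34 on the log2 scale, and Kdm5d, at 2.50, and genes of the X chromosome such as Xist, at -5.95, Kdm6a, at -0.48, and Ddx3x, at -0.30. Dnajc28 is on neither, with -0.17 (adjusted p = 0.00785 by limma). Chance can be excluded for this count, which was reached in 1 of 100 splits of the arrays, with 1 as the highest of the others. For genotype by sex limma gave 0 probesets at an adjusted p under 0.05 and 946 at an unadjusted p under 0.05. A count as large arose in 80 of 100 splits, with 10375 as the highest, so chance cannot be excluded.

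The lists of astrocytes, with a median of -0.098, and of the interferon response, with 0.12, differed between the genotypes over all ages and are not discussed as groups in the paper. Both passed with an estimated correlation and with fry (adjusted p = 0.00614 and 0.0068). Table 2 holds Glul, Slc1a2 and Ifit1, which were chosen by the study on these arrays.

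The medium spiny neuron list had a median of -0.19 in YAC128 striata, which camera called with the preset correlation and not with an estimated one (adjusted p = 0.18). With the mean of the cortical list as a covariate the median was -0.17 (SE of the list's means per array 0.063), which argues against more cortical tissue as the whole cause. With the interquartile range of each array as a covariate it was -0.18 (SE of the list's means per array 0.085), which argues weakly against array quality as the whole cause. Neither SE is that of the median. Markers of the direct pathway had a median of 0.040 (SD of 8 members 0.18, SE of their array means 0.093). It lies 0.23 above that of the medium spiny neuron list and argues against fewer neurons of both pathways alike as the whole cause. The argument is weak, since Drd1 had -0.19 and Chrm4 -0.27. The 8 markers also include Eya1, which Table 2 lists as higher in YAC128 and which had been read when the list was drawn up. Genotype stays open as a hypothesis, since permuting it within age gave a difference in the list's mean as large as -0.22 (SE 0.087) with an exact 2-sided p of 0.0203 (adjusted p = 0.0841 over the lists). The lists were drawn up after Table 2, which comes from these arrays, had been read, and hold genes of that table. The permutation takes no account of this. By the same permutation, the mean of the 5 indirect pathway genes differed by -0.31 (SE 0.10, 2-sided p = 0.00232, adjusted p = 0.0168 over the lists). Camera with an estimated correlation did not call that list. These values do not tell fewer neurons of the indirect pathway alone from less RNA in each neuron. Both stay open and were not tested.

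The higher values of some clock genes at 12 than at 6 months may come from collection at different phases of the day. Genes that peak in the opposite phase had a mean change of -0.095 (SE 0.043) in WT and of -0.025 (SE 0.022) in YAC128 striata, over 4 of 5 such genes with a probeset, while 7 genes of the other phase had 0.24 (SE 0.078) and 0.19 (SE 0.037). In YAC128 striata Clock, at 0.051, and Cry1, at 0.013, lay above 0 and Nfil3, at -0.15, below, so members that go both ways leave the phase of the day open. The paper's methods state that mice were culled at the same point of the light phase. Phase and ageing cannot be told apart, since the list's median from 12 to 18 months was 0.041 in WT and -0.036 in YAC128 striata.

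The higher values of the myelin list at 18 than at 12 months were 0.17 in WT and 0.27 in YAC128 striata. Array batch and age cannot be told apart, because arrays of 1 age were run together. With the mean of the cortical list as a covariate the medians were 0.18 in WT and 0.28 in YAC128 striata. The SEs of the list's means per array with that covariate were 0.034 and 0.060. These values argue against less cortical tissue at 18 months as the whole cause. Other neighbouring tissue was not tested and stays open, since in YAC128 striata over this interval the list means were 0.36 (SE 0.14) for thalamus, septum and hypothalamus, 0.44 (SE 0.25) for choroid plexus and ependyma and -0.31 (SE 0.14) for medium spiny neurons, against 0.18 (SE 0.25), -0.072 (SE 0.090) and -0.12 (SE 0.13) in WT striata, while without the YAC128 male M2 of 18 months the YAC128 medians went from 0.40 to 0.20 for choroid plexus and from -0.30 to -0.17 for medium spiny neurons. Ageing stays open and was not tested apart from batch.

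Other splits of the same arrays were used to ask whether chance alone gives results as large, and each number of splits below counts the real grouping, so 1 of 100 means that no other split reached the value. For the genotype effect over all ages, chance can be excluded for the 82 probesets at an adjusted p under 0.05 (1 of 100 splits, highest other 1) and not for the 2496 at an unadjusted p (20 of 100, highest other 7047). It can be excluded for the F test at any age (24 probesets, 1 of 100 splits, highest other 6) and not for the change of the genotype effect with age (937 at an unadjusted p, 80 of 100, highest other 9965). For single ages it cannot be excluded at 6 months (909, 22 of 35 splits, highest other 9749), 12 months (1825, 27 of 100, highest other 7455) or 18 months (1619, 19 of 56, highest other 6450). For the 5 probesets at an adjusted p at 12 months it can by the number of splits alone (2 of 100), but the other such split gave 51. That count of 5 also fell to 0 with each array centred on its median, with a block for sex and replicate number, and without any 1 of several arrays.

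For changes with age chance cannot be excluded in WT from 6 to 12 months (1532, 37 of 100 splits, highest other 6327), in YAC128 from 6 to 12 months (1559, 30 of 100, highest other 9673), in WT from 12 to 18 months (2550, 9 of 56, highest other 7612) or in YAC128 from 12 to 18 months (3463, 8 of 100, highest other 5941). Splits that call several times the real count point to a structure among the arrays other than the groups. The first component of the residuals held 23.1% of their variance, and across arrays it had a correlation of -0.88 with the interquartile range of the array.

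The same was asked of overlaps and lists. Chance can be excluded for the overlap of age effects from 12 to 18 months by the number of splits alone (470, 2 of 100). The other such split gave 698, which leaves this weak, and age and array batch cannot be told apart in this overlap. Chance cannot be excluded for the overlap of age effects from 6 to 12 months (176, 6 of 100, highest other 314). Nor can it for the overlap of genotype effects at 6 and 12 months (119, 6 of 100, highest other 187) or at 12 and 18 months (241, 4 of 56, highest other 324). The same holds for the difference between falling and rising probesets (50 points, 6 of 100, highest other 75). For the number of lists that camera calls with the preset correlation, chance can be excluded in YAC128 from 12 to 18 months (19, 2 of 100 splits, highest other 19), again by the number of splits alone. It cannot be excluded over all ages (17, 5 of 100, highest other 20), at 6 months (13, 15 of 35, highest other 17), at 12 months (13, 21 of 100, highest other 18), at 18 months (14, 20 of 56, highest other 19), in WT from 6 to 12 months (5, 95 of 100, highest other 16), in YAC128 from 6 to 12 months (12, 57 of 100, highest other 19) or in WT from 12 to 18 months (14, 14 of 56, highest other 20).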

How the results depend on the processing

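The covariates for the cortical list and for the interquartile range of the array, the fit without 4 arrays of extreme cortical list mean and the permutation of list means were chosen only after the result was seen. The cause of each change below was not tested, except that restricting the probesets tests fewer of them.

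Of 28 calls of named genes, those of the 12 genes of smallest p in each direction over all ages and of 4 genes at 12 months, 22 stayed past the test in every setting set beforehand and 22 with each of the 26 arrays left out in turn. Other named genes past the test, such as Dlg4, Ppp1r9a and Pcdhb3, were not followed through the settings. The calls that did not stay throughout were those of Cbx8, Cd82, Pcdhb16 and Enpp6 over all ages and Car2, Gm19410, Phex and Aspa at 12 months.

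In the fit over all 6 groups the genotype effect at 12 months gave 1077 probesets at an unadjusted p (main 1825) and 2 at an adjusted p (main 5), and the adjusted counts were 2 at 18 months, 2 in WT from 12 to 18 months and 40 in YAC128 from 12 to 18 months (main 0 each). With sex as a covariate the overlap of genotype effects at 6 and 12 months was 181 (main 119). After quantile normalization the adjusted count in WT from 12 to 18 months was 1. With array median centring the genotype effect over all ages was 50 (main 82) and the adjusted count at 12 months 0. With only probesets of a mean of at least 6, the adjusted count at 12 months was 23, the sex effect 36 (main 70), and the olfactory receptor list at 18 months went from -0.030 to 0.022.

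With only probesets with exactly 1 symbol the counts were 381 at 6 months (main 909), 1201 at 12 months (28 at an adjusted p), 1040 at 18 months (main 1619), 746 in WT (main 1532) and 898 in YAC128 from 6 to 12 months (main 1559), with an overlap of 103 (main 176), 37 for the F test (main 24), 376 for the interaction (main 937) and 20 for sex. With 1 probeset per gene they were 129 over all ages, 339 at 6 months, 1129 at 12 months (29 at an adjusted p), 991 at 18 months, 652 in WT and 829 in YAC128 from 6 to 12 months, 1627 in WT from 12 to 18 months (main 2550), with an overlap of 96 from 6 to 12 months, 41 for the F test, 343 for the interaction and 11 for sex.

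The adjusted count at 12 months was 20 with trend and robust settings in eBayes and 1 with no moderation. With array weights the counts were 628 over all ages (6174 at an unadjusted p), 3485 at 6 months, 22 at an adjusted p at 12 months, 3479 at 18 months, 2390 in WT and 4326 in YAC128 from 6 to 12 months, and 4452 in WT from 12 to 18 months (1 at an adjusted p). The overlaps were then 420 for age effects from 6 to 12 and 787 from 12 to 18 months (main 470), and 390 and 469 (main 241) for genotype effects, the F test gave 117, the interaction 2379, and 8 lists were called at 6 months (main 13). Array weights also turned the medium spiny neuron list in WT from 6 to 12 months from 0.042 to -0.043 and the thalamus list in WT from 12 to 18 months from 0.14 to -0.014.

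With a block for sex and replicate number the counts were 1369 at 6 months, 0 at an adjusted p at 12 months, 967 in WT and 2354 in YAC128 from 6 to 12 months and 1625 in WT from 12 to 18 months, and the overlaps were 276 for age effects from 12 to 18 months and 203 for genotype effects at 6 and 12 months. The numbers do not show a clear pairing, since of 54 pairs of arrays with the same sex and number in different groups 27 had a correlation over 0.1, with a median of 0.101 against 0.000806 for other numbers.

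With the cortical list mean as a covariate the counts were 138 over all ages, 1464 at 6 months, 2 at an adjusted p at 12 months, 47 for the F test and 214 for the overlap at 6 and 12 months. With the array IQR as a covariate they were 193 over all ages, 2041 at 6 months, 2768 in WT from 6 to 12 months, 49 for the F test and 1601 for the interaction, the overlaps were 294 and 823 for age effects and 240 for genotype effects at 6 and 12 months, and the olfactory receptor list in YAC128 from 6 to 12 months went from -0.013 to 0.035.

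Without the 4 arrays of extreme cortical list mean the counts were 3443 at 6 months and 2958 in YAC128 from 6 to 12 months, the overlaps 338 for age effects from 6 to 12 months and 293 for genotype effects at 6 and 12 months, and 6 lists were called at 6 months and 11 in WT from 6 to 12 months (main 5). At 6 months the thalamus list went from -0.059 to 0.027 and the protocadherin list from 0.075 to -0.012. In WT from 6 to 12 months the medium spiny neuron list went to -0.12, the direct pathway list from 0.064 to -0.062, the indirect pathway list from 0.014 to -0.092, the choroid plexus list from -0.013 to 0.080 and the cholesterol list from -0.011 to 0.064, and in YAC128 the medium spiny neuron list went from 0.12 to -0.047.

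Camera with the preset correlation called 17 lists over all ages, 13 at 6, 13 at 12 and 14 at 18 months, 5 in WT and 12 in YAC128 from 6 to 12 months, and 14 in WT and 19 in YAC128 from 12 to 18 months. With an estimated correlation it called 3 over all ages, those of astrocytes, of the interferon response and of neurotransmitter and peptide receptors, and 0 in each of the other 7 comparisons. Fry called 3 over all ages, 1 at 12 months, 3 in YAC128 from 12 to 18 months and 0 in the others. The permutation of list means called 4 over all ages, 7 in YAC128 from 12 to 18 months and 0 in the others.

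Leaving out each array in turn gave 47 (without the WT male M1 of 18 months) to 140 (WT M2 of 18 months) probesets over all ages, with 54 without the YAC128 F2 or F3 of 12 months or the WT F1 of 18 months, 50 without the YAC128 M3 or the WT F2 of 6 months and 138 without the WT M2 of 6 months. At 6 months it gave 687 (YAC128 M1) to 1955 (WT M2), with 1568 without the YAC128 F1. At 12 months the adjusted count was 0 (without the YAC128 F2, F3, M1 or M2 or the WT M1, M2 or M3) to 9 (YAC128 F1). At 18 months it gave 1047 (WT M1) to 3653 (WT M2). The F test gave 16 (WT M1 of 18 months) to 48 (WT M2 of 6 months), with 39 without the WT M2 of 18 months, and the interaction 785 (WT F2 of 12 months) to 1714 (WT M2 of 18 months). Genotype by sex gave 0 to 1 (without the YAC128 M2 of 12 months or the WT M2 of 18 months).

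For changes with age the ranges were 1207 (WT M3 of 12 months) to 2384 (WT F1 of 6 months) in WT and 1225 (YAC128 M3) to 3901 (YAC128 F1 of 6 months) in YAC128 from 6 to 12 months, and 1848 (WT F1) to 4792 (WT M2 of 18 months) in WT from 12 to 18 months. Adjusted counts were 0 to 1 in WT from 6 to 12 months (1 without the WT M2 of 12 or of 6 months), 0 to 2 in WT from 12 to 18 months (2 without the WT M1 of 18 months, 1 without the WT F2 of 12 months) and 0 to 1 in YAC128 from 12 to 18 months (1 without the YAC128 F1 or M2 of 18 months). In WT from 6 to 12 months 5 to 9 lists were called (8 without the WT F2 of 12 months, 9 without the WT F2, M1 or M2 of 6 months). The overlap from 12 to 18 months was 295 (WT F1 of 18 months) to 587 (YAC128 M1 of 18 months), that of genotype effects at 12 and 18 months 158 (WT M1) to 329 (WT M2 of 18 months) and that at 6 and 12 months 98 (WT F2) to 229 (WT M2 of 6 months). The difference between falling and rising probesets was 40 (YAC128 F1 of 6 months) to 66.7 points (WT F1 of 18 months), and Fisher's test did not pass without the YAC128 F2 (44.4 points) or M2 (57.1) or the WT M1 (50) of 18 months or the YAC128 F1 or M1 (44.4) of 6 months.

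Lists that changed sign were those of choroid plexus, -0.061 (without the WT M1) to 0.066 (WT M2 of 6 months) in WT and -0.29 (YAC128 F1) to 0.0037 (YAC128 M1 of 6 months) in YAC128 from 6 to 12 months, and -0.081 (YAC128 M1) to 0.27 (WT M2) at 6 months. Those of cortical projection neurons were -0.27 (YAC128 F1) to 0.13 (YAC128 M2 of 6 months) in YAC128 from 6 to 12 months and -0.13 (YAC128 M2) to 0.39 (WT M2) at 6 months. Those of medium spiny neurons were -0.068 (WT M2) to 0.11 (WT F2 of 6 months) in WT and -0.037 (YAC128 M2) to 0.20 (YAC128 M1 of 6 months) in YAC128 from 6 to 12 months, and -0.21 (WT M1) to 0.014 (WT M2 of 18 months) in WT from 12 to 18 months. Olfactory receptors at 6 months were -0.047 (WT F1) to 0.030 (YAC128 F1), with 0.023 without the WT M2. Those of thalamus were -0.13 (WT F2) to 0.066 (WT F1) at 6 months, -0.14 (WT M1) to 0.21 (WT M2) at 18 months and -0.13 (WT M2) to 0.43 (WT M1 of 18 months) in WT from 12 to 18 months.

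On arrays the limit is the signal over background, and only probesets with a mean of at least 6 were tested apart to gauge it.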

Differences from the paper's values

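No alternative chosen only after the result was seen is used here. Counts of probesets and genes are at an unadjusted p under 0.05, the paper's threshold, except for the time-course test. The paper states 15 YAC128 and 14 WT mice and the arrays used here are 14 and 12, so the compared groups do not hold the same numbers of mice. Counts are taken as different when the larger is more than 1.5 times the smaller, and fold changes when they differ in sign or by more than the residual SD.

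At 6 months the paper gives 856 genes altered between genotypes, and the value here was 296. Of 11 alternatives set before the data were examined, the fit over all 6 groups comes within that factor of the paper's value and the others do not, as does leaving out the WT male M2 of 6 months. At 12 months the paper gives 885 probesets and 482 genes, and here there were 1825 and 980. For probesets the fit over all 6 groups, only probesets with exactly 1 symbol and 1 probeset per gene come within that factor, and for genes only the fit over all 6 groups does. At 18 months the paper gives 2484 probesets and 1514 genes, against 1619 and 755 here. For probesets the fit over all 6 groups, sex as a covariate, quantile normalization, eBayes with trend and robust, array weights and the replicate block come within that factor, as does leaving out the YAC128 F1 or the WT M2 of 18 months, and the other 5 do not. For genes the fit over all 6 groups, only probesets with exactly 1 symbol and array weights do, as does leaving out the WT M2 of 18 months.

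For WT from 6 to 12 months the paper gives 2469 probesets and 1272 genes, and here there were 1532 and 550. For probesets the fit over all 6 groups, quantile normalization and array weights come within that factor, and for genes only array weights do. Leaving out the WT F1 or M2 of 6 months does so for both. For genes altered with age in both genotypes from 6 to 12 months the paper gives 156 and the value here was 75. Array weights come within that factor, as does leaving out the YAC128 F1 of 6 months. For genes altered between genotypes at both 6 and 12 months the paper gives 118 and the value here was 73. The fit over all 6 groups, sex as a covariate, quantile normalization, only probesets with exactly 1 symbol, 1 probeset per gene, eBayes with trend and robust and no moderation come within that factor, as does leaving out the YAC128 F1 or the WT M2 of 6 months, and the other 4 do not.

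By TANOVA the paper gives 146 probesets and 125 genes, and limma's F test, a different test, gave 24 and 23 at an adjusted p under 0.05. Of 10 alternatives array weights come within that factor and the others do not. For Iqub the paper gives 0.04 in Table 5, and the value here was -0.018 (residual SD 0.239). Of 11 alternatives the replicate block comes within the residual SD with the same sign.

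Over all ages the paper gives more higher than lower probesets at a nominal p, and its numbers of higher and lower do not add up to its total. Here 903 were higher and 1593 lower, and after quantile normalization 1303 and 1486. For genes rising with age in YAC128 striata the paper states that more were higher than lower in YAC128. Among the probesets past the F test here with a rising profile 4 were higher and 4 lower, while over the study's own readable probesets 51 were higher and 22 lower. The Table 2 fold changes of all 66 genes compared had the same sign here over all ages and at each age, with a correlation across genes of 0.995 over all ages, and genes are not independent replicates. The column of p-values for 6 months in Table 2 has values of the size of unadjusted p-values, while its label is the same as for 12 and 18 months.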

Other observations

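The lists were drawn up after the paper's Table 2 had been read, and the permutation of Grk4 and the overlap of 6 with 18 months were chosen only after the files were opened.

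Lists not given beside the paper's text were as follows over all ages, for 14 YAC128 against 12 WT arrays. Striatal interneuron genes (12) had a median log2 fold change of -0.11 (adjusted p = 0.20 with an estimated correlation), and antigen presentation genes (17) of 0.026 (adjusted p = 0.18 with an estimated correlation). Mature oligodendrocyte and myelin genes had -0.0090 with 2 higher and 10 lower when adjusted over the list alone (adjusted p = 0.73 with an estimated correlation), among them Tspan2 at -0.31 (SE 0.053, adjusted p = 0.00798 by limma). Oligodendrocyte precursor genes (10) had a median of -0.010, a mean of 0.028 and 1 gene higher, Enpp6, at 0.35 (SE 0.067). Microglia genes (19) had -0.039, endothelial and mural genes (16) -0.024, and ageing glia and complement genes -0.020, with 1 lower, Il33 (adjusted p = 0.58 with an estimated correlation). Immediate early genes had -0.046 (adjusted p = 0.59 with an estimated correlation) and clock genes -0.061 (adjusted p = 0.33 with an estimated correlation).

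Vomeronasal receptor genes (165) had -0.027 (adjusted p = 0.61 with an estimated correlation). Ribosomal protein genes had 0.0059, cholesterol synthesis genes (18) 0.0091 with a mean of -0.0021, oxidative phosphorylation genes (87) 0.0043, heat shock and chaperone genes (15) 0.015 and proteasome genes (39) 0.019, and camera called none of these 5. Of 8 blood genes only 2 had a probeset, Alas2 at 0.03 and Slc4a1 at 0.01, and no list test was run.

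From 12 to 18 months, vomeronasal receptor genes had a median of 0.079 in WT and of 0.065 in YAC128 striata (adjusted p = 0.49 and 0.41 with an estimated correlation).

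The Table 5 genes of the paper's comparison with another mouse model were measured here in YAC128 mice only. Over all ages Lgals3bp had a log2 fold change of 0.29, Usp18 of 0.23 and Dpp10 of 0.23 between YAC128 and WT striata. Grk4, the gene next to Htt, had 0.11 (SE 0.047, permutation test within age, 2-sided p = 0.0513).

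Of 34760 probesets, 116 (62 genes) had an unadjusted p under 0.05 at both 6 and 18 months, against 42.3 for independent lists, and 94 of them had the same sign.

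In the YAC128 male M1 of 6 months Xist had 7.82, while the next highest male array had 6.66, and Eif2s3y was at least 8.56 in all males and at most 4.70 in females.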
